# Functional characterization of plant specific *Indeterminate Domain* (IDD) transcription factors in tomato (*Solanum lycopersicum* L.)

**DOI:** 10.1038/s41598-024-58903-0

**Published:** 2024-04-05

**Authors:** Sujeevan Rajendran, Yu Mi Kang, In Been Yang, Hye Bhin Eo, Kyung Lyung Baek, Seonghoe Jang, Assaf Eybishitz, Ho Cheol Kim, Byeong Il Je, Soon Ju Park, Chul Min Kim

**Keywords:** Tomato, Transcription factor, Indeterminate Domain, Development, Stress response, Plant development, Plant molecular biology, Plant stress responses

## Abstract

Plant-specific transcription factors (TFs) are responsible for regulating the genes involved in the development of plant-specific organs and response systems for adaptation to terrestrial environments. This includes the development of efficient water transport systems, efficient reproductive organs, and the ability to withstand the effects of terrestrial factors, such as UV radiation, temperature fluctuations, and soil-related stress factors, and evolutionary advantages over land predators. In rice and *Arabidopsis*, *INDETERMINATE DOMAIN* (*IDD*) TFs are plant-specific TFs with crucial functions, such as development, reproduction, and stress response. However, in tomatoes, *IDD* TFs remain uncharacterized. Here, we examined the presence, distribution, structure, characteristics, and expression patterns of *SlIDD*s. Database searches, multiple alignments, and motif alignments suggested that 24 TFs were related to *Arabidopsis IDD*s. 18 *IDD*s had two characteristic C2H2 domains and two C2HC domains in their coding regions. Expression analyses suggest that some *IDD*s exhibit multi-stress responsive properties and can respond to specific stress conditions, while others can respond to multiple stress conditions in shoots and roots, either in a tissue-specific or universal manner. Moreover, co-expression database analyses suggested potential interaction partners within *IDD* family and other proteins. This study functionally characterized *SlIDD*s, which can be studied using molecular and bioinformatics methods for crop improvement.

## Introduction

In the past five decades, the global population has increased by four billion and is predicted to increase rapidly from the current eight billion individuals^1^. The reduction of arable land and the water crisis in agriculture will be a great challenge in the future^2^. Climate change projections indicate that intense rains will cause floods and long droughts, reducing cultivation periods in the future^3^. Increase in global population, reduction in arable land, and reduction in cultivation periods will exponentially increase the need for intensive farming methods and new crop varieties. Currently, widespread plant breeding methods are likely to limit yield limitation in the near future. Therefore, plant breeders are obliged to discover new tools and principles to increase crop yield.

Owing to their sessile nature, plants have evolved to withstand and counteract biotic and abiotic stress^4,5^. Stress signals from unfavorable conditions, such as temperature, waterlogging, drought, oxidative stress, proton stress, heavy metals, salinity, light, viruses, bacteria, fungi, and insects are perceived by receptor complexes, and the perceived signals are transduced to TFs to activate stress response genes^6,7^. TFs interact with the *cis*-regulatory elements of a target gene and modulate its expression of their target genes^8^. Changes in *cis*-regulatory elements result in alterations in target gene expression, which can alter cellular activities^9–12^. TFs sequences specifically bind to transcription factor binding motifs (TFBMs) to activate or repress downstream genes with a DNA-binding domain^13,14^. TFs also contain oligomerization, transcription, and nuclear localization domain^15^. Changes in the domain architecture of TFs can be a driving force in plant evolution and changes in the expression can result in morphological variations^16,17^. Plant-specific TFs regulate genes related to the development of plant-specific organs and response systems for adaptation to terrestrial environments^18^. These include the development of efficient water transport systems, efficient reproductive organs, the ability to withstand the effects of terrestrial factors such as UV radiation, temperature fluctuations, soil-related stress factors, and evolutionary advantages over land predators^19–21^. *INDETERMINATE DOMAIN* (*IDD*) TFs are plant-specific TFs with crucial functions in rice and *Arabidopsis*, including development, reproduction and stress response^22–28^.

Among the vast array of TFs, *IDD*, a class of C2H2 zinc-finger TFs, is specific to plants^22,25,29,30^. The N-terminus of the *IDD* contains two C2H2 DNA-binding domains and 2C2HC protein-binding domains. The C-terminus also contains protein interaction domain^24,25,29^. In *Arabidopsis*, 12 of 18 identified *IDD* TFs have been characterized for their roles. *IDD*s in Arabidopsis are involved in various cellular and developmental functions such as seed germination, tissue patterning, responses to external cues, and abiotic stress. Some *IDD*s can produce transcript variants, depending on the conditions (see review)^22^.

Tomatoes (*Solanum lycopersicum*) are one of the most cultivated crops in the fresh and processed market. Owing to its relatively small genome size and chromosomal architecture, the tomato is also an excellent model plant for studying Solanaceae species^31,32^. Tomatoes also bear berry fruits, which can be used as models for studying fruit development and metabolite analysis^33–35^. Studies on the abiotic and biotic responses in tomatoes have been widely conducted. To understand the *IDD* family genes in tomato (*SlIDD*s), this study was conducted to identify and explore the basic information of *SlIDD*s and to understand their expression dynamics under developmental stages and stress conditions in tomato.

## Results

### Identification and phylogenetic analysis of *SlIDD* family genes in tomato

To identify candidate Sl*IDD* family genes, a BLAST search was conducted using Gramene (https://www.gramene.org) and Plaza (https://bioinformatics.psb.ugent.be/plaza) databases. Overall, 25, 24, and 20 genes were identified by search results in tomato, rice, and *Arabidopsis* respectively. *Arabidopsis* and rice have 16 and 15 *IDD* genes, respectively. The evolutionary relationships among *IDD* family genes were determined using phylogenetic analysis. Phylogenetic analysis suggested that *IDD* genes may have structural differences between monocots and dicots (Fig. 1a). Four subgroups of *IDD-like* genes have been identified in tomato plants. Here, 16 Arabidopsis and 15 rice *IDD* genes were clustered with 19 tomato *IDD*-like genes. Among these clades, rice *Ehd2* showed the lowest homology with other *IDD* genes. 12 genes clustered with the At*STOP1* group and seven genes showed distant homology with *IDD* genes (Fig. 1b).

**Figure 1:**
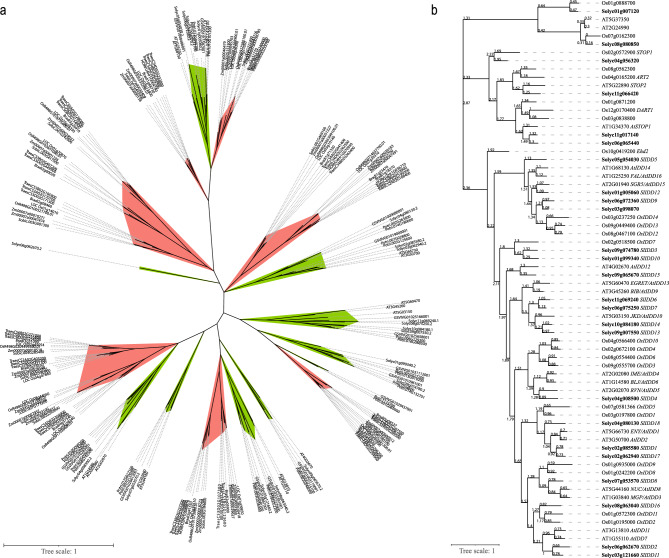
Phylogenetic analyses of *IDD* family genes in major plant species. (**a**) Unrooted phylogenetic tree of *IDD* family genes in ten major plant species. Red branches indicate monocots and green indicate dicots. (**b**) Phylogenetic tree of *IDD* family genes in rice, Arabidopsis, and maize. Tomato sequences are indicated in bold letters [branch values (MYA)].

### Structure and distribution of *SlIDD* genes

Multiple sequence alignments showed conserved C2H2 and C2HC motifs among *SlIDD* genes (Fig. 2a, Fig. S1). However, Solyc03g098070 does not possess the first C2H2 motif. Solyc05g054030 possesses a C2HR motif in the second zinc finger domain with a less reactive arginine stead of Histidine^36^ (Fig. 2a). seven ortholog groups were found within tomato IDD-like genes. Block 6 and block 7 contained four and three orthologs respectively (Fig. 2b and Table S1). Among them Solyc01g005060, Solyc04g080130, Solyc04g008500, Solyc05g054030, Solyc07g053570, Solyc08g063040 and Solyc09g065670 did not show orthologs. Synteny between Arabidopsis, rice and tomato revealed that the rice *IDD* family showed the least synteny when compared with Arabidopsis and tomato (Fig. S2). Sequences with two complete C2H2 complete C2HC domains were considered as true *IDD* TFs. After confirming the number of *IDD* genes in tomatoes, the distribution of *IDD* genes were determined (Fig. 2c, Table S2). Twelve *IDD*s showed synteny, indicating duplication events in all chromosomes. Dispersed duplications were accounted for the majority (80%) of *IDD* like genes and other genes were duplicated by segmental duplication events (Table S3). Solyc03g098070, which lacks the first C2H2 motif, exhibited synteny with Solyc06g072360. 18 confirmed *IDD* genes were distributed among 11 chromosomes, excluding chromosome 12. Motif analysis revealed structural variations among *IDD*-like genes. Among the 25 sequences, 18 *IDD* TFs had four prominent motifs corresponding to two C2H2 and two C2HC domains in the C-terminus. Other *IDD*-like genes lacked one or more zinc-finger domains (Fig. 2d and Fig. S3). Ka/Ks analysis revealed that all *IDD* genes evolved under high selection pressure (Table S4). In addition to the primary isoforms of *IDD* TFs, our analyses revealed that multiple *IDD*s have splice variants. *IDD1*, *IDD2*, *IDD12* and *IDD13* showed two isoforms. Surprisingly, *IDD4* and *IDD11* had three and five isoforms, respectively, indicating complex post-transcriptional regulatory mechanisms present in *IDD* TFs (Table S5).

**Figure 2:**
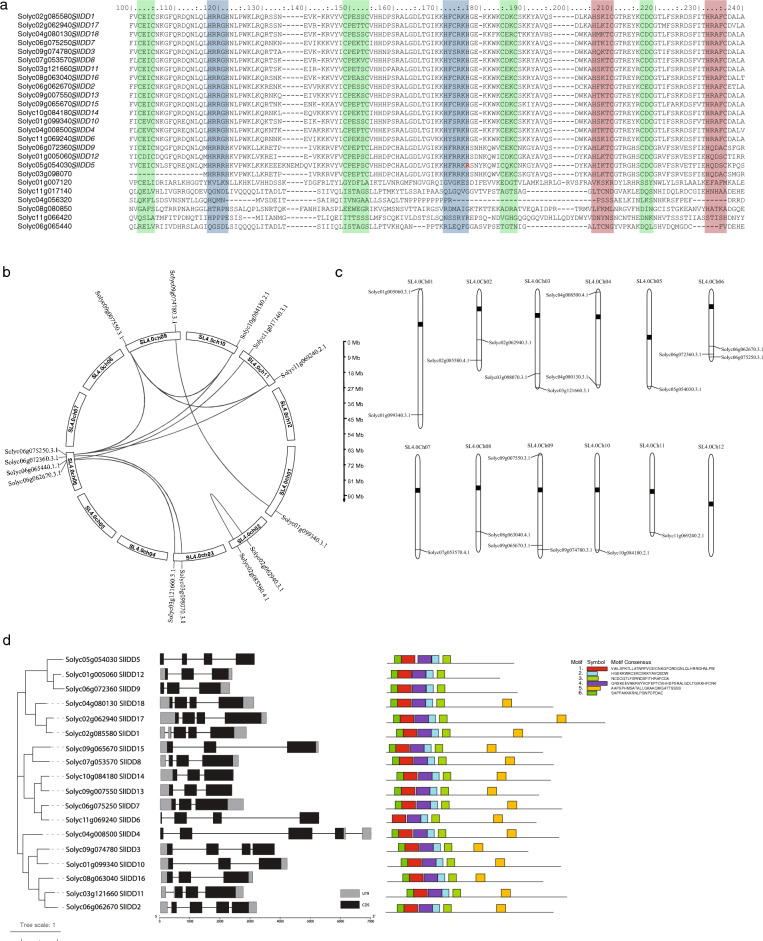
Comparison, confirmation, and distribution of tomato *IDD* sequences. (**a**) Multiple alignment of *IDD*-like genes in tomato. (green; cystine motifs, Blue; histidine motifs, Red; histidine–cystine motifs. Red bold R indicates the arginine in the C2HR motif). (**b**) The synteny analysis of the SlIDD family in tomato. The genes linked by red lines represent homologs. (**c**) Distribution of 18 *IDD* TFs in tomato chromosomes (Black lines indicate synteny). (**d**) Phylogenetic relationship and gene structure of 18 confirmed *IDD* genes (left) and protein motifs in corresponding sequences (right).

### 3D structure of *SlIDD* TFs

Following the identification of *SlIDD* TFs, 3D structures were predicted using AlphaFold2.0 (https://alphafold.ebi.ac.uk) to verify the structural similarity of the confirmed TFs using BLAST with UniProt (https://www.uniprot.org) accession numbers (Table S6). The 3D structures showed prominent zinc finger domains in the C terminus regions of the primary isoforms. However, Solyc03g098070 had only three zinc finger domains, which confirmed the results from motif analysis and multiple alignments, and Solyc08g063040 showed an incomplete 4th C2HC domain, even though the alignments and motifs were intact (Fig. 3).

**Figure 3:**
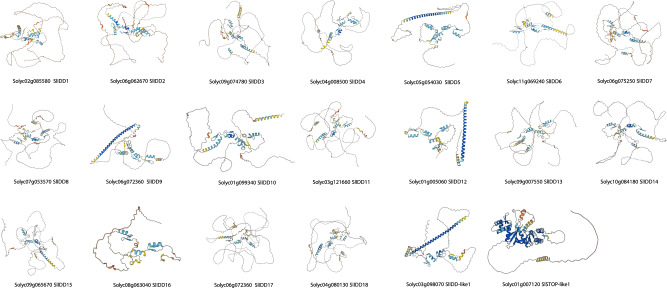
3D models of tomato *IDD* TFs predicted by AlphaFold2.0. Light blue chains show zinc finger domains. 2D images were taken for visibility of zinc finger domains (see Table S6 for AlphaFold2.0 accession numbers to access 3D models).

### Cis-regulatory element analysis of *SlIDD* promoters

The promoter sequences of 18 *SlIDD* genes (3000 bp) were scanned for *cis*-regulatory elements using Arabidopsis DAP motifs with a cut-off p-value of 1 × 10^−4^. A total of 518 binding elements were present in all 18 promoter sequences, and *VRN1*, *REM19,* and *DOF4.7* binding elements were relatively more enriched (14.65%) than other promoters (Fig. 4a, b and Table S7). Most of the enriched elements showed functions related to environmental signal response and development (Fig. 4c).

**Figure 4:**
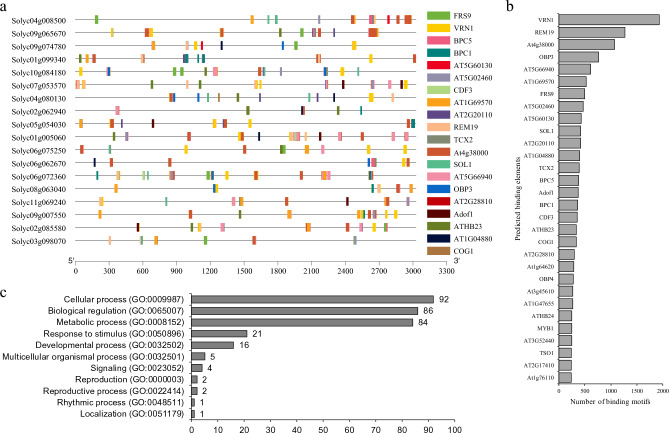
*Cis*-regulatory element analysis of *SlIDD* family genes. (**a**) Promoter binding sites of tomato *IDD* TFs. (**b**) Enriched promoter binding elements in tomato *IDD* TFs (50% of enriched elements). (**c**) GO term analysis for enriched promoter elements.

### Interaction networks of *SlIDDs*

Coexpression network analysis revealed complex interactions between *SlIDD*s and *STOP-like* TFs. Unlike tissue expression patterns, co-expression networks suggested possible differences in temporal expression patterns and provided clues to gene regulation networks in different tissues (Fig. 5). *SlIDD4* showed close association with *SlIDD2* similar to the tissue-specific expressions. However, *SlIDD12* did not interact with other *SlIDD*s, including *SlIDD15*, *SlIDD16*, *SlIDD17,* and *SlIDD18*. *SlIDD3* showed multiple interactions with the other *SlIDDs*. *SlIDD10* interacted with *SlIDD2*, *SlIDD7,* and *SlIDD11*; however, the tissue-specific expression patterns were distant from those of *SlIDD11*. *SlIDD13* and *SlIDD14* interacted with *SlIDD2* but showed similar expression patterns in tissues. Compared to other interactions, there are less data on *SlIDDs*, therefore, databases have shown that *SlIDDs* are co-expressed with *TFIIIA* and *SlkdsA*.

**Figure 5:**
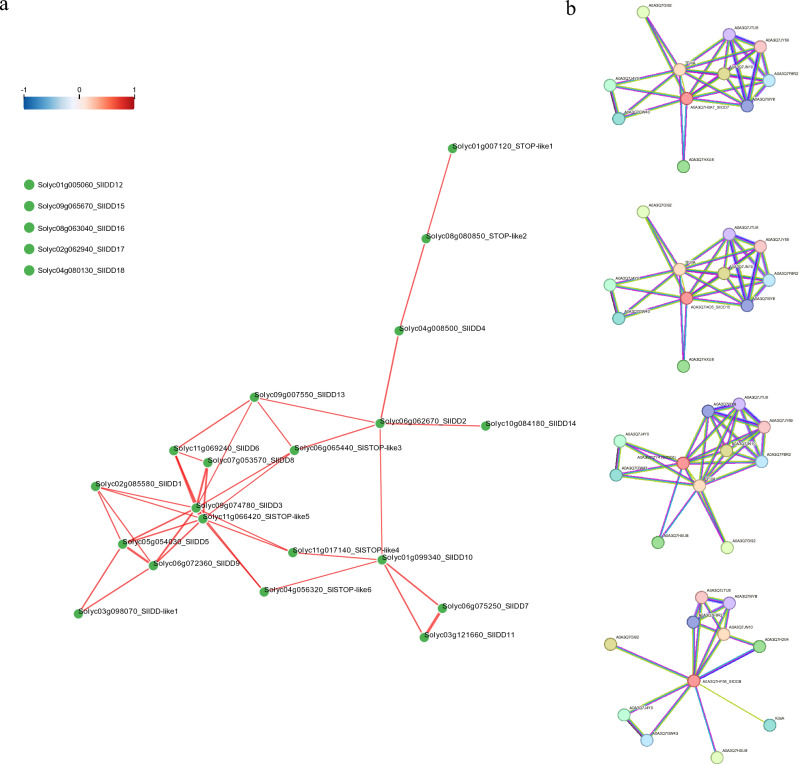
Coexpression networks for *SlIDD*s. (**a**) Coexpression network between *SlIDD*s, *SlIDD-like1,* and *STOP1-like TF*s. (**b**) Interaction network of *SlIDD6*, *SlIDD7*, *SlIDD15,* and *SlIDD8* with other proteins.

### Expression of IDD TFs under abiotic stresses

*Cis*-regulatory analysis suggests that the binding elements in the promoters are highly responsive to environmental signals. Moreover, *SlIDD1*, *SlIDD8*, *SlIDD9,* and *SlIDD16* show increased expression under various abiotic stress conditions^37,38^. To confirm whether other *SlIDD*s were also responsive to abiotic stress, 3-week-old plants grown under greenhouse nursery conditions were subjected to salt, pH, and flood stress, which represent the basic stress conditions that can occur under greenhouse conditions (see Materials and Methods). 

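Transcripts of the 18 SlIDD genes, SlIDD-like1, SlSTOP1, CRF5 and STF4 were measured by SYBR Green qRT-PCR, with ubiquitin as the only reference gene, in roots and shoots of 3-week-old plants sampled 2 h and 24 h after treatment. The 16 groups were controls and plants under salt, low pH and flood, each in both tissues and at both times, and every stress was compared with the control of the same tissue and time (12 comparisons). The values used here are the authors' Ct values per well, before any normalization: 1536 wells on 2 plate layouts of 96 wells, of which 1425 had a value, from 13.65 to 32.65 cycles. Up to 4 wells stand behind each gene and group and up to 8 behind ubiquitin. The paper states 4 biological samples and 2 technical replicates, and the labels do not tie wells to plants, so every well entered. Each p is too small where wells share a plant, as those of ubiquitin must when they outnumber the samples and those of a target do if technical replicates are among them. Stress and tissue were taken from the sample titles and source names, since other label fields name different treatments or tissues for the same samples. The labels give 2 h to the first plate and 24 h to the second, but the folds of the paper's Tables S8 to S10 come out of the Ct values only when well rows A to D are read as 2 h and E to H as 24 h on both plates, with the second plate holding SlIDD-like1, SlIDD12 to SlIDD18, SlSTOP1, STF4 and CRF5. Read in that way, 191 of 258 log2 fold changes lay within 0.05 of the paper's (117 of 128 in shoots), against 3 of 130 when genes and times are read as labelled. This reading was chosen after the values were seen and by the paper's own tables, so closeness of mean folds to the paper is no independent evidence; 24 wells of the first plate with irregular well names were left out. Whether the control plates of roots and shoots were exchanged could not be settled for the second plate and was not tested for the first. An exchange on a plate would bear on every fold change of its genes, on contrasts between the tissues and, through its ubiquitin wells, on the reference of all genes. From there, the group mean of ubiquitin over both plates was subtracted, and log2 fold changes were fitted per comparison with limma on minus delta Ct, with the error of the ubiquitin means added and Benjamini-Hochberg adjustment over the genes of a comparison. An exact permutation test of 4 wells against 4 cannot give a p below 0.0286.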

Expression analysis was conducted to determine the expression level of each *SlIDD* TFs.

### Expression of *SlIDD* TFs under salt stress

Salt stress can affect plants by restricting water and nutrient uptake, resulting in reduced root biomass and reduced productivity^39^. Nutrient imbalance owing to NaCl-induced conductivity stress reduces fruit quality under greenhouse conditions^40^. 

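The potting medium of salt-treated plants was saturated with 200 mM NaCl at pH 6.8, and that of controls with water of the same pH. In roots under salt, ubiquitin itself came up earlier than in controls, with a Ct change of -1.49 cycles at 2 h and -1.48 cycles at 24 h (exact two-sided permutation test, p = 1.55e-04 for each). On the first plate alone the root Ct of ubiquitin changed by -2.17 cycles at 24 h, and on the second by -0.79. In shoots its Ct moved by -0.12 cycles at 2 h (exact p = 0.503) and by 0.83 cycles at 24 h (exact p = 0.00400). By plate, the move at 24 h was 1.96 cycles on the first (exact p = 0.0667, with 2 control wells) and 0.26 on the second (exact p = 0.143). So few control wells on the first plate allow no lower p, so that plate alone cannot pass. Every log2 fold change under salt is relative to this change of the reference, which was subtracted. With 8 ubiquitin wells against the 4 samples that the paper states, wells share samples, so p over both plates is too small.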

To determine the expression patterns of *SlIDD* TFs, 3-week-old tomato seedlings were treated with 200 mM NaCl and sampled at 2- and 24 h intervals.

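Of 19 SlIDD genes measured in roots, with SlIDD-like1 among them, 6 rose and 2 fell 2 h after salt was added, and 4 rose and 2 fell at 24 h (adjusted p under 0.05 from limma). SlIDD12, SlIDD14, SlIDD3 and SlIDD8 rose at both times, SlIDD6 and SlIDD9 at 2 h, SlIDD2 fell at both times, SlIDD1 fell at 2 h and SlIDD7 at 24 h. SlIDD8, whose Arabidopsis relatives act in root development, had a log2 fold change of 1.09 (standard error 0.32, adjusted p = 0.00865 from limma) at 2 h and 1.25 (standard error 0.38, adjusted p = 0.0203) at 24 h. The SlIDD6 group (SlIDD6, SlIDD7, SlIDD13 and SlIDD14) had 2 of 4 members higher at 2 h (3 when adjusted over the list alone), and the SlIDD1 group (SlIDD1, SlIDD17 and SlIDD18) had none. With the mean of all targets as the reference in place of ubiquitin, the calls over all targets were 4 higher and 9 lower at 2 h and 4 higher and 6 lower at 24 h, and with no reference 15 and 0, then 19 and 1. Over all targets 8 passed at 2 h, but 3 when the wells of replicate row 3 were left out, and 6 at 24 h, but 3 without row 3 and 2 without row 4. SlIDD8 lost its call at 2 h with the mean of all targets (log2 fold change 0.35) and at 24 h with ubiquitin of the same plate (0.56). SlIDD8 at 2 h passed in 2 of 4 and at 24 h in 0 fits that each left a replicate row of wells out. If these wells share plants, which the labels leave open, the p-values are too small.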

Expression analysis revealed that the levels of multiple *SlIDD*s were upregulated in the roots under salt stress conditions (Fig. 6a). *SlIDD12* and *SlIDD14* showed over 100- and 30-fold increases in expression, respectively, whereas *SlIDD3*, *SlIDD4,* and *SlIDD9* showed only significant increases in expression. 

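SlIDD12 (Solyc01g005060, chromosome 1 from 74282 to 76652 in SL4.0) had the largest change in salt-treated roots, a 116-fold rise at 2 h, or a log2 fold change of 6.86 (standard error 0.63, adjusted p = 5.29e-06 from limma). Its mean Ct was 20.94 ± 0.17 (SD, n = 4 wells) under salt and 29.30 ± 1.49 (SD, n = 3 wells) in controls. SlIDD12 and SlIDD14 lie on the second plate, where the shoot controls of SlIDD12 at 2 h had a Ct of 23.10. These rises rest on root control plates whose exchange with those of shoots could not be settled. At 24 h the log2 fold change was 3.59 (standard error 0.71, adjusted p = 0.00221). SlIDD14 (Solyc10g084180, chromosome 10 from 62991095 to 62993507 in SL4.0), which acts on stem thickness and leaf shape, rose 34.1-fold at 2 h, a log2 fold change of 5.09 (standard error 0.44, adjusted p = 2.24e-06 from limma). SlIDD3 rose to 1.14 (standard error 0.38, adjusted p = 0.0260) on the log2 scale at 2 h and 1.48 (standard error 0.42, adjusted p = 0.0137) at 24 h, and SlIDD9, a relative of the Arabidopsis proton tolerance factor AtSTOP1, to 2.09 (standard error 0.37, adjusted p = 2.62e-04) at 2 h. SlIDD9 at 24 h had a log2 fold change of 0.70 (standard error 0.38) and did not pass the test, and SlIDD4 passed at neither time. SlIDD3 at 2 h lost its call with the mean of all targets as the reference (log2 fold change 0.41). SlIDD3 at 2 h passed in 1 of 4 and at 24 h in 2 fits that each left a replicate row of wells out. SlIDD9 at 24 h passed with no reference gene. Should wells share plants, which is not recorded, these p-values are too small.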

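SlIDD1 (Solyc02g085580, chromosome 2 from 46424544 to 46427396 in SL4.0) fell 2.11-fold in roots 2 h after salt treatment, a log2 fold change of -1.08 (standard error 0.30, adjusted p = 0.00612 from limma), and SlIDD2 (Solyc06g062670, chromosome 6 from 37205946 to 37209128 in SL4.0) fell 3.03-fold, a log2 fold change of -1.60 (standard error 0.40, adjusted p = 0.00458 from limma). At 24 h SlIDD2 was 3.95-fold lower (log2 fold change -1.98, standard error 0.37, adjusted p = 0.00154 from limma), while SlIDD1 had a log2 fold change of -0.62 (standard error 0.35) and did not pass. With no reference gene the values at 2 h were 0.42 for SlIDD1, with the sign turned, and -0.10 for SlIDD2. The falls at 2 h are thus relative to ubiquitin, whose Ct changed by -1.49 cycles. Targets came up earlier too, with a mean Ct change of -1.65 on the first plate and -2.81 on the second. Values without a reference are not corrected for the amount of cDNA. At 24 h the Ct of SlIDD2 itself was later under salt (19.17) than in controls (18.67), so its fall there was seen without a reference too. SlIDD1 at 2 h passed in 3 of 4 and SlIDD2 at 2 h in 3 fits that each left a replicate row of wells out. SlIDD1 at 24 h passed with the mean of all targets as the reference. SlIDD1 at 24 h (with the sign turned) passed with no reference gene. SlIDD1 at 24 h passed with ubiquitin of the same plate, chosen after seeing the data. The labels do not tie wells to plants, and p is too small if wells share them.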

Other *SlIDD*s such as *SlIDD1* and *SlIDD2* showed significantly reduced expression. 

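In salt-treated roots SlIDD4, a relative of Arabidopsis RAVEN, had log2 fold changes of 0.67 (standard error 0.51, adjusted p = 0.330) at 2 h and 1.15 (standard error 0.47, adjusted p = 0.0726) at 24 h, neither past the limma threshold. SlIDD13 had 2.05 (standard error 0.78, adjusted p = 0.0633) at 2 h and 0.20 (standard error 0.39, adjusted p = 0.705) at 24 h, also without passing. SlIDD6 (Solyc11g069240, chromosome 11 from 51937961 to 51943206 in SL4.0) rose 4.83-fold at 2 h (log2 fold change 2.27, standard error 0.48, adjusted p = 0.00352 from limma) and had 0.74 (standard error 0.46, adjusted p = 0.232) at 24 h. The change of SlIDD6 from 2 h to 24 h, -1.54 (standard error 0.67, adjusted p = 0.235 from the limma interaction), did not pass the test with ubiquitin over both plates and passed with ubiquitin of the same plate (-2.33, adjusted p = 0.0157), a setting chosen after seeing the data. SlIDD6 at 2 h passed in 3 of 4 fits that each left a replicate row of wells out. SlIDD4 at both times, SlIDD13 at both times and SlIDD6 at 24 h passed with no reference gene. SlIDD13 at 24 h passed with ubiquitin of the same plate, chosen after seeing the data. Whether wells share plants is not recorded; if so, each p given is too small.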

*SlIDD4* and *SlIDD13* were upregulated after 24 h of treatment, whereas *SlIDD6* showed increased expression only after 2 h. However, in the shoots, *SlIDD12* and *SlIDD14* did not show a significant increase in expression, whereas *SlIDD15* and *SlSlIDD18* showed a dramatic increase in expression. 

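SlIDD15 (Solyc09g065670, chromosome 9 from 59999711 to 60004939 in SL4.0) and SlIDD18 (Solyc04g080130, chromosome 4 from 62360946 to 62364047 in SL4.0) rose most in salt-treated shoots. SlIDD15 was 27.8-fold higher at 2 h (log2 fold change 4.80, standard error 0.64, adjusted p = 2.87e-04 from limma) and 16.6-fold higher at 24 h, and SlIDD18 9.36-fold at 2 h and 27.8-fold at 24 h (log2 fold change 4.80, standard error 0.55, adjusted p = 1.21e-05 from limma). At 2 h SlIDD12 had a log2 fold change of 0.12 (standard error 0.64, adjusted p = 0.944), or -0.23 with the mean of all targets as the reference, and SlIDD14 fell 2.03-fold (log2 fold change -1.02, standard error 0.33, adjusted p = 0.0291 from limma). The response in shoots exceeded that in roots at 2 h by 4.98 (standard error 0.78, adjusted p = 1.66e-05 from the limma interaction) for SlIDD15 and 3.06 (standard error 0.49, adjusted p = 9.73e-06 from the limma interaction) for SlIDD18, on the log2 scale. In all, 5 SlIDD genes rose and 3 fell at 2 h in shoots, and 12 rose and 3 fell at 24 h; with the mean of all targets as the reference, 8 targets were higher and 7 lower at 24 h. At 24 h 17 targets passed, but 10 without replicate row 1 of the wells and 6 without row 2, and at 2 h 8 passed, but 5 without row 4. SlIDD15 and SlIDD18 lie on the second plate, where the control Ct of SlIDD18 at 2 h was 25.27 in shoots and 23.29 in roots, and an exchange of these control plates could not be settled. From these folds the paper states increases of SlIDD12 and SlIDD14 in roots and of SlIDD15 and SlIDD18 in shoots. SlIDD14 at 2 h passed in 1 of 2 fits that each left a replicate row of wells out. Wells were treated as independent, which makes p too small if they share plants.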

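SlIDD17, a member of the SlIDD1 group, rose 3.53-fold in shoots 2 h after salt treatment, a log2 fold change of 1.82 (standard error 0.39, adjusted p = 0.00307 from limma). SlIDD13, which acts on stem thickness and leaf shape, rose 2.38-fold, a log2 fold change of 1.25 (standard error 0.39, adjusted p = 0.0283 from limma). SlIDD11 also rose at this time, and with SlIDD15 and SlIDD18 these were the 5 targets that rose at 2 h in shoots. SlIDD13 lost its call with the mean of all targets as the reference (log2 fold change 0.90) and with ubiquitin of the same plate (0.97). SlIDD13 at 2 h passed in 2 of 4 fits that each left a replicate row of wells out. Where wells come from the same plant, which is not recorded, p is too small.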

Significant increases in expression were observed in *SlIDD13* and *SlIDD17* in 2 h. 

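After 24 h of salt, SlIDD16, SlIDD-like1, SlIDD4, SlIDD7, SlIDD12 and SlIDD2 rose in shoots. SlIDD-like1, which controls the position of the stigma, had a log2 fold change of 2.15 (standard error 0.50, adjusted p = 0.00306 from limma), and SlIDD16, whose mutants differ in salt and drought tolerance, 1.80 (standard error 0.42, adjusted p = 0.00727). The log2 fold changes were 1.71 (standard error 0.48) for SlIDD4, 1.41 (standard error 0.47) for SlIDD7, 1.48 (standard error 0.45) for SlIDD12 and 1.21 (standard error 0.43) for SlIDD2, all at adjusted p under 0.05. SlIDD17 was higher by 2.36 (standard error 0.43) and SlIDD6 by 1.16 (standard error 0.49), the latter with the sign turned (-0.05) when the mean of all targets was the reference. That reference also ended the calls of SlIDD4, SlIDD7, SlIDD12 and SlIDD2 (log2 fold changes 0.51, 0.21, 0.27 and 0.01). SlIDD16 at 24 h passed in 3 of 4, SlIDD4 at 24 h in 2, SlIDD7 at 24 h in 2, SlIDD12 at 24 h in 2, SlIDD2 at 24 h in 1 and SlIDD6 at 24 h in 0 fits that each left a replicate row of wells out. SlIDD7 at 24 h, SlIDD12 at 24 h, SlIDD2 at 24 h and SlIDD6 at 24 h (0.58, 0.64, 0.38 and 0.32) lost the call with no reference gene. These p-values count wells and are too small if several come from a plant.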

*SlIDD1*, *SlIDD7*, *SlIDD12*, *SlIDD16*, *SlIDD2*, *SlIDD4,* and *SlIDD-like1* showed significantly higher levels in 24 h. 

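SlIDD9 (Solyc06g072360, chromosome 6 from 42301043 to 42303341 in SL4.0) and SlIDD3 (Solyc09g074780, chromosome 9 from 62806413 to 62810189 in SL4.0) fell in salt-treated shoots while both rose in roots at 2 h. SlIDD9 was 63.0-fold lower at 2 h (log2 fold change -5.98, standard error 1.61, adjusted p = 0.0283 from limma) and 11.0-fold lower at 24 h (log2 fold change -3.47, standard error 0.58, adjusted p = 2.37e-04 from limma), and SlIDD3 was 7.95-fold lower at 2 h (log2 fold change -2.99, standard error 0.47, adjusted p = 2.87e-04 from limma) and 2.63-fold lower at 24 h. The Ct of SlIDD9 at 2 h was 30.13 ± 2.59 (SD, n = 4 wells) under salt and 24.27 ± 0.81 (SD, n = 2 wells) in controls. In roots it was 25.25 under salt and 28.84 in controls. SlIDD3 had 23.50 in salt and 20.63 in control shoots, and 20.80 in salt and 23.44 in control roots. By Ct, salt wells of both genes thus lay nearer to controls of the other tissue. SlIDD1 of the same plate did not, with 24.52 and 23.79 in shoots and 21.41 and 21.83 in roots. An exchange of tissues on this first plate was not tested. Shoots differed from roots at 2 h by -8.07 (standard error 1.45, adjusted p = 1.51e-04 from the limma interaction) for SlIDD9 and -4.13 (standard error 0.64, adjusted p = 9.73e-06 from the limma interaction) for SlIDD3, on the log2 scale. The interaction pools the spread of 4 groups, while the Ct SD of SlIDD9 was 2.59 in salt shoots and 0.16 in salt roots. Its standard error therefore lies below the 1.61 of shoots alone, and its p is too small for the spread of the shoot wells. The fall of SlIDD3 at 24 h lost its call with ubiquitin of the same plate (log2 fold change -0.27). SlIDD3 at 24 h passed in 2 of 4 fits that each left a replicate row of wells out. Each p above rests on wells taken as replicates and is too small if plants are shared.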

*SlIDD3* and *SlIDD9* showed a significant reduction in expression under salt stress conditions (Fig. 6b and Table S8).

**Figure 6:**
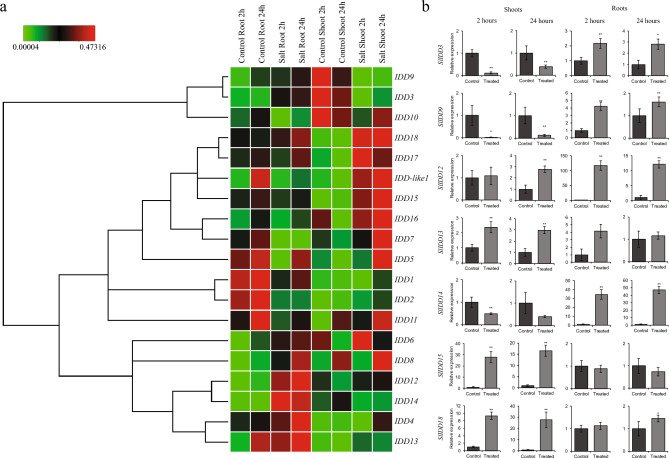
Expression patterns of screened zinc finger TFs under salt stress. (**a**) Clustergram for *IDD* expression levels under NaCl induced salt stress in 3-week-old tomato seedlings (Scales represented as relative values). (**b**) Expression levels of high responsive *SlIDD*s under salt stress. (**P < 0.01; *P < 0.05).

### Expression of *SlIDD* TFs under pH stress

Low pH is an occasional problem in greenhouse vegetable production, as it can affect the quality and quantity of produce by affecting soluble ions in the media^41,42^. *SlSTOP1* is an essential TF that is closely related to *SlIDD* TFs and crucial for proton stress tolerance^43,44^. To examine the expression of *SlIDD* TFs, plants were subjected to low pH conditions (pH = 4.2) in 3-week-old plants.

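Under low pH, ubiquitin differed between the plates. In roots at 24 h its mean Ct was 13.74 ± 0.07 (SD, n = 4 wells) on the first plate and 16.13 ± 0.34 (SD, n = 3) on the second, so that its change against the control was -3.97 cycles on one and 0.05 on the other. At 2 h the changes in roots were -1.95 and 1.41 cycles, and in shoots -0.70 and 1.30. Such differences were not confined to low pH. At 24 h the change on the second plate less that on the first was 1.38 cycles (standard error 0.20) in salt roots, -1.70 (0.28) in salt shoots and 1.51 (0.15) in flood roots. Control wells at 24 h differed as well, with a mean Ct of 17.71 on the first plate and 16.09 on the second in roots, and 14.45 and 16.11 in shoots. The mean over both plates was subtracted from every gene. The spread between the plates enters each standard error under low pH only as a spread among wells, divided by the number of ubiquitin wells. It is thus understated: in roots at 24 h the change over both plates had a standard error of 0.58, where the plates gave -3.97 and 0.05. CRF5 and STF4 had no values in these shoots, which left 20 targets there and 22 in roots.

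**Figure D1:**
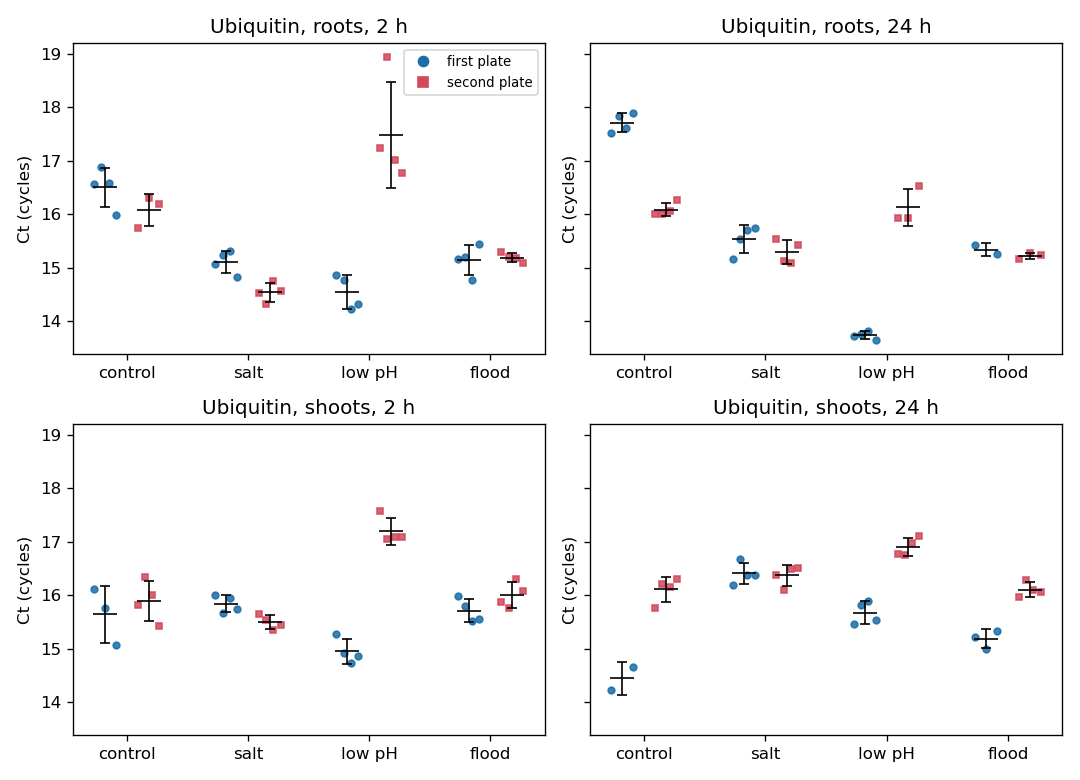
Ct of ubiquitin (cycles, vertical axis) in every well of the first plate (circles) and second plate (squares), by treatment, for roots and shoots at 2 h and 24 h; bars are means and SD. The low pH wells of the first plate in roots at 24 h lie around 13.74 and those of the second around 16.13.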

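In roots 2 h after the change to pH 4.2, SlIDD12, SlIDD9, SlIDD6, SlIDD3, SlIDD8 and SlIDD14 rose and no SlIDD gene fell at an adjusted p under 0.05 from limma. SlIDD12 was 94.2-fold higher, a log2 fold change of 6.56 (standard error 0.89, adjusted p = 4.87e-05 from limma), with a Ct of 22.44 ± 0.15 (SD, n = 4 wells) under low pH. The controls are those of the second plate, as under salt, and an exchange of root and shoot control plates could not be settled. SlIDD9 was 37.0-fold higher (log2 fold change 5.21, standard error 0.76, adjusted p = 1.10e-04 from limma), SlIDD6 19.4-fold (log2 fold change 4.28, standard error 0.73, adjusted p = 4.29e-04 from limma), SlIDD3 10.1-fold and SlIDD14 5.46-fold. At 24 h SlIDD12 had a log2 fold change of 2.52 (standard error 0.86, adjusted p = 0.0547), which did not pass, and its change from 2 h to 24 h was -4.04 (standard error 1.29, adjusted p = 0.0299 from the limma interaction). The absence of falls at 2 h depends on the reference: over all targets the mean of all targets gave 5 higher and 7 lower, and ubiquitin of the same plate 10 and 4. Without replicate row 4 of the wells 3 targets passed at 2 h in place of 6. No target passed at 24 h (4 higher and 5 lower at an unadjusted p under 0.05), whereas ubiquitin of the same plate as the gene, a setting chosen after seeing the data, gave 5 higher and 8 lower, and the mean of all targets as the reference 6 and 7. SlIDD12 at 24 h then passed with either (log2 fold changes 4.70 and 2.81), and SlIDD14 at 2 h lost its call with the mean of all targets (1.12). SlIDD14 at 2 h passed in 1 of 2 fits that each left a replicate row of wells out. With no reference gene 17 targets were higher and 0 lower at 24 h, SlIDD12 among those higher. SlIDD12 kept the difference between times past the threshold in 1 of 4 fits with a replicate row left out. The difference between times of SlIDD12 did not pass with the mean of all targets as the reference (-2.43) or with no reference gene (-2.21). As wells cannot be tied to plants, p is too small if several share a plant.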

The expression of *SlIDD12* was up-regulated in the roots by over 50-fold. *Sl*IDD8 also showed a significant increase in the roots (Fig. 7). In contrast, *SlIDDlike-1*, *SlIDD13*, *SlIDD15*, *SlIDD16,* and *SlIDD17* showed significant reductions in expression levels in the roots. However, in the shoots, *SlIDD6* showed a 40-fold increase in expression after 24 h. 

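SlIDD8 (Solyc07g053570, chromosome 7 from 61910634 to 61913207 in SL4.0) rose 5.49-fold in roots at 2 h, a log2 fold change of 2.46 (standard error 0.66, adjusted p = 0.0182 from limma). Its Ct was 20.44 ± 0.25 (SD, n = 4 wells) under low pH and 23.20 ± 0.20 (SD, n = 4 wells) in controls. It passed in 1 of 4 fits that each left a replicate row of wells out, with an adjusted p of up to 0.0979 in the others. Counting wells rather than plants makes p too small if plants contribute several.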

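In roots 24 h after the change to pH 4.2, SlIDD-like1, SlIDD15, SlIDD16, SlIDD13 and SlIDD17 had the lowest log2 fold changes among the SlIDD genes, and none of them passed the test. The values were -2.05 (standard error 0.60, adjusted p = 0.0547) for SlIDD-like1, -1.99 (standard error 0.63, adjusted p = 0.0547) for SlIDD15, -1.70 (standard error 0.64, adjusted p = 0.0681) for SlIDD16, -1.54 (standard error 0.62, adjusted p = 0.0827) for SlIDD13 and -1.38 (standard error 0.62, adjusted p = 0.111) for SlIDD17, with adjusted p from limma. At 2 h they were -0.72 (standard error 0.82), -0.66 (standard error 0.72), -0.40 (standard error 0.79), 1.46 (standard error 0.99) and -0.27 (standard error 0.65) in the same order. All 5 were below 0 and passed at 24 h with the mean of all targets as the reference (for SlIDD-like1 -1.76, adjusted p = 1.78e-05), and with no reference SlIDD13 and SlIDD17 passed with the sign turned (0.59 and 0.76). Under ubiquitin of the same plate, a setting chosen after seeing the data, the sign of all 5 turned, from 0.13 for SlIDD-like1 to 0.80 for SlIDD17, and none passed. All 5 genes lie on the second plate. Ubiquitin there changed by 0.05 cycles at 24 h, while the change of -2.13 over both plates was subtracted from every gene. The mean of all targets joins the plates too, whose targets changed by a mean of -2.53 cycles (first) and -1.16 (second). A difference between the plates and a fall of these genes thus cannot be told apart here. SlIDD13 at 2 h passed as higher with ubiquitin of the same plate, chosen after seeing the data. It is not recorded which wells share a plant, and any sharing makes p too small.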

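SlIDD6 rose 38.8-fold in shoots after 24 h, a log2 fold change of 5.28 (standard error 0.50, adjusted p = 6.49e-07 from limma), the largest change under low pH in shoots at that time. Its Ct was 21.91 ± 0.20 (SD, n = 4 wells) under low pH and 26.46 ± 0.49 (SD, n = 4 wells) in controls. The rise from 2 h to 24 h was 3.22 (standard error 0.88, adjusted p = 0.00800 from the limma interaction) on the log2 scale. SlIDD9 (3.65, standard error 0.50), SlIDD3 (2.79, standard error 0.48), SlIDD13 (2.72, standard error 0.50) and SlIDD5 (2.53, standard error 0.51), the regulator of bundle sheath extensions known as OBV, rose as well, and SlIDD14 fell (-2.22, standard error 0.68). Of 19 SlIDD genes, 15 rose and 1 fell at 24 h and 5 rose and 2 fell at 2 h; with the mean of all targets as the reference 7 targets were higher and 4 lower at 24 h, and 3 and 4 at 2 h. At 2 h 7 targets passed, but 3 without replicate row 1 of the wells and 2 without row 3. SlIDD14 at 24 h passed in 3 of 4 fits that each left a replicate row of wells out. SlIDD6 kept the difference between times past the threshold in 3 of 4 fits with a replicate row left out. Any sharing of plants between wells, which cannot be seen from the labels, makes p too small.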

Notably, *SlIDD15* and *SlIDD17* showed significant increases in the shoots, but not in the roots. 

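SlIDD15 rose in shoots at both times, 7.48-fold at 2 h (log2 fold change 2.90, standard error 0.74, adjusted p = 0.00537 from limma) and 3.67-fold at 24 h (log2 fold change 1.87, standard error 0.46, adjusted p = 0.00351 from limma). SlIDD17 (Solyc02g062940, chromosome 2 from 32912213 to 32915725 in SL4.0) rose 2.89-fold at 24 h (log2 fold change 1.53, standard error 0.48, adjusted p = 0.0102 from limma) and had 0.59 (standard error 0.62, adjusted p = 0.386) at 2 h. At 24 h the response in shoots exceeded that in roots by 3.86 (standard error 0.79, adjusted p = 3.11e-04 from the limma interaction) for SlIDD15 and 2.91 (standard error 0.79, adjusted p = 0.00385 from the limma interaction) for SlIDD17. With the mean of all targets as the reference the rises at 24 h were 0.07 for SlIDD15 and -0.27, with the sign turned, for SlIDD17, and neither passed. The paper states significant increases of SlIDD15 and SlIDD17 in shoots but not in roots, where it states reductions of both. Both genes lie on the second plate, where an exchange of the control plates of roots and shoots could not be settled. The tissue difference of SlIDD17 lost its call with ubiquitin of the same plate (0.79, adjusted p = 0.0843). SlIDD15 at 2 h passed in 3 of 4 and SlIDD17 at 24 h in 3 fits that each left a replicate row of wells out. SlIDD17 at 2 h passed with ubiquitin of the same plate, chosen after seeing the data. The difference between tissues of SlIDD17 did not pass with no reference gene (0.04). If these wells share plants, which the labels leave open, the p-values are too small.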

*SlIDD8* expression was significantly higher in both tissues at both time points (Fig. 7b and Table S9).

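SlIDD8 rose in shoots at both times, 7.70-fold at 2 h (log2 fold change 2.94, standard error 0.61, adjusted p = 0.00115 from limma) and 7.19-fold at 24 h (log2 fold change 2.85, standard error 0.50, adjusted p = 2.52e-04 from limma). In roots at 24 h its log2 fold change was 1.12 (standard error 0.62, adjusted p = 0.177), which did not pass. That root value was 1.41 (adjusted p = 9.13e-04) with the mean of all targets as the reference and -0.72 (adjusted p = 0.0289), with the sign turned, with ubiquitin of the same plate. SlIDD8 in low pH roots at 24 h passed as higher with no reference gene. Should wells share plants, which is not recorded, these p-values are too small.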

**Figure 7:**
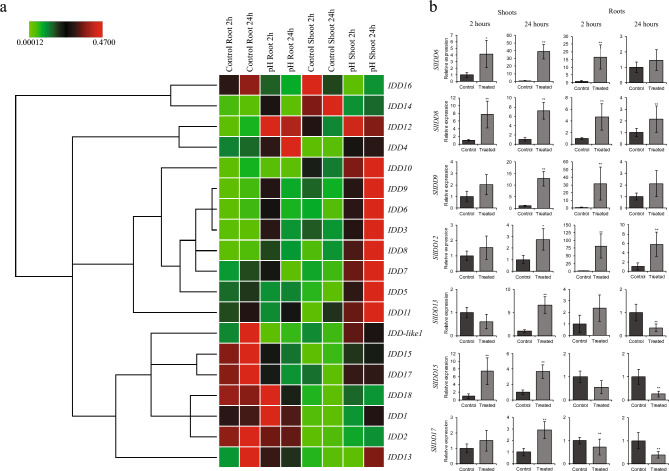
Expression patterns of screened zinc finger TFs under proton Stress. (**a**) Clustergram for *IDD* expression levels under pH stress in 3-week-old tomato seedlings (Scales represented as relative values). (**b**) Expression levels of high responsive *SlIDD*s under pH stress. (**P < 0.01; *P < 0.05).

### Expression of *SlIDD* TFs under flooding stress

Flooding stress is a major problem for field-cultivated tomatoes because of the intensive rainfall patterns that induce climate change^45^. Waterlogging reduces oxygen availability to the submerged plant parts, which subsequently leads to cell death and, eventually severe yield losses^46,47^. Because *IDD* TFs are plant-specific, they can potentially respond to flood stress. To determine the response of *IDD* TFs to flood stress, 3-week-old tomato seedlings were submerged in water up to the crown, and RNA was extracted from the roots and shoots at 2 h and 24 h intervals.

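Roots of flooded plants stood in water of pH 6.8, the pH of the water given to controls. Ubiquitin came up earlier in flooded roots, with a Ct change of -1.15 cycles at 2 h (exact two-sided permutation test, p = 1.55e-04) and -1.63 cycles at 24 h (exact p = 0.00388), where only 5 flood wells had a value in all. By plate, the change at 24 h was -2.37 cycles on the first, where 2 flood wells allow no exact p below 0.0667, and -0.86 on the second (exact p = 0.0286). In shoots its change was 0.07 cycles at 2 h and 0.16 at 24 h (exact p = 0.703 and 0.688). Ubiquitin wells over both plates outnumber the samples that the paper states, which makes these p-values too small.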

Unlike salt and pH stress, less severe reaction of *SlIDD* TFs were observed in the roots (Fig. 8a and Table S9). 

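In flooded roots 10 of 38 tests of SlIDD genes over both times passed (8 higher and 2 lower), against 14 under salt and 6 under low pH (adjusted p under 0.05 from limma). The median absolute log2 fold change of the SlIDD genes in roots was 0.69 under flood, 0.76 under salt and 1.13 under low pH, with median standard errors of 0.41, 0.40 and 0.66. SlIDD12, SlIDD3 and SlIDD2 changed at both times in flooded roots, and SlIDD6, SlIDD9, SlIDD13 and SlIDD14 at 2 h. Across 19 SlIDD genes, which are not independent replicates, the log2 fold changes in roots at 2 h under flood and salt had a covariance of 3.96 and a correlation of 0.94; unchanged groups simulated against the same controls gave 0.19 and 0.75, and control wells split between the stresses gave 3.97 and 0.87. Elsewhere the correlations of salt and flood, with those of unchanged groups and of split control wells in parentheses, were 0.53 (0.52; 0.66) in roots at 24 h, 0.59 (0.60; 0.54) in shoots at 2 h and 0.55 (0.57; 0.49) in shoots at 24 h. In the order roots at 2 h and 24 h, then shoots at 2 h and 24 h, the correlations of salt and low pH were 0.80 (0.71; 0.74), 0.52 (0.65; 0.64), 0.29 (0.53; 0.26) and -0.0307 (0.55; -0.10), and those of low pH and flood 0.87 (0.69; 0.80), 0.56 (0.51; 0.46), 0.70 (0.74; 0.61) and 0.50 (0.57; 0.43). The covariances were above those of unchanged groups in all pairs but salt and low pH in shoots at 24 h. In roots at 2 h SlIDD12 had the largest value under salt and flood (6.86 and 6.40), both against the same 3 control wells. An exchange of the second plate's controls, which could not be settled, would enter the stresses alike, and splitting control wells does not remove it. From the folds in roots the paper states a weaker reaction to flood than to salt and low pH. The difference in counts between stresses was not tested, and their order depends on the reference. With the mean of all targets as the reference the counts were 16 under flood and 22 each under salt and low pH. With no reference gene, and leaving out SlIDD-like1, 31 of 36 root tests were higher and 2 lower under flood. Under salt 29 were then higher and 1 lower, and under low pH 24 and 0, so flood had the most calls. With ubiquitin of the same plate, chosen after seeing the data, flood had the fewest. The same tests gave 11 higher and 3 lower under flood, 12 and 8 under salt, and 11 and 12 under low pH. The labels do not tie wells to plants, and p is too small if wells share them.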

Among strongly responded seven genes to flood, *SlIDD12* showed an 80-fold increase in expression. Moreover, *SlIDD3*, *SlIDD6*, *SlIDD9* and *SlIDD18* showed significantly increased expression (Fig. 8b). In contrast, *SlIDD2* was downregulated in roots and upregulated in shoots at 24 h time points. 

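SlIDD12 rose 84.3-fold in flooded roots at 2 h, a log2 fold change of 6.40 (standard error 0.63, adjusted p = 2.10e-05 from limma), and 10.3-fold at 24 h (log2 fold change 3.37, standard error 0.73, adjusted p = 0.00365 from limma). The rise in roots exceeded that in shoots at 2 h (shoot less root -5.01, standard error 0.76, adjusted p = 9.43e-06 from the limma interaction). All 3 stresses were set against the same 3 control wells at 2 h, whose mean lay 12.98 cycles after ubiquitin against 6.58 under flood. An exchange of these control wells with those of shoots could not be settled. Between the stresses SlIDD12 differed at 2 h by less than from the control, salt over flood by 0.47 and low pH over flood by 0.16 on the log2 scale (exact two-sided permutation tests, p = 0.0286 and 0.171). These p-values leave out the error of the ubiquitin means. The second plate, which holds SlIDD12, had a mean ubiquitin Ct of 14.54 under salt, 17.49 under low pH and 15.2 under flood. Over both plates low pH had 16.02, so by the second plate alone low pH would lie further above flood. Whether wells share plants is not recorded; if so, each p given is too small.

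**Figure D2:**
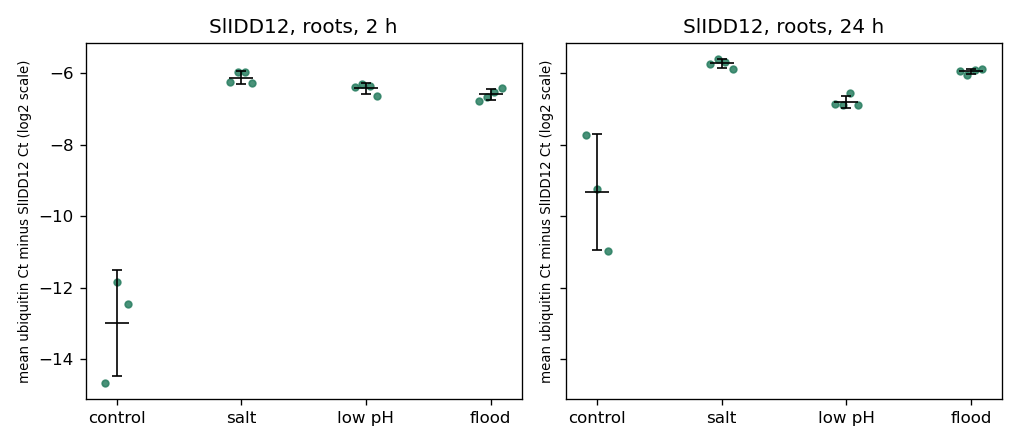
SlIDD12 in roots at 2 h and 24 h: mean ubiquitin Ct minus SlIDD12 Ct of each well (points, log2 scale, vertical axis) by treatment, with means and SD as bars. The control wells lie below and spread more widely than the wells of the 3 stresses at both times.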

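SlIDD6, SlIDD9 and SlIDD3 rose in flooded roots at 2 h, and SlIDD18 did not pass at either time. SlIDD6 was 6.25-fold higher (log2 fold change 2.64, standard error 0.44, adjusted p = 2.93e-04 from limma), SlIDD9 5.98-fold (log2 fold change 2.58, standard error 0.36, adjusted p = 4.07e-05 from limma) and SlIDD3 3.83-fold (log2 fold change 1.94, standard error 0.34, adjusted p = 1.89e-04 from limma). At 24 h SlIDD3 was 9.48-fold higher (log2 fold change 3.24, standard error 0.39, adjusted p = 6.48e-06 from limma), and SlIDD6 and SlIDD9 had -0.49 (standard error 0.56) and 0.86 (standard error 0.37) on the log2 scale. SlIDD18 had -0.18 (standard error 0.36, adjusted p = 0.770) at 2 h and 0.97 (standard error 0.38, adjusted p = 0.0828) at 24 h. With no reference SlIDD18 at 2 h and SlIDD6 at 24 h passed with the sign turned (0.97 and 1.14), and SlIDD18 at 24 h passed with ubiquitin of the same plate (1.74, adjusted p = 4.21e-05), chosen after seeing the data. SlIDD13 and SlIDD14 also rose at 2 h (2.34 and 3.16, standard errors 0.77 and 0.50), SlIDD13 without passing when the mean of all targets was the reference (1.52). SlIDD13 at 2 h passed in 2 of 4 fits that each left a replicate row of wells out. SlIDD18 at 2 h passed as lower with the mean of all targets as the reference. SlIDD9 at 24 h and SlIDD18 at 24 h passed as higher with no reference gene. Wells were treated as independent, which makes p too small if they share plants.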

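SlIDD2 fell 15.7-fold in flooded roots at 24 h (log2 fold change -3.97, standard error 0.38, adjusted p = 8.54e-07 from limma) and rose 4.08-fold in shoots (log2 fold change 2.03, standard error 0.46, adjusted p = 0.00172 from limma). At 2 h it had already fallen 6.23-fold in roots (log2 fold change -2.64, standard error 0.39, adjusted p = 7.43e-05 from limma) and risen 4.83-fold in shoots (log2 fold change 2.27, standard error 0.70, adjusted p = 0.0139 from limma). The difference between shoots and roots at 24 h was 6.00 (standard error 0.61, adjusted p = 1.46e-08 from the limma interaction) on the log2 scale and passed with every reference tried. No choice of reference bears on an exchange of tissues, which was not tested for the first plate, where SlIDD2 lies. Its Ct at 2 h and 24 h was 18.44 and 18.67 in control roots and 18.58 and 18.31 in flooded shoots. Control shoots had 20.78 and 20.18, and flooded roots 19.93 and 21.01. The rise in shoots alone was 0.00 at 24 h and 0.95 at 2 h with the mean of all targets as the reference, and passed at neither time. SlIDD2 in flood shoots at 2 h passed in 2 of 4 fits that each left a replicate row of wells out. Where wells come from the same plant, which is not recorded, p is too small.

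**Figure D3:**
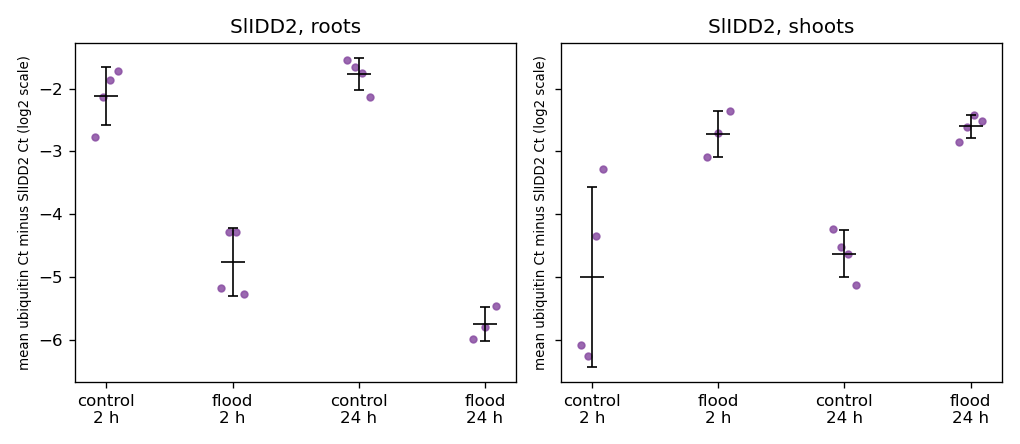
SlIDD2 in roots and shoots of control and flooded plants at 2 h and 24 h: mean ubiquitin Ct minus SlIDD2 Ct of each well (points, log2 scale, vertical axis), with means and SD as bars. Flooded wells lie below every control well in roots and above every control well in shoots at both times.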

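In flooded shoots 17 of 19 SlIDD genes rose and 1 fell at 24 h, after 11 that rose and 1 that fell at 2 h (adjusted p under 0.05 from limma). The gene that fell at both times was SlIDD14, 6.63-fold at 2 h (log2 fold change -2.73, standard error 0.46, adjusted p = 4.21e-04 from limma) and 6.87-fold at 24 h (log2 fold change -2.78, standard error 0.63, adjusted p = 0.00103 from limma). Its Ct at 2 h and 24 h was 22.35 and 21.64 in flooded shoots. Controls had 19.55 and 18.70 in shoots and 23.21 and 24.39 in roots. SlIDD12 to SlIDD18 lie on the second plate, where an exchange of control plates could not be settled. SlIDD13 did not pass, with log2 fold changes of 0.61 (standard error 0.34) and 0.90 (standard error 0.47), and SlIDD7 rose by 1.29 (standard error 0.47) and 1.25 (standard error 0.55). SlIDD17 (3.80, standard error 0.47), SlIDD9 (2.74, standard error 0.53), SlIDD12 (2.70, standard error 0.48) and SlIDD6 (2.42, standard error 0.48) were among those that rose at 24 h, and the SlIDD1 group had all 3 members higher (3 when adjusted over the list alone). With the mean of all targets as the reference, 6 targets were higher and 6 lower at 24 h and 3 higher and 4 lower at 2 h, and the sign turned at both times for SlIDD7 (-0.04 and -0.78) and SlIDD13 (-0.71 and -1.13, the latter past the threshold). Over all targets 21 passed at 24 h, but 13 without replicate row 2 of the wells, and 14 at 2 h, but 9 without row 3. SlIDD7 at 2 h passed in 2 of 4 and at 24 h in 2 fits that each left a replicate row of wells out. SlIDD9 at 24 h and SlIDD6 at 24 h (0.71 and 0.39) lost the call with the mean of all targets as the reference. SlIDD13 at 24 h passed as higher with no reference gene. SlIDD7 at 2 h (1.28) lost the call with ubiquitin of the same plate, chosen after seeing the data. SlIDD13 at 24 h passed as higher with that setting. These p-values count wells and are too small if several come from a plant.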

In the shoots, all genes except *SlIDD7*, *SlIDD13,* and *SlIDD14* showed increased expression levels. In particular, *SlIDD18* showed more than tenfold and 28-fold increase at the 2 h and 24 h intervals, respectively. 

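SlIDD18 was 12.3-fold higher in flooded shoots at 2 h (log2 fold change 3.62, standard error 0.34, adjusted p = 1.07e-07 from limma) and 36.4-fold higher at 24 h (log2 fold change 5.18, standard error 0.59, adjusted p = 4.04e-06 from limma), the largest change of the panel in flooded shoots at 24 h. Its Ct at 24 h was 21.54 ± 0.58 (SD, n = 3 wells) under flood and 26.57 ± 0.69 (SD, n = 4 wells) in controls. It passed with every reference tried, at log2 fold changes from 3.16 with the mean of all targets to 5.03 with no reference at 24 h. No choice of reference bears on an exchange of the second plate's controls, which could not be settled. Its root controls at 24 h had a Ct of 23.95. Each p above rests on wells taken as replicates and is too small if plants are shared.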

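SlIDD15, which groups with SlIDD3, rose 19.7-fold in shoots at 2 h of flooding (log2 fold change 4.30, standard error 0.58, adjusted p = 7.62e-05 from limma) and 10.1-fold at 24 h (log2 fold change 3.33, standard error 0.44, adjusted p = 1.12e-04 from limma). SlIDD15 lies on the second plate, where an exchange of the control plates of roots and shoots could not be settled. SlIDD11 (Solyc03g121660, chromosome 3 from 64196982 to 64199699 in SL4.0) rose 18.2-fold at 2 h (log2 fold change 4.19, standard error 0.39, adjusted p = 3.68e-07 from limma) and 3.25-fold at 24 h (log2 fold change 1.70, standard error 0.47, adjusted p = 0.00557 from limma). Its Ct in shoots at 2 h of flood was 18.70, against 22.82 in controls at 2 h and 19.14 in controls at 24 h. The size of its rise at 2 h thus rests on the controls at 2 h. SlIDD11 at 24 h had -0.33, with the sign turned and without passing, when the mean of all targets was the reference. As wells cannot be tied to plants, p is too small if several share a plant.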

*SlIDD11* and *SlIDD15* also exhibited dramatic increases in the shoots under flood stress (Table S10).

**Figure 8:**
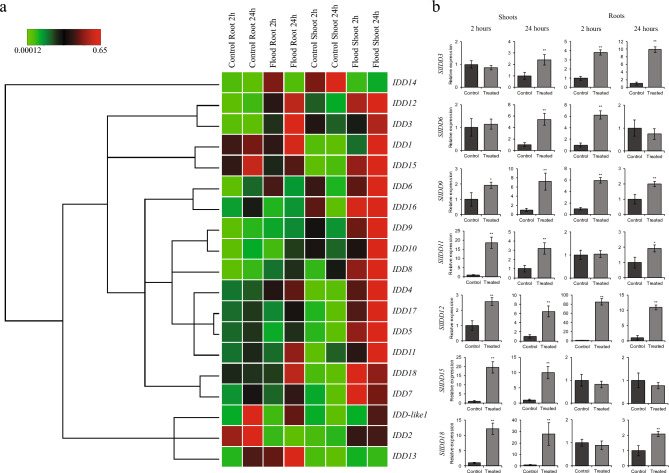
Expression patterns of screened zinc finger TFs under flood stress. (**a**) Clustergram for *IDD* expression levels under flood stress in 3-week-old tomato seedlings (Scales represented as relative values). (**b**) Expression levels of high responsive *SlIDD*s under flood stress. (**P < 0.01; *P < 0.05).

## Discussion

### Functional analysis of SlIDDs

The present study systematically analyzed *IDD* TFs belonging to tomatoes, as *IDD*s in *Arabidopsis*, rice, and maize have already been examined for their existence and properties^22–25,27,48–51^. Currently, there are 16, 15, and 22 *IDD* TFs identified in *Arabidopsis*, rice, and maize, respectively. Consistent with our results for 18 *IDD*s in tomatoes, the *IDD* family genes might have played crucial roles in a species-specific manner. *IDD* TFs are also plant-specific and can participate in multiple plant-specific functions such as vascular development, photosynthesis, light signaling, flowering etc^52^. Moreover, plant-specific TFs are also involved in shaping the phenotypic and physiological factors of plants for the adaptation of plants to land-based environments, where the plants need to withstand biotic and abiotic stress conditions^53^. Functional characterization can shed light on the *IDD* TFs role in plants. Moreover, some plant-specific TFs show differences in the number of monocot and dicot species^54,55^. Phylogenetic analysis of IDD TFs from the model plant *Arabidopsis* and major model crops such as tomato and rice suggested that IDD transcription factors other than higher conservation of their functional motifs in monocots and dicots and structural elements are potentially specialized within each of these two lineages.

Phylogenetic analysis revealed closely related *IDD* groups in rice, tomato, and *Arabidopsis*. *SlIDD1* showed close relationships with *AtIDD1*, *AtIDD2*, *OsIDD1*, *SlIDD17,* and *SlIDD18* (Fig. 1b). *AtIDD1* is involved in gibberellin signaling by forming activator and repressor complexes upstream of gibberellin biosynthesis genes^56^. Notably, *AtIDD1* is a direct target of *PHYTOCHROME INTERACTING FACTOR 3-LIKE5* (*PIL5*), which inhibits seed germination in dark conditions by regulating abscisic acid (ABA) and Gibberellic acid (GA)^57^. *AtIDD2* (*GAF1*) also shows light-responsive properties where *AtIDD2* acts as a transcriptional activator and repressor of *GA20OX* under different light conditions and regulates flowering and plant size^56^. *OsIDD1* along with *OsIDD6* potentially have redundant functions in floral transition^58^. *OsIDD1* also regulates the expression of JA-related genes related to herbivore resistance^59^. *SlIDD1* expression was significantly down-regulated in salt-stressed roots and increased in salt-stressed shoots after 24 h. 

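In salt-treated shoots at 24 h SlIDD1, a relative of AtIDD1, which acts in gibberellin signaling, rose 3.07-fold, a log2 fold change of 1.62 (standard error 0.40, adjusted p = 0.0100 from limma), and at 2 h it had -0.85 (standard error 0.75). Shoots differed from roots at 24 h by 2.24 (standard error 0.53, adjusted p = 0.00138 from the limma interaction). With no reference gene that difference was -0.07, with the sign turned and without passing. SlIDD1 at 24 h passed in 2 of 4 fits that each left a replicate row of wells out. Counting wells rather than plants makes p too small if plants contribute several.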

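Under low pH SlIDD1 passed in no root comparison and rose in shoots at 24 h. In roots its log2 fold change was 1.13 (standard error 0.65, adjusted p = 0.362) at 2 h and 0.07 (standard error 0.60, adjusted p = 0.906) at 24 h, with adjusted p from limma. In shoots it was 1.31 (standard error 0.61, adjusted p = 0.0968) at 2 h and 2.80 (standard error 0.48, adjusted p = 2.52e-04), a 6.97-fold rise, at 24 h. With ubiquitin of the same plate the sign turned in roots at both times, -0.52 at 2 h and -1.77 at 24 h, the latter past the threshold, while no reference gave 1.44 and 2.20, both past it. It is not recorded which wells share a plant, and any sharing makes p too small.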

Under acidic conditions, *SlIDD1* expression was reduced within a short time and recovered after 24 h. 

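SlIDD1 rose 3.19-fold in shoots after 2 h of flooding (log2 fold change 1.67, standard error 0.34, adjusted p = 4.97e-04 from limma) and 10.5-fold after 24 h (log2 fold change 3.40, standard error 0.43, adjusted p = 1.12e-04 from limma). In flooded roots it had -0.07 (standard error 0.28) at 2 h and 0.29 (standard error 0.36) at 24 h on the log2 scale and did not pass, whereas with no reference gene the values were 1.08 and 1.91 and did. At 2 h in shoots the value was 0.35 with the mean of all targets as the reference, where it did not pass. SlIDD1 in flood roots at 2 h passed as lower with the mean of all targets as the reference. Any sharing of plants between wells, which cannot be seen from the labels, makes p too small.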

Under flooding conditions, the shoots showed significantly higher expression levels, suggesting a pivotal role in the transition under stress conditions (Figs. 6, 7, 8). 

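With ubiquitin over both plates as the reference, the SlIDD1 group of SlIDD1, SlIDD17 and SlIDD18 had 14 of 18 shoot tests higher and none lower (14 when adjusted over the list alone), and 1 of 18 root tests changed. SlIDD17 passed in 5 of 6 shoot comparisons, each time higher, and in none of the root comparisons, where its log2 fold changes ran from -1.38 to 0.23 (limma). In shoots after 2 h of flooding it rose by 2.01 (standard error 0.44). With the mean of all targets as the reference, 8 root tests of the group were lower and none higher and 10 shoot tests higher and none lower. With no reference 16 root tests and 14 shoot tests were higher and none lower. Rises were thus confined to shoots with the mean of all targets, though roots changed there as well, and were not confined to shoots with no reference. With ubiquitin of the same plate, chosen after seeing the data, 16 shoot tests were higher and 0 lower, and 6 root tests higher and 3 lower. SlIDD17 at 2 h (0.69) lost the call with the mean of all targets as the reference. If these wells share plants, which the labels leave open, the p-values are too small.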

*SlIDD17* is significantly responsive to salt and acidic stress. Previous studies have shown increased expression of *SlIDD17* under heat stress and during fruit development^60,61^.

*SlIDD2* is closely related to *AtIDD7*, *AtIDD11*, *OsIDD2*, *OsIDD11*, *SlIDD10* and *SlIDD11* (Fig. 1b). *AtIDD7* shows higher activity during phosphorus starvation and flowering^62,63^. In rice, *OsIDD2* negatively regulates the transcription of genes involved in lignin biosynthesis^64^. *OsIDD11* hypothesized to have drought tolerance via stomatal control^65^. In the current study, under stress conditions, *SlIDD2* transcripts were significantly downregulated in the roots and increased in the leaves. 

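In roots SlIDD2 passed in 4 of 6 comparisons, each time lower and all under salt or flood, and in shoots in 3 of 6, each time higher. Under low pH its log2 fold changes were 0.08 (standard error 0.68, adjusted p = 0.955) and -0.53 (standard error 0.60, adjusted p = 0.516) in roots and 1.15 (standard error 0.75, adjusted p = 0.213) and 1.01 (standard error 0.49, adjusted p = 0.0698) in shoots, at 2 h and 24 h and with adjusted p from limma. Under salt at 24 h shoots exceeded roots by 3.20 (standard error 0.56, adjusted p = 7.33e-05 from the limma interaction). The root value under low pH at 2 h was -1.57 with ubiquitin of the same plate and -1.25 with the mean of all targets, with the sign turned and past the threshold, in roots at 24 h it was 1.60, turned, with no reference, and in shoots at 24 h the mean of all targets gave -0.80, also turned. With ubiquitin of the same plate, chosen after seeing the data, SlIDD2 passed at 24 h of low pH, as lower in roots and as higher in shoots. Should wells share plants, which is not recorded, these p-values are too small.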

*SlIDD2* is down-regulated in the base margin tissue of *tf-2* leaf patterning-deficient mutants^66^. When treated with auxin and ethylene, *SlIDD2* showed increased and decreased activity in fruits, respectively, and reduced expression in *LATERAL ORGAN BOUNDARIES(LOB)* TF and *SlLOB1* RNAi lines, with reduced softening and increased shelf life^67,68^. In Arabidopsis, *AtIDD7* shows differential expression under phosphorus starvation^69^, early flower development^63^, and low temperature^70^. However, the precise function of *AtIDD7* is currently unknown^22^. *AtIDD11* shares structural homology with and is potentially involved in leaf patterning^22,71^. *SlIDD10* showed higher expression levels in maturing fruits and the root exodermis in previous studies^60,61,72^. Interestingly, *SlIDD11* showed a sudden dramatic increase in expression in shoots under all stress conditions, suggesting a role similar to *OsIDD11*. 

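SlIDD11 rose in shoots at 2 h under every stress, 9.06-fold under salt (log2 fold change 3.18, standard error 0.39, adjusted p = 5.77e-05 from limma) and 19.2-fold under low pH (log2 fold change 4.26, standard error 0.59, adjusted p = 2.03e-05 from limma), besides flood. At 24 h it had 0.33 (standard error 0.44, adjusted p = 0.518) under salt and 1.58 (standard error 0.52, adjusted p = 0.0114) under low pH. In roots it passed in none of 6 comparisons, with log2 fold changes from -0.73 to 1.16. The rises at 2 h share 3 control wells with a mean Ct of 22.82 ± 0.55 (SD). Shoot controls at 24 h had a Ct of 19.14 (n = 2 wells). Stressed shoots at 2 h lay near that value, at 19.52 under salt, 18.84 under low pH and 18.70 under flood. Ubiquitin in shoot controls was 15.79 at 2 h and 15.56 at 24 h. The rise under every stress thus rests on the control wells at 2 h, and whether these deviate was not tested. With the mean of all targets as the reference, the values at 24 h were -0.88 under salt and -0.22 under low pH, both with the sign turned. From the rise in shoots under all stresses the paper proposes a role like that of OsIDD11. SlIDD11 in salt shoots at 24 h passed as higher with ubiquitin of the same plate, chosen after seeing the data. The labels do not tie wells to plants, and p is too small if wells share them.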

GWAS studies suggest that *SlIDD11* is associated with isothermality and shows allele specificity in exotic land races^73,74^. Notably, *SlIDD11* produced five isoforms that may be expressed under specific stress conditions to respond specifically (Table S5).

*SlIDD3* grouped along with *AtIDD12* and *SlIDD15*. *SlIDD3* showed higher expression patterns in the exodermis and the cortex^72^. *SlIDD15* shows a gradual reduction from young to mature fruits^60^. 

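SlIDD15 passed in none of 6 root comparisons and rose in all 6 shoot comparisons (limma, adjusted p under 0.05). Its log2 fold changes in salt-treated roots were -0.19 (standard error 0.39, adjusted p = 0.705) at 2 h and -0.44 (standard error 0.45, adjusted p = 0.479) at 24 h, and over all root comparisons they ran from -1.99 to -0.19. With no reference gene SlIDD15 passed as higher in salt-treated roots (1.31 at 2 h and 1.04 at 24 h), where ubiquitin also came up earlier. At 24 h ubiquitin of the same plate gave 0.25, turned but without passing. The contrast of the tissues rests on the controls of the second plate, with a mean Ct of SlIDD15 at 2 h of 20.81 in roots and 24.26 in shoots, and whether these plates were exchanged could not be settled. SlIDD15 at 2 h passed as lower in salt-treated roots with the mean of all targets as the reference. Whether wells share plants is not recorded; if so, each p given is too small.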

Under stress, *SlIDD15* showed higher levels of expression in roots, especially under salt stress. 

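SlIDD3 rose in 5 of 6 root comparisons and fell in none, and in shoots rose in 2 and fell in 2 of 6 (limma, adjusted p under 0.05). In shoots at 2 h its log2 fold change was 0.78 (standard error 0.55) under low pH, or -0.20 with the mean of all targets as the reference, and -0.22 (standard error 0.29) under flood, and at 24 h of flood 1.25 (standard error 0.44, adjusted p = 0.0207). That last value was -0.77, past the threshold with the sign turned, with the mean of all targets as the reference. SlIDD3 in flood shoots at 24 h passed in 2 of 4 fits that each left a replicate row of wells out. SlIDD3 in flood shoots at 2 h passed as lower with the mean of all targets as the reference. Wells were treated as independent, which makes p too small if they share plants.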

*SlIDD3* also showed varying expression patterns in the roots and shoots under stress. *AtIDD12*s function is currently unknown, but it shows higher activity in seeds^75^.

*SlIDD4*, *AtIDD5,* and *AtIDD6* grouped in phylogenetic analysis (Fig. 1b). The Arabidopsis homolog *AtIDD5*/*RAVEN* interacts with *DELLA*^28^ and promotes anisotropic growth by positively regulating *STARCH SYNTHASE 4* (*SS4*)^50^ possibly regulating root tissue patterning through asymmetric cell division^76^. *AtIDD6* is also involved in the tissue patterning of roots during development^77^. However, in tomatoes, stress treatments showed a significant response to salt and acid stress in roots and to flood stress in shoots, suggesting a role in root patterning under both developmental stages and stress tolerance in both roots and shoots (Figs. 6, 7, 8). 

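SlIDD4 (Solyc04g008500, chromosome 4 from 2153399 to 2160382 in SL4.0) passed in none of 6 root comparisons and rose in 5 of 6 shoot comparisons. In flooded shoots it was 5.40-fold higher at 2 h (log2 fold change 2.43, standard error 0.46, adjusted p = 4.97e-04 from limma) and 7.52-fold at 24 h (log2 fold change 2.91, standard error 0.51, adjusted p = 2.16e-04 from limma), and under low pH 4.45-fold and 4.71-fold. In roots under low pH its log2 fold changes were 1.23 (standard error 0.89, adjusted p = 0.406) at 2 h, or -0.09 with the mean of all targets, and 1.90 (standard error 0.66, adjusted p = 0.0547) at 24 h. That reference let the root value at 24 h pass (2.19) and left 1 call in shoots. From the responses of roots and shoots the paper proposes a role of SlIDD4 in root patterning and stress tolerance. SlIDD4 in low pH shoots at 2 h passed in 1 of 4 fits that each left a replicate row of wells out. SlIDD4 in flood shoots at 2 h, in low pH shoots at 2 h and in low pH shoots at 24 h (1.11, 1.18 and 0.43) lost the call with the mean of all targets as the reference. SlIDD4 in low pH roots at 24 h passed with no reference gene. SlIDD4 in low pH shoots at 2 h (1.17) lost the call with ubiquitin of the same plate, chosen after seeing the data. Where wells come from the same plant, which is not recorded, p is too small.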

Notably, *SlIDD4* produces four isoforms (Table S5).

Even though *SlIDD5* contains a C2HR motif instead of a C2H2 motif, evidence suggests that the replacement of Histidine by Arginine might not have any major effect on transcriptional activity (Fig. 2). However, C2HR motifs have been shown to interact with other proteins^36^. *SlIDD5*/*OBV* was highly expressed in the leaves and vegetative phases of the meristems. Heterobaric leaves contains Bundle sheath extensions in the leaves which provide mechanical strength. *SlIDD5* mutants failed to produce bundle sheath extension cells (homobaric leaves)^78^. Increased chlorophyll content has been observed in *obv* mutants, such as M82 and CRISPR/Cas9 mutants of Micro-Tom, where the absence of BSE allowed chloroplast development in leaf veins and reduced water conductivity^79,80^. Moreover, *OBV* also regulates the leaf insertion angle, leaf margin serration, and fruit shape, and has been shown to work together with auxin signaling^80^. *SlIDD5* binds to the promoter *FUL2* which then regulates fruit shape^81^. Arabidopsis *AtIDD14*, *AtIDD15,* and *AtIDD16* show structural homology with *SlIDD5* and have similar functions in leaf shape, flower development, plant architecture, and gravitrophic responses by regulating auxin biosynthesis and transport factors^23^. Surprisingly, *OsIDD14*/*LPA1* also shows similar functions in plant architecture and has been extensively studied. *LPA1* determines rice tiller angle and shoot gravitropism by affecting the sedimentation rate of amyloplasts and binds to the promoter region of *PIN1*^82,83^. *LPA1* also exhibits water conservation properties by reducing the rate of transpiration from rice leaves^84^. However, data for *OsIDD12* and *OsIDD13* were unavailable.

*AtIDD9*, *AtIDD10*, *AtIDD13*, *SlIDD6*, *SlIDD7*, *SlIDD13,* and *SlIDD14* grouped together in the phylogenetic analysis (Fig. 1b). Reduced pH also caused a higher accumulation of *SlIDD6* in shoots (Fig. 6) and showed heat-induced expression in tomato leaves^85^. 

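In shoots 2 h after the change to pH 4.2, SlIDD6 was 4.17-fold higher, a log2 fold change of 2.06 (standard error 0.70, adjusted p = 0.0248 from limma). Of the SlIDD6 group in shoots under low pH, SlIDD6, SlIDD7 and SlIDD13 rose at 24 h, SlIDD7 by 2.51 (standard error 0.53), and SlIDD14 fell at both times, at 2 h by -2.01 (standard error 0.69, adjusted p = 0.0285). At 2 h SlIDD6 lost its call with ubiquitin of the same plate (1.08) and with the mean of all targets (1.08), and SlIDD14 with the former (-0.99). SlIDD6 at 2 h passed in 2 of 4 fits that each left a replicate row of wells out. SlIDD7 at 24 h (0.71) lost the call with the mean of all targets as the reference. These p-values count wells and are too small if several come from a plant.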

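In salt-treated roots SlIDD7 fell 2.63-fold at 24 h, a log2 fold change of -1.40 (standard error 0.40, adjusted p = 0.0137 from limma), and had -0.85 (standard error 0.37, adjusted p = 0.0794) at 2 h. SlIDD10 passed in neither tissue under salt, with -0.71 (standard error 0.39) and -0.57 (standard error 0.42) in roots and -0.86 (standard error 0.45) and -0.02 (standard error 0.42) in shoots, at 2 h and 24 h. With no reference gene the value of SlIDD7 in roots at 24 h was 0.08, and that of SlIDD10 0.91 (adjusted p = 0.0152), both with the sign turned. In shoots at 24 h SlIDD10 had 1.11, turned and past the threshold, with ubiquitin of the same plate. SlIDD7 in salt roots at 24 h passed in 1 of 4 fits that each left a replicate row of wells out. With the mean of all targets as the reference, SlIDD7 passed as lower in salt roots at 2 h. SlIDD10 then passed as lower in salt roots at both times and in salt shoots at 24 h. SlIDD10 in salt shoots at 24 h passed as lower with no reference gene. SlIDD10 in salt roots at 24 h passed as lower with ubiquitin of the same plate, chosen after seeing the data. Each p above rests on wells taken as replicates and is too small if plants are shared.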

*SlIDD7* expression patterns were similar to those of *SlIDD10.* Under Salt stress conditions, roots showed reduced expression and shoots showed increased expression. *SlIDD7* expression increases in leaves and stems under heat stress^61^ and is negatively correlated with *CYC-B* in developing fruits, indicating its possible role in the regulation of lycopene accumulation in developing fruits^60^. Both *SlIDD13* and *SlIDD14* regulate stem thickness and leaf shape, and mutants are tolerant to necrotrophic infection^51^. 

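SlIDD14 was 46.6-fold higher in roots after 24 h of salt, a log2 fold change of 5.54 (standard error 0.40, adjusted p = 2.29e-08 from limma), with a Ct of 17.36 ± 0.15 (SD, n = 4 wells) against 24.39 ± 0.39 (SD, n = 2 wells) in controls. Over all stresses it passed as higher in 4 of 6 root comparisons and as lower in 6 of 6 shoot comparisons. Controls had a Ct of 23.21 in roots and 19.55 in shoots at 2 h on the second plate; an exchange of these control plates, which could not be settled, would bear on the opposite calls of the tissues. As wells cannot be tied to plants, p is too small if several share a plant.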

Under salt stress, the roots showed higher levels of *IDD14* transcripts. *IDD13* also showed a significant increase in the shoots of the salt-stressed tomato seedlings (Fig. 8).

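SlIDD13 rose 2.99-fold in shoots after 24 h of salt, a log2 fold change of 1.58 (standard error 0.43, adjusted p = 0.0100 from limma). The Ct was 19.59 ± 0.19 (SD, n = 3 wells) under salt and 20.33 ± 0.34 (SD, n = 4 wells) in controls. With the mean of all targets as the reference it did not pass (0.37). SlIDD13 at 24 h passed in 2 of 4 fits that each left a replicate row of wells out. Counting wells rather than plants makes p too small if plants contribute several.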

*SlIDD8* showed homology with *OsIDD8*, *AtIDD3,* and *AtIDD8* which showed increased expression under salt and heat stress (Fig. 1b)^86^. *AtIDD3* and *AtIDD8* are involved in root development. Moreover, *AtIDD8* regulates floral transition and sugar metabolism^22^.

*SlIDD9* is highly expressed in roots and developing fruits, and shows increased expression under abiotic stress conditions^87^. Arabidopsis *AtSTOP1* shows close homology with *SlIDD9* and is involved in proton toxicity and aluminum tolerance by activating the malate transporter *AtALMT1*^88,89^. *AtSTOP1* also modulates the response to drought and salt levels by regulating root growth and guard cell movement^90^. *SlIDD-like1* showed close homology with *OsLPA1*. Even though *SlIDD-like1* does not contain the first C2H2 domain, it shares close homology with *SlIDD12* and *SlIDD5*. *SlIDD-like1*/*Se3.1* controls stigma extortion or insertion with *Style3.1* which determines the rate of self-pollination^91,92^. 

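SlIDD-like1 passed in 2 of 6 shoot comparisons, at 24 h under salt and flood, and in none of 6 root comparisons. Its median absolute log2 fold change over the 12 comparisons was 0.98. In flooded shoots at 24 h it had a log2 fold change of 1.41 (standard error 0.54, adjusted p = 0.0219 from limma), which was -0.61, with the sign turned and without passing, with the mean of all targets as the reference. SlIDD-like1 at 24 h passed in 2 of 4 fits that each left a replicate row of wells out. It is not recorded which wells share a plant, and any sharing makes p too small.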

Under stressful conditions, *SlIDD-like1* showed less severe changes in expression.

*SlIDD16*/*SlZF-31* mutants showed reduced salt and drought tolerance^38^. *SlIDD16* showed reduced expression in *RIN* mutants, suggesting its potential role in fruit ripening^93,94^. The rice orthologs *SlIDD16, OsIDD11* are involved in drought tolerance by regulating stomatal movement and starch composition in rice^65,95^. *OsIDD2* regulates the secondary cell wall (SCW) formation by directly binding to SCW biosynthesis genes^48^. *OsIDD2* is responsible for plant height, leaf strength, and resistance to fungal infection^64,96^.

In the interaction analysis, more clues and the possible applicability of *SlIDD*s were revealed. *SlIDD6* and *SlIDD7 SlIDD15* showed co-expressed with TFIIIA during viral infection. *Arabidopsis thaliana* experiments have hypothesized that TFIIIA acts as a bridge between the viroid template and DNA polymerase II during viroid-derived RNA replication^97,98^. *SlIDD8* closely interacts with *SlkdsA*, a Kdo-8-P synthase associated with cell division^99^.

Stress experiments revealed that *SlIDD10, SlIDD5, SlIDD7*, *SlIDD13,* and *SlIDD16* showed less dramatic changes in expression, suggesting that these TFs are highly involved in development^51,61,91^. However, *SlIDD16* mutants are tolerant to salt and drought stress, suggesting *SlIDD16* is stress specific^38^. In contrast, *SlIDD3, SlIDD8, SlIDD9,* and *SlIDD12* showed multi-stress responses, suggesting that these TFs should be further studied for their effects on tomato survival and productivity.

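Of 60 tests of SlIDD10, SlIDD5, SlIDD7, SlIDD13 and SlIDD16, 17 passed, 15 higher and 2 lower (16 when adjusted over the list alone), and 2 of these were in roots. The median absolute log2 fold change over all comparisons was 0.45 for SlIDD16, 0.64 for SlIDD10, 1.24 for SlIDD7, 1.35 for SlIDD13 and 0.57 for SlIDD5. SlIDD16 fell in shoots 2 h after the change to low pH (log2 fold change -2.84, standard error 0.80, adjusted p = 0.00972 from limma) and had -0.46 (standard error 0.47) at 24 h. In flooded shoots at 24 h SlIDD5 (2.16, standard error 0.48), SlIDD16 (1.82, standard error 0.45) and SlIDD10 (1.38, standard error 0.45) rose, SlIDD5 without passing (0.14) and SlIDD16 and SlIDD10 with the sign turned (-0.20 and -0.65) when the mean of all targets was the reference. The study chose this list on these samples, so its count is not independent evidence. With ubiquitin of the same plate 29 tests passed, the mean of all targets gave 3 higher and 18 lower, and no reference gave 33 higher and 3 lower. From the smaller changes the paper proposes that these genes are highly involved in development, and from SlIDD16 mutants that this gene is stress specific. SlIDD16 in low pH shoots at 2 h passed in 2 of 4 and SlIDD10 in flood shoots at 24 h in 2 fits that each left a replicate row of wells out. SlIDD16 in low pH shoots at 24 h passed as lower with the mean of all targets as the reference and with no reference gene. Any sharing of plants between wells, which cannot be seen from the labels, makes p too small.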

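Of 48 tests of SlIDD3, SlIDD8, SlIDD9 and SlIDD12, 32 passed, 28 higher and 4 lower (36 when adjusted over the list alone). In roots 16 of 24 tests were higher and none was lower, and in shoots 12 were higher and 4 lower, the falls being those of SlIDD3 and SlIDD9 under salt. SlIDD8 passed in 7 of 12 comparisons and SlIDD12 in 9; in flooded shoots SlIDD8 rose by 2.02 (standard error 0.35) at 2 h and 1.30 (standard error 0.47) at 24 h, the latter with the sign turned (-0.73) when the mean of all targets was the reference. The median absolute log2 fold change over all comparisons was 2.61 for SlIDD12, 2.34 for SlIDD9, 1.67 for SlIDD3 and 1.21 for SlIDD8. When the mean of all targets was the reference, 5 shoot tests were higher and 8 lower. The list was chosen by the study on these samples and is not independent evidence, and the 3 stresses share their control wells. From the responses to several stresses the paper proposes these genes for further study. SlIDD8 at 24 h passed in 2 of 4 fits that each left a replicate row of wells out. SlIDD8 at 2 h (0.70) lost the call with the mean of all targets as the reference. If these wells share plants, which the labels leave open, the p-values are too small.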

### Future perspectives for IDDs for breeding climate-resilient and high-producing crops

The evolution of plants from aquatic to terrestrial habitats is noteworthy. Unlike in aquatic environments, land plants have to increase their survivability by specializing in organs to compartmentalize functions, such as developing effective root systems and vascular systems for water transport, increasing photosynthetic ability and survival adaptations, such as distinguishing beneficial organisms from pathogens and predators, and adapting to dry terrain^100^. Plant-specific transcription factors drive adaptation through genome and gene duplication events and specialize in downstream fuctions^19,21,101,102^.

Climate change threatens crop productivity due to changes in agro-climatic conditions, and current breeding programs are exploring possibilities to develop climate-resilient cultivars for better productivity^103–106^. A better alternative for escaping climate catastrophes without breeding for climate resilience is to cultivate crops in protected environments, such as greenhouses. However, due to the fact that the cultivated crops are highly adapted to pre-climate change era, breeding programs should focus on the evolution of terrestrial plants to identify evolutionarily significant candidate genes for plant breeding.

Evolutionary analyses of *SlIDD* TFs indicated that these genes were selected under high selection pressure and all genes were crucial for survival. In particular, *IDD*s are plant-specific and are involved in functions such as herbivore resistance and starvation responses from germination to fruit ripening. Our current data and those of previous studies show that these *SlIDD*s are potential candidates for improving the productivity of protected house cultivation and land cultivation^60,61,88,89,107^. In the case of land cultivation, *IDD*s respond to abiotic stresses, such as drought, salt, flooding, pH changes, and starvation, along with the development of roots. Other *IDD*s, such as *SlIDD2* showed leaf-patterning roles, and *SlIDD5* showed chlorophyll content, which can be used to increase photosynthetic capacity and productivity. Under changing climates, indoor farming can reduce exposure to harsh climates, which can reduce the energy spent on defense mechanisms^108,109^. However, it is possible to reduce the stress response to eliminate pests and stress in well-protected houses, which renders the stress response elements in plants insignificant^110–112^. Stress response-related genes can be down-regulated to force plants to focus on productivity by diverting energy allocations^112,113^. Finally, the marketability of produce is a crucial factor in increasing the net returns from tomato cultivation^114–116^. *SlIDD*s such as *SlIDD5* and *SlIDD16* showed functions related to fruit shape and ripening, which can be further studied to improve fruit shape and shelf life, and increase market value and post-harvest quality. Plants produce isoforms to diversify their roles by alternative splicing (AS), from a single coding region to multiple protein derivatives for specialized roles^117^. This mechanism allows the plants to eliminate the necessity to harbor additional genetic information in the genome and increase the transcriptome plasticity and proteome complexity^118^. With this mechanism, plants are able to respond against a large array of environmental stresses and cellular damages^119–123^. The isoforms of *SlIDD*s can be further dissected based on their specific roles in growth and development, where a single *SlIDD* responded to various stress conditions in our study (Figs. 6, 7, 8). Studying the role of isoforms can provide insights into the isolation of stress responses and developmental elements from a single TF.

## Conclusions

Amid climate change manifesting in real time, food security must be ensured in every corner of the world. Agro climatic factors may also change with the increase in average global temperature and humans may have to modify crops to ensure cultivation in limited resources and possibly indoors under artificial conditions^124,125^. The current analysis identified 18 *IDD*s (*SlIDDs*) in tomatoes. Functionally, only a few *SlIDD* have been characterized based on molecular evidence. Current study revealed the multi-role potentials of the the *SlIDD* TFs in tomato growth, development and plasticity. Notably, *SlIDD1*, *SlIDD3*, *SlIDD4*, *SlIDD6* to *9*, *SlIDD11*, *SlIDD16* and *SlIDD17* showed potential roles in abiotic stress responses where *SlIDD*s 4 and 11 showed three and five isoforms respectively. Which indicates the functionally diverse role of these TFs. Moreover, previous studies showed *SlIDD13* and *SlIDD14* are involved in abiotic stress response^50,97^. On the other hand, *SlIDD*s *2* to *5*, *SlIDD10*, *SlIDD15*, *SlIDD17* showed potential roles in growth, organ pattering^51,61,91^. These results indicate that the *SlIDD*s are capable of regulating overall plant development, plasticity and physiology in a well-coordinated manner. Based on the results presented here, the functions of *SlIDDs* may be applied well beyond stress tolerance, productivity, and quality of tomato production, where some mutants of *SlIDD*s show crucial agroeconomic traits that can aid in breeding climate-resilient, high-producing tomato cultivars with the aid of the tomato PAN genome. Based on current expression patterns and ortholog functions, embryo lethality is possible. However, other techniques, such as promoter engineering^8,11,12^ or RNAi^126–129^ can be employed to study the molecular functions of *SlIDD*s. Natural disasters and temperature fluctuations have increasingly challenged the future of agriculture. TFs that play a major role in land adaptation can be repurposed to adapt to the current climate crisis, and *SlIDDs* can be pivotal for this purpose.

## Methods

### Database search and BLAST

A BLAST search was conducted using three different databases for tomatoes (Solgenomics network; https://solgenomics.net/, Plaza 5.0; https://bioinformatics.psb.ugent.be/plaza/ and Gramene; https://www.gramene.org. Arabidopsis and Rice sequences were verified using TAIR10 (https://www.arabidopsis.org/) and RAP-DB (https://rapdb.dna.affrc.go.jp/) respectively. Default parameters were used as the conditions for BLAST searches.

### Multiple alignment and phylogenetic tree construction

Multiple protein sequence alignments were performed using ClustalW and visualized using the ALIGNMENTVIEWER (https://github.com/sanderlab/alignmentviewer) software. A phylogenetic tree was constructed using MEGA (version 11.0; Penn State University, PA, USA) and the maximum likelihood tree method (bootstrap 1000 replicates). Sequences for the multiple alignments and phylogenetic tree and accession numbers of *OsIDD*s and *AtIDD*s are available in Table S12–S14. The iTOL web tool was used to construct the evolutionary tree (https://itol.embl.de).

### Chromosomal location, synteny analysis, motif visualization, and 3D structure visualization

The locations of candidate genes were acquired from the Solgenomics network (https://solgenomics.net/), and positions were visualized using MG2C v2.1 (http://mg2c.iask.in/mg2c_v2.1/). Synteny analysis and Ka/Ks values were calculated using TBtools^130^. Gene duplications were assessed by using R package “Doubletrouble” (https://github.com/almeidasilvaf/doubletrouble)^131^. The MEME suite was used to identify and visualize conserved motifs among candidate genes (https://meme-suite.org/meme/tools/meme). Motifs were searched among the given sequences, and the remainder were set to default. The 3D structure was identified using a UniProt (https://www.uniprot.org) database search and visualized using Afphafold2.0 (https://www.uniprot.org/database?query=(name:AlphaFoldDB)&direct).

### *Cis*-regulatory motif analysis and Coexpression network construction

Promoter sequences of 3 Kb of each *SlIDD* gene were used to scan and identify *cis*-regulatory elements using FIMO (https://meme-suite.org/meme/tools/fimo) against Arabidopsis promoter matrices (http://bar.utoronto.ca/~nprovart/ArabidopsisDAPv1.meme) based on previous reports^11,66,132,133^. The cutoff values for the p- and q-values were 1.99E-14 and 1.63E-09 respectively. TB tools were used to visualize the architectural positions of the major promoter elements^130^. A coexpression network was constructed using the TomExpress database^134^. STRING (https://string-db.org) was used to identify interaction partners of *SlIDDs.*

### Plant materials and growth conditions

All experiments were conducted using *Solanum lycopersicum* cv*.* M82 seeds kindly provided for the experiments by Prof. Soon Ju Park from Gyeongsang National University, Jinju, Korea. The plants were grown under long-day conditions and controlled temperatures in a greenhouse at Wonkwang University, Iksan, South Korea. Plants were grown under natural and supplemental light from a natrium, and halogen lamps were applied in the early morning and late evening. The light/dark cycle was 16 h/8 h/day. Plants were supplied with nutrients in the irrigation water one month after transplanting, following the manufacturer’s guidelines (S-feed, 1 kg/10 a/day; https://www.farmhannong.com/kor/product/product_ct01/view.do?seq=4392 (accessed on 08 November 2023).

### Abiotic stress treatment

Stress treatments were applied using potting media to ensure regular greenhouse growth. Salt stress was induced by saturating the potting medium with tap water mixed with 200 mM NaCl at an adjusted pH of 6.8. Proton stress was induced by saturating the plants with tap water at pH 4.2. Flood stress was induced by submerging plant roots in potting media in water at a pH of 6.8. All stress treatments were performed under greenhouse conditions. Control plants were saturated with water at pH 6.8. Shoot and root samples were collected at 2 and 24 h after treatment.

### RNA extraction and quantitative real time PCR for stress-responsive *SlIDDs*

To extract RNA from shoots and roots, 3 weeks old control and treated plants were harvested at 2 pm in a greenhouse. Total RNA was extracted using the AccuPrep® Universal RNA extraction kit (Bioneer, Daejeon, Korea) and treated with RNase-free DNase to remove DNA fragments (Qiagen, Hilden, Germany). One microgram of total RNA was used to synthesize cDNA with *AccuPower*® RT PreMix (Bioneer, Daejeon, Korea). qRT-PCR was performed using a T100TM Thermocycler system (Bio-Rad, Hercules, CA, USA). Primer information is provided in Table S11. Reactions (10 µL final volume) were prepared using 5 µL of LaboPass™ SYBR Green Q master kit (Cosmogenetech, Dajeon, Korea). Next, 0.5 pmol of a primer pair, and 0.5 µL of cDNA template. Four biological samples and two technical replicates were used for quantification. Ubiquitin was used as a reference. gene expression analysis was performed with the 2^ − ΔΔCt method using Bio-Rad CFX Maestro software v.4.0 (Bio-Rad). The baseline and threshold levels were set according to the manufacturer’s instructions.

### Ethics approval and consent to participate

All experiments were conducted in greenhouses situated at Wonkwang University using wild-type plants. Ethical guidelines provided by the ethics committee were followed when conducting the experiments.

### Supplementary Information

Supplementary Figure S1.

Supplementary Figure S2.

Supplementary Figure S3.

Supplementary Tables.

## Data Availability

All data related to the expression analyses are available in the GEO repository under accession number GSE248090 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248090). Sequences related to the bioinformatics analyses are included in the Supplementary Tables.

# Supplementary material for: Functional characterization of plant specific Indeterminate Domain (IDD) transcription factors in tomato (Solanum lycopersicum L.)
**Source:** Sci Rep. 2024 Apr 5;14:8015. doi: 10.1038/s41598-024-58903-0
**Supplement:** Supplementary file 1 — Supplementary Figure S1.

```

Solyc01g005060_SlIDD12 .....
Solyc01g007120 .....
Solyc01g099340_SlIDD10 .....
Solyc02g062940_SlIDD17 .....
Solyc02g085580_SlIDD1 .....
Solyc03g098070 .....
Solyc03g121660_SlIDD11 .....
Solyc04g008500_SlIDD4 .....
Solyc04g056320_SlIDDb .....MSFTGDLRH.....LPPN...
Solyc04g080130_SlIDD18 .....
Solyc05g054030_SlIDD5 .....
Solyc06g062670_SlIDD2 .....
Solyc06g065440 .....ME
Solyc06g072360_SlIDD9 .....
Solyc06g075250_SlIDD7 .....
Solyc07g053570_SlIDD8 .....
Solyc08g063040_SlIDD16 .....
Solyc08g080850 .....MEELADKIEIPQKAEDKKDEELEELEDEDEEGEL
Solyc09g007550_SlIDD13 .....
Solyc09g065670_SlIDD15 .....
Solyc09g074780_SlIDD3 .....
Solyc10g084180_SlIDD14 .....
Solyc11g017140 .....MPSDNHSFTNLN.....LHEQKWE..GSSYLDQEIIRIE
Solyc11g066420 .....MIQGTSSSANNPQ.NIPLYS.S
Solyc11g069240_SlIDD6 .....
AT1G03840_MGP/AtIDD3 .....
AT1G14580_BLJ/AtIDD6 .....
AT1G25250_FAL/AtIDD16 .....
AT1G34370_AtSTOP1 .....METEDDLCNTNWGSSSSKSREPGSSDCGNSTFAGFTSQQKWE..DASILDYEMGVE
AT1G55110_AtIDD7 .....
AT1G68130_AtIDD14 .....
AT2G01940_SGR5/AtIDD15 .....
AT2G02070_RVN/AtIDD5 .....
AT2G02080_IME/AtIDD4 .....
AT2G24990_AtIDDa .....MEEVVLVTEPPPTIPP..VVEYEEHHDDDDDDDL
AT3G13810_AtIDD11 .....
AT3G45260.1_BIB/AtIDD9 .....
AT3G50700_AtIDD2 .....
AT4G02670_AtIDD12 .....
AT5G03150_JKD/AtIDD10 .....
AT5G22890_STOP2 .....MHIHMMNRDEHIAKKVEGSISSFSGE
AT5G37350_AtIDDb .....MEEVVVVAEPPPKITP..FVEYEEHELEDDDD.L
AT5G44160_NUC/AtIDD8 .....
AT5G60470_EGRE/AtIDD13 .....
AT5G66730_ENY/AtIDD1 .....
Os03g0197800_OsIDD1 .....
Os01g0195000_OsIDD2 .....
Os09g0555700_OsIDD3 .....
Os02g0672100_OsIDD4 .....
Os07g0581366_OsIDD5 .....
Os08g0554400_OsIDD6 .....
Os02g0518500_OsIDD7 .....
Os01g0242200_OsIDD8 .....
Os01g0935000_OsIDD9 .....
Os04g0566400_OsIDD10 .....
Os01g0572300_OsIDD11 .....
Os08g0467100_OsIDD12 .....
Os09g0449400_OsIDD13 .....
Os03g0237250_OsIDD14 .....
Os01g0888700_OsIDDa .....
Os01g0871200_OsIDDb .....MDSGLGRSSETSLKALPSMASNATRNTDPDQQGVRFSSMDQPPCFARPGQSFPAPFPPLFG
Os03g0838800_OsIDDC .....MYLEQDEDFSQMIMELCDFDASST
Os04g0165200_ART2 .....MNPQ.....E
Os07g0162300_OsIDDe .....MKRSGRTPTWP.....
Os10g0419200_Ehd2 .....
Os08g0562300_OsIDDf .....MIPGGGGGGGGGG..ISPYLVQ
Os02g0572900_STOP1 .....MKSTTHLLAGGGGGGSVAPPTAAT
Os12g0170400_DART1 .....MDRDQMTN.....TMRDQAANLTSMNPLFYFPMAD

```

Figure S1. Multiple alignment of *IDD*-like transcription factors in Arabidopsis, Tomato and Rice. highly conserved amino acids are indicated in red characters and boxes.

1

```

Solyc01g005060_SlIDD12 .....MLDN.....
Solyc01g007120 .....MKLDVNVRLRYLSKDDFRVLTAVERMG
Solyc01g099340_SlIDD10 .....MSNSNLSSG...NSSE.....EADET
Solyc02g062940_SlIDD17 .....MNDVGVSG
Solyc02g085580_SlIDD1 .....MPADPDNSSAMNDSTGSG
Solyc03g098070 .....
Solyc03g121660_SlIDD11 .....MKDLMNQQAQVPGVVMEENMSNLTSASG.EASVSSSNR.....NDNNN
Solyc04g008500_SlIDD4 .....M...REE.....ELSQ.....
Solyc04g056320_SlIDDb .....TIGD.....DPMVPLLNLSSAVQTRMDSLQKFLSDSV
Solyc04g080130_SlIDD18 .....MAEIEKSA
Solyc05g054030_SlIDD5 .....MLTSNSFLFG.....A
Solyc06g062670_SlIDD2 .....MSIVTCEEA.AASLSSSS.....NMN
Solyc06g065440 .....QQAN.....QSNENHDF.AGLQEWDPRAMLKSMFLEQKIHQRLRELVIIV
Solyc06g072360_SlIDD9 .....MT
Solyc06g075250_SlIDD7 .....MMSD...DGLSSLAFI.....Q
Solyc07g053570_SlIDD8 .....MTEEV...ISN...G
Solyc08g063040_SlIDD16 .....MIKGLGDDSMN.....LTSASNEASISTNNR.....IEIGS
Solyc08g080850 .....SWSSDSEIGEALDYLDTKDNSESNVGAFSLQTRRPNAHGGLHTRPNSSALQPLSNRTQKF
Solyc09g007550_SlIDD13 .....MMSG...DLFSIHQ.....Q
Solyc09g065670_SlIDD15 .....
Solyc09g074780_SlIDD3 .....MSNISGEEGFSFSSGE.....EAHLH
Solyc10g084180_SlIDD14 .....MMSG...DVFSFPSSV.....KAVLP
Solyc11g017140 .....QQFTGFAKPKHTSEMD.QQGNQNHDT.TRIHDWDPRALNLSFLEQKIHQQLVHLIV
Solyc11g066420 .....NHHPNNN.....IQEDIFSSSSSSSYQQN....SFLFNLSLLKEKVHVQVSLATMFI
Solyc11g069240_SlIDD6 .....MMSN...DGLS.....
AT1G03840_MGP/AtIDD3 .....MTTED.QTISSSGG
AT1G14580_BLJ/AtIDD6 .....MDLCSFSKNRP...AEKM...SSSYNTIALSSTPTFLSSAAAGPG
AT1G25250_FAL/AtIDD16 .....MIHYEQNNNLQNL.....
AT1G34370_AtSTOP1 .....PGLQES.....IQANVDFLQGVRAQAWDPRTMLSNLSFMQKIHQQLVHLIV
AT1G55110_AtIDD7 .....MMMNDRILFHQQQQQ...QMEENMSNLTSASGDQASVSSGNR.....TETSG
AT1G68130_AtIDD14 .....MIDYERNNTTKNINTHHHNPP
AT2G01940_SGR5/AtIDD15 .....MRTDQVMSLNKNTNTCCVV
AT2G02070_RVN/AtIDD5 .....MAASSSSAAS...FFGV...RQD....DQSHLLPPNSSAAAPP
AT2G02080_IME/AtIDD4 .....MSSSSSYNTS...VIPS...SSS...SAQFFFITSS...GTG
AT2G24990_AtIDDa .....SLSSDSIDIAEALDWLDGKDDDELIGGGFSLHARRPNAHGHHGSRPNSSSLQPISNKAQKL
AT3G13810_AtIDD11 .....MLLHQHQQP...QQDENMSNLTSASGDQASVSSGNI...TEASG
AT3G45260.1_BIB/AtIDD9 .....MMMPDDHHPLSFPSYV.....L
AT3G50700_AtIDD2 .....MPVDLD....NSSTVSG
AT4G02670_AtIDD12 .....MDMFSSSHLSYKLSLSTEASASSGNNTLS...TIQEF
AT5G03150_UKD/AtIDD10 .....MQMIPG...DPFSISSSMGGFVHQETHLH
AT5G22890_STOP2 .....TSTSSKQ.....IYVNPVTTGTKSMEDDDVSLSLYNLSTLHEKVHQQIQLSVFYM
AT5G37350_AtIDDb .....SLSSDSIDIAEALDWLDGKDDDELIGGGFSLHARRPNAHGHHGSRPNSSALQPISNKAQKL
AT5G44160_NUC/AtIDD8 .....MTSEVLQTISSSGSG
AT5G60470_EGRET/AtIDD13 .....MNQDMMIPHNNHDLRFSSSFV.....H
AT5G66730_ENY/AtIDD1 .....MPVDLD....NSSTVSG
Os03g0197800_OsIDD1 .....MEVETSSGTAERGA
Os01g0195000_OsIDD2 .....MMLKDIAEIQQQQ...LLAAAEEN...MSN.....LTSA
Os09g0555700_OsIDD3 .....MAAASSAP...FFGL...GD.....TOMPPPPQNPTNPA
Os02g0672100_OsIDD4 .....MASNSSAAAVAA...LFGI.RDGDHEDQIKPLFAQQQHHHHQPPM
Os07g0581366_OsIDD5 .....GGWSCGGGRSRGD
Os08g0554400_OsIDD6 .....MAAASSAH...YFGL...GE.....PQMQ...QQQQQPP
Os02g0518500_OsIDD7 .....MSHTSEESLNNLQ...QPKLE
Os01g0242200_OsIDD8 .....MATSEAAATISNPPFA
Os01g0935000_OsIDD9 .....MEEFELQQQPYYSK.....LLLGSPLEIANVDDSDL
Os04g0566400_OsIDD10 .....MASNSSAAAAAA...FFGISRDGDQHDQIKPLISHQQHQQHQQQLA
Os01g0572300_OsIDD11 .....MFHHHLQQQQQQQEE...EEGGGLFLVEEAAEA...ADQQ...QESSM
Os08g0467100_OsIDD12 .....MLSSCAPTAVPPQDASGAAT
Os09g0449400_OsIDD13 .....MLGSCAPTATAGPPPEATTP
Os03g0237250_OsIDD14 .....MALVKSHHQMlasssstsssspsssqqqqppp
Os01g0888700_OsIDDa .....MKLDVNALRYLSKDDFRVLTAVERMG
Os01g0871200_OsIDDb .....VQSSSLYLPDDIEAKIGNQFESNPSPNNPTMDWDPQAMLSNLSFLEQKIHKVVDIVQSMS
Os03g0838800_OsIDDC .....TQAR.....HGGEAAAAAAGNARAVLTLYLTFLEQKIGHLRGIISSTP
Os04g0165200_ART2 .....FQFFQGV.....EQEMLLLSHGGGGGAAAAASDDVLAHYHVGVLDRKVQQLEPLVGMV
Os07g0162300_OsIDDe .....MRSTGS.....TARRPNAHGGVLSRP...FQPISNRTQKL
Os10g0419200_Ehd2 .....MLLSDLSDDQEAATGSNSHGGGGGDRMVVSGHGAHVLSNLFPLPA
Os08g0562300_OsIDDf .....SQHGHG.....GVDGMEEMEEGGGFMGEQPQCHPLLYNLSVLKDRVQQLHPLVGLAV
Os02g0572900_STOP1 .....APTLAMEVGGDP...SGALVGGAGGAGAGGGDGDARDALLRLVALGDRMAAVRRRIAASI
Os12g0170400_DART1 .....DALLGMAPP.....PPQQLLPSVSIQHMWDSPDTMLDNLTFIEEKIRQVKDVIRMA

```

Figure S1. Multiple alignment of *IDD*-like transcription factors in Arabidopsis, Tomato and Rice. highly conserved amino acids are indicated in red characters and boxes.

	10	20
Solyc01g005060_S1IDD12	.SSSS.....EALINSGD.....	SNR **KRR** ....RPAGT.....
Solyc01g007120	RNHEIVP..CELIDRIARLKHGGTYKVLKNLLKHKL	VHH **DSSKYD** GFR.....
Solyc01g099340_S1IDD10	P..YV.....LS..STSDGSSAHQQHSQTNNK	**KRR** ....KLPGN.....
Solyc02g062940_S1IDD17	EVSVL.....SSGDQTAPCKE.....	AAK **KRR** ....NLPGM.....
Solyc02g085580_S1IDD1	EASVS.....SSGNQVVLKE.....	SAK **KRR** ....NLPGM.....
Solyc03g098070	.....	.....
Solyc03g121660_S1IDD11	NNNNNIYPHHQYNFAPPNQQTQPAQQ.....	IK **KRR** ....NQPGN.....
Solyc04g008500_S1IDD4	....N.....QQENLLQAQ.....	APS.K **KRR** ....NQPGT.....
Solyc04g056320_S1IDDb	NSNT.....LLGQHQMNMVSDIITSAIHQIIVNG	AALLSSAQLTNP.....
Solyc04g080130_S1IDD18	EESII.....QQNFP.....	VK **KRR** ....NLPGN.....
Solyc05g054030_S1IDD5	PSNYS.....DPFSSPENG.....	FIIK **KRR** ....RPAGT.....
Solyc06g062670_S1IDD2	NDTNG.....AFCYPPQHQLVTQQ.....	IK **KRR** ....NQPGN.....
Solyc06g065440	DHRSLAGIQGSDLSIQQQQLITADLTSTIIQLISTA	AGSLPTVKHQAN...PPTKRLEQ.
Solyc06g072360_S1IDD9	SSEIN.....ENSCINNNN.....	NNK **KRR** ....RPAGT.....
Solyc06g075250_S1IDD7	DPNSN.....PTNNNPNSN.....	PSAK **KRR** ....NLPKG.....
Solyc07g053570_S1IDD8	FTHDN.....SIE.....	GSNPPPL **KRR** ....RNLPGN.....
Solyc08g063040_S1IDD16	HVLYP.....QLQNIQTQPPP.....	NK **KRR** ....NLPGN.....
Solyc08g080850	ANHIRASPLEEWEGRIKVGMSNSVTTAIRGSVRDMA	IGTKTTEKADR.....
Solyc09g007550_S1IDD13	QHQQV.....LVEQNPNPKAN.....	SSSK **KRR** ....NLPGT.....
Solyc09g065670_S1IDD15	.....MVSNNHHHEQPPK.....	IK **KRR** ....NLPGN.....
Solyc09g074780_S1IDD3	TSNNN.....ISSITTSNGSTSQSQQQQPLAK	**KRR** ....NLPGN.....
Solyc10g084180_S1IDD14	HHHQE.....LQTANPNPKPN.....	TSSK **KRR** ....NLPGT.....
Solyc11g017140	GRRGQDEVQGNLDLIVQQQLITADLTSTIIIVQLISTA	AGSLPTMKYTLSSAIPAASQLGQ.
Solyc11g066420	TPDNQT...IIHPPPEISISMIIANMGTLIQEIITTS	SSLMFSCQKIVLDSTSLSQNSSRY
Solyc11g069240_S1IDD6	.....	.....CSM **R** .....
AT1G03840_MGP/AtIDD3	YVQSS.....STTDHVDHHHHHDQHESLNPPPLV	**KRR** ....RNLPGN.....
AT1G14580_BLJ/AtIDD6	PNNFN.....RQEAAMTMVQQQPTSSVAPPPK	**KRR** ....NQPGN.....
AT1G25250_FAL/AtIDD16	PSSSS.....NDLLLLING.....	ADATHK **KRR** ....RPAGT.....
AT1G34370_AtSTOP1	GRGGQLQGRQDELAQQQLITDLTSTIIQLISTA	AGSLPSVKHNMS..TAPGPFTGQ.
AT1G55110_AtIDD7	SNINQ.....HHQECCFVQSS.....	LK **KRR** ....NQPGN.....
AT1G68130_AtIDD14	PSSSS.....SDLLPDNG.....	TAVTQK **KRR** ....RPAGT.....
AT2G01940_SGR5/AtIDD15	SSSSS.....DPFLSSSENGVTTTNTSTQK	**KRR** ....RPAGT.....
AT2G02070_RVN/AtIDD5	PPPPH.....HQAPLPPL.....	APPQK **KRR** ....NQPT.....
AT2G02080_IME/AtIDD4	DNDFN.....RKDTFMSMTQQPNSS..	APPPK **KRR** ....NQPGN.....
AT2G24990_AtIDDa	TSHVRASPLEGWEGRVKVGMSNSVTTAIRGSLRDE	IGSRNTDKADR.....
AT3G13810_AtIDD11	SNYFP.....HHQQQQEQQQQQ.....	IQ **KLS** ....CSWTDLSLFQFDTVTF
AT3G45260.1_BIB/AtIDD9	HQEH.....APNPNPNPNPTSS.....	NSAK **KRR** ....NLPGN.....
AT3G50700_AtIDD2	EASVSI.....SSTGNQNPLPNS.....	TGK **KRR** ....NLPGM.....
AT4G02670_AtIDD12	SGFHN.....VSSSVCTHETHK.....	PK **KRR** ....GLPGN.....
AT5G03150_JKD/AtIDD10	HLQQQ.....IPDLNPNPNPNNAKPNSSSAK	**KRR** ....NQPGT.....
AT5G22890_STOP2	VSTNN.....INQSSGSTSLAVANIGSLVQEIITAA	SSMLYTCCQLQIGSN.....
AT5G37350_AtIDDb	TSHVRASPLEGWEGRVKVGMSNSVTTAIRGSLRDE	IGSRNTDKADR.....
AT5G44160_NUC/AtIDD8	FAQPQ.....SSS.TLDHDES....	LINPPLV **KKK** ....RNLPGN.....
AT5G60470_EGRET/AtIDD13	DQEH.....TPNPYPNSQFAAST....	KTPK **KRR** ....NLPGN.....
AT5G66730_ENY/AtIDD1	DASV.....SSTGNQNLTPKS.....	VGK **KRR** ....NLPGM.....
Os03g0197800_OsIDD1	GAGAQ.....QQPPPQPPQP.....	PAK **KRR** ....ALPGM.....
Os01g0195000_OsIDD2	SGDQA.....SVSSHPAPP.....	AK **KRR** ....SLPGN.....
Os09g0555700_OsIDD3	LHHHP.....NPSPAPVAA.....	AAPAPK **KRR** ....NQPGN.....
Os02g0672100_OsIDD4	APDNA.....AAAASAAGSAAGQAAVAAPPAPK	**KRR** ....TLP.....
Os07g0581366_OsIDD5	.ATQS.....DGDGGGARAGG.....	GAGSGG.....GGGGA.....
Os08g0554400_OsIDD6	LQNN.....AAAPVAA.....	TTP.PK **KRR** ....NQPGN.....
Os02g0518500_OsIDD7	A.....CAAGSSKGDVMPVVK	**KRR** ....GHPGN.....
Os01g0242200_OsIDD8	PLTNH.....QQE.....	HPPPPPPPA **KKK** ....RNLPGT.....
Os01g0935000_OsIDD9	QLVAG.....VPS.....	DPPAPPTA **VKK** KKKRSPLGT.....
Os04g0566400_OsIDD10	ASLTG.....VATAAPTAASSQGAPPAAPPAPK	**KRR** ....NLPA.....
Os01g0572300_OsIDD11	SNLTS.....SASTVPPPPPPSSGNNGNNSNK	**KRR** ....SLPGN.....
Os08g0467100_OsIDD12	EPFRS.....LQIATAGA.....	AAK **KRR** ....RPAGT.....
Os09g0449400_OsIDD13	EPFRS.....LQIATASAG.....	SAK **KRR** ....RPAGT.....
Os03g0237250_OsIDD14	PASNS.....SSLAAAAAD.....	QSPAK **KRR** ....RPPGT.....
Os01g0888700_OsIDDa	RNHEIVP..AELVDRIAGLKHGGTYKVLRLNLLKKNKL	VHH **DATKYD** GYR.....
Os01g0871200_OsIDDb	NRESQVAG.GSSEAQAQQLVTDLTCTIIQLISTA	AGSLPSMKNPISS.NPALRHLSNT
Os03g0838800_OsIDDC	N.....	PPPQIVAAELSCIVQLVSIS **KNL** AAARR.....
Os04g0165200_ART2	VSPAAP..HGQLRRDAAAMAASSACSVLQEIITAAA	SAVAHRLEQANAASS.....
Os07g0162300_OsIDDe	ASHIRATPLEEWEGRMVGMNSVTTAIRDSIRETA	IGKTRNTEKADR.....
Os10g0419200_Ehd2	AAAAAT.....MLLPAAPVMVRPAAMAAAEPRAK	**KRR** ....SLPGN.....
Os08g0562300_OsIDDf	AHNAHA..HGPLD.....	VSAADAIQEIIVAAASSMMYAFOLLCDLGT.....
Os02g0572900_STOP1	SGESG.....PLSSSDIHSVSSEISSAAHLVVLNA	ASLLSSTVASLP.....
Os12g0170400_DART1	GRRAS....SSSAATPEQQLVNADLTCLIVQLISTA	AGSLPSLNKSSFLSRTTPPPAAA.

Figure S1. Multiple alignment of *IDD*-like transcription factors in Arabidopsis, Tomato and Rice. highly conserved amino acids are indicated in red characters and boxes.

```

Solyc01g005060_SlIDD12
Solyc01g007120
Solyc01g099340_SlIDD10
Solyc02g062940_SlIDD17
Solyc02g085580_SlIDD1
Solyc03g098070
Solyc03g121660_SlIDD11
Solyc04g008500_SlIDD4
Solyc04g056320_SlIDDb
Solyc04g080130_SlIDD18
Solyc05g054030_SlIDD5
Solyc06g062670_SlIDD2
Solyc06g065440
Solyc06g072360_SlIDD9
Solyc06g075250_SlIDD7
Solyc07g053570_SlIDD8
Solyc08g063040_SlIDD16
Solyc08g080850
Solyc09g007550_SlIDD13
Solyc09g065670_SlIDD15
Solyc09g074780_SlIDD3
Solyc10g084180_SlIDD14
Solyc11g017140
Solyc11g066420
Solyc11g069240_SlIDD6
AT1G03840_MGP/AtIDD3
AT1G14580_BIJ/AtIDDb
AT1G25250_FAL/AtIDD16
AT1G34370_AtSTOP1
AT1G55110_AtIDD7
AT1G68130_AtIDD14
AT2G01940_SGR5/AtIDD15
AT2G02070_RVN/AtIDD5
AT2G02080_IME/AtIDD4
AT2G24990_AtIDDa
AT3G13810_AtIDD11
AT3G45260.1_BIB/AtIDD9
AT3G50700_AtIDD2
AT4G02670_AtIDD12
AT5G03150_JKD/AtIDD10
AT5G22890_STOP2
AT5G37350_AtIDDb
AT5G44160_NUC/AtIDD8
AT5G60470_EGRET/AtIDD13
AT5G66730_ENY/AtIDD1
Os03g0197800_OsIDD1
Os01g0195000_OsIDD2
Os09g0555700_OsIDD3
Os02g0672100_OsIDD4
Os07g0581366_OsIDD5
Os08g0554400_OsIDDb
Os02g0518500_OsIDD7
Os01g0242200_OsIDD8
Os01g0935000_OsIDD9
Os04g0566400_OsIDD10
Os01g0572300_OsIDD11
Os08g0467100_OsIDD12
Os09g0449400_OsIDD13
Os03g0237250_OsIDD14
Os01g0888700_OsIDDa
Os01g0871200_OsIDDb
Os03g0838800_OsIDDb
Os04g0165200_ART2
Os07g0162300_OsIDDe
Os10g0419200_Ehd2
Os08g0562300_OsIDDf
Os02g0572900_STOP1
Os12g0170400_DART1

```

Figure S1. Multiple alignment of *IDD*-like transcription factors in Arabidopsis, Tomato and Rice. highly conserved amino acids are indicated in red characters and boxes.

	30	40	50	60				
Solyc01g005060_S1IDD12	PD	EVVS	LSPKT	LLES	DRYICEICN	DQGFQRD		
Solyc01g007120	LT	YD	FLA	IKTLV	NRGMF	NGVGRQIGVKESD		
Solyc01g099340_S1IDD10	PD	EVIA	LSPKT	LMATN	RFICEVCN	KGQFQRE		
Solyc02g062940_S1IDD17	PD	EVVA	LSPKT	LLATN	RFVCEICN	KGQFQRD		
Solyc02g085580_S1IDD1	PD	EVIA	LSP	TTLLATN	RFVCEICN	KGQFQRD		
Solyc03g098070								
Solyc03g121660_S1IDD11	PD	EVIA	LSPKT	LMATN	RFVCEICN	KGQFQRD		
Solyc04g008500_S1IDD4	PS	EVIA	LSPNT	LMATN	RFICEVCN	KGQFQRE		
Solyc04g056320_S1IDDb	RSFP	EII	ELDAVE	LLAEHIHFCDF	CGKGFKRD			
Solyc04g080130_S1IDD18	PD	EVIA	LSPRT	LMATN	RFVCEICN	KGQFQRD		
Solyc05g054030_S1IDD5	PD	QVVY	LTAEMLMES	DRYVCEICN	LSFQRE			
Solyc06g062670_S1IDD2	PD	EVIA	LSPKT	LVATN	RFCEICN	KGQFQRD		
Solyc06g065440	...	FVDE	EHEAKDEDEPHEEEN	LPGS	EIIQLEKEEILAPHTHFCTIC	KGQFKRD		
Solyc06g072360_S1IDD9	PD	EVVS	LSPKT	LLES	DRYICEICN	KGQFQRD		
Solyc06g075250_S1IDD7	PD	EVIA	LSPKS	LMATN	RFICEICN	KGQFQRD		
Solyc07g053570_S1IDD8	PD	EVIA	LSPKT	LMATN	RFCEICN	KGQFQRD		
Solyc08g063040_S1IDD16	PD	EVVA	LSPRS	LLATN	RFVCEICN	KGQFQRD		
Solyc08g080850	ATVE	QAIDPR	TRMV	LFKMLN	RGVFD	INGCISTGKEAN		
Solyc09g007550_S1IDD13	PD	EVIA	LSPKT	LMATN	RFICEICN	KGQFQRD		
Solyc09g065670_S1IDD15	PD	EVVA	LSPKT	LLATN	RFVCEICN	KGQFQRD		
Solyc09g074780_S1IDD3	PD	EVVA	LSP	TTLLATN	RFVCEICN	KGQFQRD		
Solyc10g084180_S1IDD14	PD	EVIA	LSPKS	LMATN	RFICEICN	KGQFQRD		
Solyc11g017140	EHNHAADEHE	LKDEDEAEEEEEN	LPGS	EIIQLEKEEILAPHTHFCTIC	KGQFKRD			
Solyc11g066420	ISHDNYYSKEFG	GKKELLSTSK	GKVVNEENNY	DIVE	LDASD	LLAKYTHY	CQICGKGFKRD	
Solyc11g069240_S1IDD6	PD	EVIA	LSPKS	LMATN	RFVCEICN	KGQFQRD		
AT1G03840_MGP/AtIDD3	PD	EVIA	LSPKT	LMATN	RFCEICN	KGQFQRD		
AT1G14580_BLJ/AtIDD6	PD	EVIA	LSPKT	LMATN	RFCEICN	KGQFQRD		
AT1G25250_FAL/AtIDD16	PD	EVVS	LSPRT	LLES	DRYVCEICN	QGFQRD		
AT1G34370_AtSTOP1	REGHVVVEE	HEMKDEDDVEE	ENLPGS	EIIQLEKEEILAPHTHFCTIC	KGQFKRD			
AT1G55110_AtIDD7	PD	EVMA	LSPKT	LMATN	RFICEVCN	KGQFQRD		
AT1G68130_AtIDD14	PD	EVVS	LSPRT	LLES	DRYVCEICN	QGFQRD		
AT2G01940_SGR5/AtIDD15	PD	EVVS	LSPRT	LLES	DRYICEICN	QGFQRD		
AT2G02070_RVN/AtIDD5	PD	EVIA	LSPKT	LMATN	RFICEVCN	KGQFQRE		
AT2G02080_IME/AtIDD4	PD	EVVA	LSPKT	LMATN	RFICEVCN	KGQFQRE		
AT2G24990_AtIDDa	ATVE	QAIDPR	TRMV	LFKMLN	RGVFD	VNGCISTGKEAN		
AT3G13810_AtIDD11	ILY	PES	EVIA	LSPKT	LMATN	RFVCEICN	KGQFQRD	
AT3G45260.1_BIB/AtIDD9	PD	EVIA	LSPNS	LMTN	RFICEVCN	KGQFKRD		
AT3G50700_AtIDD2	PD	EVIA	LSPKT	LLATN	RFVCEICN	KGQFQRD		
AT4G02670_AtIDD12	PD	EVIA	LSPKT	LLATN	RFVCEICN	KGQFQRD		
AT5G03150_JKD/AtIDD10	PD	EVIA	LSP	TTLLATN	RFVCEICN	KGQFQRD		
AT5G22890_STOP2	QNLDWYNTETINPK	KDKHRSKFPSSGSY	DILE	LDVAD	LLAKYTHY	CQICGKGFKRD		
AT5G37350_AtIDDb	ATVE	QAIDPR	TRMV	LFKMLN	RGVFD	VNGCISTGKEAN		
AT5G44160_NUC/AtIDD8	PD	EVIA	LSP	TTLLATN	RFCEVCN	KGQFQRD		
AT5G60470_EGRET/AtIDD13	PD	EVIS	LSPKS	LMATN	RFCEICN	KGQFQRE		
AT5G66730_ENY/AtIDD1	PD	EVIA	LSPKT	LMATN	RFVCEICN	KGQFQRD		
Os03g0197800_OsIDD1	PD	EVIA	LSPKT	LLATN	RFVCEICN	KGQFQRD		
Os01g0195000_OsIDD2	PD	EVIA	LSPRT	LMATN	RYVCEICN	KGQFQRD		
Os09g0555700_OsIDD3	PD	EVIA	LSPRT	LMATN	RFVCEVCN	KGQFQRE		
Os02g0672100_OsIDD4	PD	EVIA	LSPKT	LLATN	RFVCEVCN	KGQFQRE		
Os07g0581366_OsIDD5	GD	PD	EVIA	LSPGT	LLATN	RFVCEVCN	KGQFQRD	
Os08g0554400_OsIDD6	PD	EVVA	LSPHT	LLATN	RFVCEVCN	KGQFQRE		
Os02g0518500_OsIDD7	PD	EVVA	LSPKT	LLATN	RYICEVCN	KGQFQRD		
Os01g0242200_OsIDD8	PD	EVIA	LSPRT	LMATN	RFVCEICN	KGQFQRD		
Os01g0935000_OsIDD9	PD	EVVA	LSPRT	LLATN	RFVCEICN	KGQFQRD		
Os04g0566400_OsIDD10	PD	EVIA	LSPKT	LLATN	RFVCEVCN	KGQFQRE		
Os01g0572300_OsIDD11	PD	EVVA	LSPAT	LMATN	RFVCEICN	KGQFQRD		
Os08g0467100_OsIDD12	PD	EVVS	LSPRT	LLES	DRYVCEICN	QGFQRD		
Os09g0449400_OsIDD13	PD	EVVS	LSPRT	LLES	DRYVCEICN	QGFQRD		
Os03g0237250_OsIDD14	PD	EVVA	LSPRT	LLES	DRYVCEICN	QGFQRE		
Os01g0888700_OsIDDa	LT	YD	FLA	IKTLV	NRGMF	NGVGRQIGVKESD		
Os01g0871200_OsIDDb	SEP	IPMEDH	VDKESDDGGEREN	LPGS	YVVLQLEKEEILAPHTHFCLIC	CGKGFKRD		
Os03g0838800_OsIDDC	SDA	DEGADGDGERA	PFRGS	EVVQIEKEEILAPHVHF	CGVCGKGFKRD			
Os04g0165200_ART2	FRAGATTTAAASSS	GGGDD	GDGDGEV	DVVE	LEASY	LLARYTHY	CQVCGKGFKRD	
Os07g0162300_OsIDDe	ATVE	QAIDPR	TRMV	LFKMLN	RGVFN	TINGCISTGKEAN		
Os10g0419200_Ehd2	PD	EVIA	LSPRA	LVATN	RFVCEVCN	KGQFQRD		
Os08g0562300_OsIDDf	AHAPPVFHSETAAP	AGATSATD	TI	IELDAAE	LLAKYTHY	CQVCGKGFKRD		
Os02g0572900_STOP1	VPQ	EPPQEA	AKGDGD	DVVE	LDASE	LLAEHVHF	CDICGKGFRRD	
Os12g0170400_DART1	TNGGAMDE	CVGAAGDE	QDAREN	PA	AAAE	EEKEY	EVILQLEED	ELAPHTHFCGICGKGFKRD

Figure S1. Multiple alignment of *IDD*-like transcription factors in Arabidopsis, Tomato and Rice. highly conserved amino acids are indicated in red characters and boxes.

	70	80	90
Solyc01g005060_S1IDD12	QNLQMHRRRH	KVPWKLV	KRRVFCPE
Solyc01g007120	IFEVVKEDGT	VLAMKLR	AVKSKRDYL
Solyc01g099340_S1IDD10	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Solyc02g062940_S1IDD17	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Solyc02g085580_S1IDD1	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Solyc03g098070	...MHRRRH	KVPWKLV	KRRVFCPE
Solyc03g121660_S1IDD11	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Solyc04g008500_S1IDD4	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Solyc04g056320_S1IDDb	ANLRMHMRH	GNQYKTP	KRRVYICPE
Solyc04g080130_S1IDD18	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Solyc05g054030_S1IDD5	QNLQMHRRRH	KVPWKLV	KRRVYICPE
Solyc06g062670_S1IDD2	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Solyc06g065440	ANLRMHMRH	GNQYKTP	KRRVYICPE
Solyc06g072360_S1IDD9	QNLQMHRRRH	KVPWKLV	KRRVFCPE
Solyc06g075250_S1IDD7	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Solyc07g053570_S1IDD8	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Solyc08g063040_S1IDD16	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Solyc08g080850	VYHATKADG	QELAIKVY	KRRVYICPE
Solyc09g007550_S1IDD13	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Solyc09g065670_S1IDD15	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Solyc09g074780_S1IDD3	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Solyc10g084180_S1IDD14	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Solyc11g017140	ANLRMHMRH	GNQYKTP	KRRVYICPE
Solyc11g066420	ANLRMHMRH	GNQYKTP	KRRVYICPE
Solyc11g069240_S1IDD6	QNLQLHRRGH	NLPWKLK	KRRVYICPE
AT1G03840_MGP/AtIDD3	QNLQLHRRGH	NLPWKLK	KRRVYICPE
AT1G14580_BLJ/AtIDD6	QNLQLHRRGH	NLPWKLK	KRRVYICPE
AT1G25250_FAL/AtIDD16	QNLQMHRRRH	KVPWKLV	KRRVYICPE
AT1G34370_AtSTOP1	ANLRMHMRH	GNQYKTP	KRRVYICPE
AT1G55110_AtIDD7	QNLQLHRRGH	NLPWKLK	KRRVYICPE
AT1G68130_AtIDD14	QNLQMHRRRH	KVPWKLV	KRRVYICPE
AT2G01940_SGR5/AtIDD15	QNLQMHRRRH	KVPWKLV	KRRVYICPE
AT2G02070_RVN/AtIDD5	QNLQLHRRGH	NLPWKLK	KRRVYICPE
AT2G02080_IME/AtIDD4	QNLQLHRRGH	NLPWKLK	KRRVYICPE
AT2G24990_AtIDDa	VYHATKSDG	SELAIKVY	KRRVYICPE
AT3G13810_AtIDD11	QNLQLHRRGH	NLPWKLK	KRRVYICPE
AT3G45260.1_BIB/AtIDD9	QNLQLHRRGH	NLPWKLK	KRRVYICPE
AT3G50700_AtIDD2	QNLQLHRRGH	NLPWKLK	KRRVYICPE
AT4G02670_AtIDD12	QNLQLHRRGH	NLPWKLK	KRRVYICPE
AT5G03150_JKD/AtIDD10	QNLQLHRRGH	NLPWKLK	KRRVYICPE
AT5G22890_STOP2	ANLRMHMRH	GNQYKTP	KRRVYICPE
AT5G37350_AtIDDb	VYHATKSDG	SELAIKVY	KRRVYICPE
AT5G44160_NUC/AtIDD8	QNLQLHRRGH	NLPWKLK	KRRVYICPE
AT5G60470_EGRET/AtIDD13	QNLQLHRRGH	NLPWKLK	KRRVYICPE
AT5G66730_ENY/AtIDD1	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Os03g0197800_OsIDD1	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Os01g0195000_OsIDD2	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Os09g0555700_OsIDD3	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Os02g0672100_OsIDD4	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Os07g0581366_OsIDD5	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Os08g0554400_OsIDD6	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Os02g0518500_OsIDD7	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Os01g0242200_OsIDD8	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Os01g0935000_OsIDD9	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Os04g0566400_OsIDD10	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Os01g0572300_OsIDD11	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Os08g0467100_OsIDD12	QNLQMHRRRH	KVPWKLV	KRRVFCPE
Os09g0449400_OsIDD13	QNLQMHRRRH	KVPWKLV	KRRVFCPE
Os03g0237250_OsIDD14	QNLQMHRRRH	KVPWKLV	KRRVFCPE
Os01g0888700_OsIDDa	IFEVATEDGT	VLAMKLR	AVKSKRDYL
Os01g0871200_OsIDDb	ANLRMHMRH	GNQYKTP	KRRVYICPE
Os03g0838800_OsIDDb	ANLRMHMRH	GNQYKTP	KRRVYICPE
Os04g0165200_ART2	ANLRMHMRH	GNQYKTP	KRRVYICPE
Os07g0162300_OsIDDe	VYHATKADG	QELAIKVY	KRRVYICPE
Os10g0419200_Ehd2	QNLQLHRRGH	NLPWKLK	KRRVYICPE
Os08g0562300_OsIDDf	ANLRMHMRH	GNQYKTP	KRRVYICPE
Os02g0572900_STOP1	ANLRMHMRH	GNQYKTP	KRRVYICPE
Os12g0170400_DART1	ANLRMHMRH	GNQYKTP	KRRVYICPE

Figure S1. Multiple alignment of *IDD*-like transcription factors in Arabidopsis, Tomato and Rice. highly conserved amino acids are indicated in red characters and boxes.

	100	110	120	130	140	150
Solyc01g005060_S1IDD12	H...	HDPC	HALGDL	VG	G	IKKHF
Solyc01g007120	RHRS	SYNW	LYLSRL	AALKEFA	FMKAL	ED
Solyc01g099340_S1IDD10	H...	HNPS	RALGDL	VG	G	IKKHF
Solyc02g062940_S1IDD17	H...	HDPS	RALGDL	VG	G	IKKHF
Solyc02g085580_S1IDD1	H...	HDPS	RALGDL	VG	G	IKKHF
Solyc03g098070	H...	HDPC	HALGDL	VG	G	IKKHF
Solyc03g121660_S1IDD11	H...	HDPA	RALGDL	VG	G	IKKHF
Solyc04g008500_S1IDD4	H...	HEPS	RALGDL	VG	G	IKKHF
Solyc04g056320_S1IDDb	RNKS	HNKF	RPLKSA	IC	CVKNHF	KRSHCP
Solyc04g080130_S1IDD18	H...	HDPS	RALGDL	VG	G	IKKHF
Solyc05g054030_S1IDD5	H...	HDPC	HALGDL	VG	G	IKKHF
Solyc06g062670_S1IDD2	H...	HDPS	RALGDL	VG	G	IKKHF
Solyc06g065440	RNKE	HKKF	QPLKTI	IC	CVKNHY	KRSHCP
Solyc06g072360_S1IDD9	H...	HDPC	HALGDL	VG	G	IKKHF
Solyc06g075250_S1IDD7	H...	HDPS	RALGDL	VG	G	IKKHF
Solyc07g053570_S1IDD8	H...	HDPS	RALGDL	VG	G	IKKHF
Solyc08g063040_S1IDD16	H...	HDPS	RALGDL	VG	G	IKKHF
Solyc08g080850	YGYC	RHNPF	RKMVKT	WAE	KEMRN	LRLVGA
Solyc09g007550_S1IDD13	H...	HDPS	RALGDL	VG	G	IKKHF
Solyc09g065670_S1IDD15	H...	HDPS	RALGDL	VG	G	IKKHF
Solyc09g074780_S1IDD3	H...	HNPS	RALGDL	VG	G	IKKHF
Solyc10g084180_S1IDD14	H...	HDPS	RALGDL	VG	G	IKKHF
Solyc11g0117140	RNKE	HKKF	QPLKTI	IC	CVKNHY	KRSHCP
Solyc11g066420	WNKK	HAKF	QPLKSM	VC	AKNHY	KRSHCP
Solyc11g069240_S1IDD6	H...	HDPS	RALGDL	VG	G	IKKHF
AT1G03840_MGP/AtIDD3	H...	HNPT	RALGDL	VG	G	IKKHF
AT1G14580_BLJ/AtIDD6	H...	HDPA	RALGDL	VG	G	IKKHF
AT1G25250_FAL/AtIDD16	H...	HDPC	HALGDL	VG	G	IKKHF
AT1G34370_AtSTOP1	RNKE	HKKF	QPLKTI	IC	CVKNHY	KRSHCP
AT1G55110_AtIDD7	H...	HDPS	RALGDL	VG	G	IKKHF
AT1G68130_AtIDD14	H...	HNPC	HALGDL	VG	G	IKKHF
AT2G01940_SGR5/AtIDD15	H...	HNPC	HALGDL	VG	G	IKKHF
AT2G02070_RVN/AtIDD5	H...	HDPS	RALGDL	VG	G	IKKHF
AT2G02080_IME/AtIDD4	H...	HDPS	RALGDL	VG	G	IKKHF
AT2G24990_AtIDDa	YGYC	RHNPF	RKMVKT	WAE	KEMRN	LRLVGA
AT3G13810_AtIDD11	H...	HDPS	RALGDL	VG	G	IKKHF
AT3G45260.1_BIB/AtIDD9	H...	HDPA	RALGDL	VG	G	IKKHF
AT3G50700_AtIDD2	H...	HDPS	RALGDL	VG	G	IKKHF
AT4G02670_AtIDD12	H...	HDPS	RALGDL	VG	G	IKKHF
AT5G03150_JKD/AtIDD10	H...	HDAS	RALGDL	VG	G	IKKHF
AT5G22890_STOP2	WNQR	HEKF	QPLKSV	IC	CAKNHY	KRSHCP
AT5G37350_AtIDDb	YGYC	RHNPF	RKMVKT	WAE	KEMRN	LRLVGA
AT5G44160_NUC/AtIDD8	H...	HHSS	RALGDL	VG	G	IKKHF
AT5G60470_EGRET/AtIDD13	H...	HDPA	RALGDL	VG	G	IKKHF
AT5G66730_ENY/AtIDD1	H...	HDPS	RALGDL	VG	G	IKKHF
Os03g0197800_OsIDD1	H...	HDPS	RALGDL	VG	G	IKKHF
Os01g0195000_OsIDD2	H...	HDPA	RALGDL	VG	G	IKKHF
Os09g0555700_OsIDD3	H...	HDPS	RALGDL	VG	G	IKKHF
Os02g0672100_OsIDD4	H...	HDPS	RALGDL	VG	G	IKKHF
Os07g0581366_OsIDD5	H...	HNPT	RALGDL	VG	G	IKKHF
Os08g0554400_OsIDD6	H...	HDPS	RALGDL	VG	G	IKKHF
Os02g0518500_OsIDD7	H...	HDAT	RALGDL	VG	G	IKKHF
Os01g0242200_OsIDD8	H...	HNPS	RALGDL	VG	G	IKKHF
Os01g0935000_OsIDD9	H...	HDPS	RALGDL	VG	G	IKKHF
Os04g0566400_OsIDD10	H...	HDPA	RALGDL	VG	G	IKKHF
Os01g0572300_OsIDD11	H...	HDPS	RALGDL	VG	G	IKKHF
Os08g0467100_OsIDD12	H...	HDPS	HALGDL	VG	G	IKKHF
Os09g0449400_OsIDD13	H...	HDPS	HALGDL	VG	G	IKKHF
Os03g0237250_OsIDD14	H...	HDPA	HALGDL	VG	G	IKKHF
Os01g0888700_OsIDDa	AHRS	FNW	LYLSRL	AALKEFA	FMKAL	GD
Os01g0871200_OsIDDb	RNKE	HKKF	QPLKTI	IC	CVKNHY	KRSHCP
Os03g0838800_OsIDDb	RNRE	HKSF	QPLKTI	IC	CVKNHY	KRSHCP
Os04g0165200_ART2	WNRR	HPRF	QALKSV	VC	AKNHY	KRSHCP
Os07g0162300_OsIDDe	HGYC	RHNPF	RKMVKT	WAE	KEMRN	LRLVGA
Os10g0419200_Ehd2	H...	HDPA	RALGDL	VG	G	IKKHF
Os08g0562300_OsIDDf	WNRR	HAKF	QPLKSV	IC	CAKNHY	KRSHCP
Os02g0572900_STOP1	RNRA	HRRF	RPLKSA	VC	AKNHY	KRSHCP
Os12g0170400_DART1	RNRM	HASF	QPLKTI	IC	CVKNHY	KRSHCP

Figure S1. Multiple alignment of *IDD*-like transcription factors in Arabidopsis, Tomato and Rice. highly conserved amino acids are indicated in red characters and boxes.

	160	170
Solyc01g005060_S1IDD12	HS C D C G R V F S	R V E S F I E H Q D S
Solyc01g007120	ELQNP.....DV	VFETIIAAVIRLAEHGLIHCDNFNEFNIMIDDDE.....
Solyc01g099340_S1IDD10	YK C D C G T I F S	R R D S F V T H R A F C
Solyc02g062940_S1IDD17	YK C D C G T M F S	R R D S F I T H R A F C
Solyc02g085580_S1IDD1	YK C D C G T L F S	R R D S F I T H R A F C
Solyc03g098070	HS C D C G R V F S	R V E S F I E H Q D A C
Solyc03g121660_S1IDD11	YR C D C G T L F S	R R D S F I T H R A F C
Solyc04g008500_S1IDD4	YR C D C G T L F S	R R D S F I T H R A F C
Solyc04g056320_S1IDDb	WK C S C G T S F S	R K D K L F G H M A L F
Solyc04g080130_S1IDD18	YR C D C G T L F S	R R D S F I T H R A F C
Solyc05g054030_S1IDD5	HS C D C G R V F S	R V E T F I E H Q D S C
Solyc06g062670_S1IDD2	YK C E C G T I F S	R R D S F I T H R A F C
Solyc06g080540	WL C S C G T F S	R K D K L F G H I S L F
Solyc06g072360_S1IDD9	HS C D C G R V F S	R V E S F I E H Q D A C
Solyc06g075250_S1IDD7	YK C D C G T L F S	R K D S F I T H R A F C
Solyc07g053570_S1IDD8	YR C D C G T I F S	R R D S F V T H R A F C
Solyc08g063040_S1IDD16	YR C D C G T L F S	R R D S F I T H R A F C
Solyc08g080850	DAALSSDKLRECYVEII	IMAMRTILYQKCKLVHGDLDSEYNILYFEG.....
Solyc09g007550_S1IDD13	YK C D C G T L F S	R K D S F I T H R A F C
Solyc09g065670_S1IDD15	YR C D C G T L F A	R K D S F V T H R A F C
Solyc09g074780_S1IDD3	YK C D C G T I F S	R R D S F I T H R A F C
Solyc10g084180_S1IDD14	YK C D C G T L F S	R K D S F I T H R A F C
Solyc11g017140	WL C S C G T F S	R K D K L F G H I S L F
Solyc11g066420	WQ C S C G T F S	R K D K L M G H V S L F
Solyc11g069240_S1IDD6	YK C D C G T L F S	R K D S F I T H R A F C
AT1G03840_MGP/AtIDD3	YR C D C G T I F S	R R D S F I T H R A F C
AT1G14580_BLJ/AtIDD6	YR C D C G T I F S	R R D S Y I T H R A F C
AT1G25250_FAL/AtIDD16	HS C D C G R V F S	R V E S F I E H Q D T C
AT1G34370_AtSTOP1	WL C S C G T F S	R K D K L F G H I S L F
AT1G55110_AtIDD7	YK C D C G T L F S	R R D S F I T H R A F C
AT1G68130_AtIDD14	HS C D C G R V F S	R V E S F I E H Q D T C
AT2G01940_SGR5/AtIDD15	HS C D C G .F F S F S F S	R V E S F I E H Q D N C
AT2G02070_RVN/AtIDD5	YR C D C G T L F S	R R D S F I T H R A F C
AT2G02080_IME/AtIDD4	YR C D C G T I F S	R R D S Y I T H R A F C
AT2G24990_AtIDDa	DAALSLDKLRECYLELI	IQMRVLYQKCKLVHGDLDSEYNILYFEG.....
AT3G13810_AtIDD11	YR C D C G T L F S	R R D S F I T H R A F C
AT3G45260.1_BIB/AtIDD9	YR C D C G T L F S	R K D S F I T H R A F C
AT3G50700_AtIDD2	YK C D C G T L F S	R R D S F I T H R A F C
AT4G02670_AtIDD12	YR C D C G T L F S	R K D T F I T H R A F C
AT5G03150_JKD/AtIDD10	YK C D C G T L F S	R K D S F I T H R A F C
AT5G22890_STOP2	WV C S C G T K F S	

180 190

Solyc01g005060_S1IDD12 .....PRLQPITAACSS.....SDTNLP.....
Solyc01g007120 .....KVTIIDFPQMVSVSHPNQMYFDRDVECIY.....
Solyc01g099340_S1IDD10 .....TTQPLATG...PELIST.TQMLNLPQIR.....
Solyc02g062940_S1IDD17 .....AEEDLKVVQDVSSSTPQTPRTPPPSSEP.PAVPSPAAP.....
Solyc02g085580_S1IDD1 .....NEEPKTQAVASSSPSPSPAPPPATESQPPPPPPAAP.....
Solyc03g098070 .....LRSESQSLHP...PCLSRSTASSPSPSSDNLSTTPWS.....
Solyc03g121660_S1IDD11 .....ANPILPSQAGS.....STSQMNFO.....
Solyc04g008500_S1IDD4 .....LMN...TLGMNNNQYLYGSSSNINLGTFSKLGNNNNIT.....
Solyc04g056320_S1IDDb .....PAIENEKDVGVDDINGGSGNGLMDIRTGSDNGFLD.....
Solyc04g080130_S1IDD18 .....NAEG.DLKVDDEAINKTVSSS.....SSPPP.....
Solyc05g054030_S1IDD5 .....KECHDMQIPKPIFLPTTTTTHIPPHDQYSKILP.....
Solyc06g062670_S1IDD2 .....RNPTIFSPQMN.....LQFQQPHY.....
Solyc06g065440 .....TSN.QGQP..MMQLQRLEI.....
Solyc06g072360_S1IDD9 .....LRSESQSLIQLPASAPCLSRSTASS.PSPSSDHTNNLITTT.....
Solyc06g075250_S1IDD7 .....STANLNFRN.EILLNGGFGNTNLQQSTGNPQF.....
Solyc07g053570_S1IDD8 .....NPLAMANN...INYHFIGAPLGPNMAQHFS.....
Solyc08g063040_S1IDD16 .....PPNSS.....
Solyc08g080850 .....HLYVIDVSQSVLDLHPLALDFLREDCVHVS.....
Solyc09g007550_S1IDD13 .....TTNNLNFN....QQQQQ..PVGVSQIG.....
Solyc09g065670_S1IDD15 .....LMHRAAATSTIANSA.....
Solyc09g074780_S1IDD3 .....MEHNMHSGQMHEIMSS.NASLGLSEFN.....
Solyc10g084180_S1IDD14 .....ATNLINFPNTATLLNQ..QANLHGFG.....
Solyc11g017140 .....TSD.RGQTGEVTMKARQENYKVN.ASLGNEFQNP.....
Solyc11g066420 .....KQSAR.....
Solyc11g069240_S1IDD6 .....TAVNLNNLR.NQLINGGIS.TNLQQQQ...QM.....
AT1G03840_MGP/AtIDD3 .....SFAATAGS...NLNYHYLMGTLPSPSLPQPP.....
AT1G14580_BLJ/AtIDD6 .....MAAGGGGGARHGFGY..GASS..ALS.HNHFGNNPNSG.....
AT1G25250_FAL/AtIDD16 .....TNHR..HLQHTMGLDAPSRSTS...TASFG.....
AT1G34370_AtSTOP1 .....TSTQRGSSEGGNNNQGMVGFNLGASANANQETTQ.....
AT1G55110_AtIDD7 .....AMPNP.....IMIQASNS.....
AT1G68130_AtIDD14 .....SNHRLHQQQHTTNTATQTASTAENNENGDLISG.....
AT2G01940_SGR5/AtIDD15 .....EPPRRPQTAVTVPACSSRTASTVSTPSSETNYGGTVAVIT.....
AT2G02070_RVN/AtIDD5 .....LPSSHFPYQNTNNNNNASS.MILG.LSHMGAPQNL.....
AT2G02080_IME/AtIDD4 .....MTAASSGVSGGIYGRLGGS..ALS.HHHLSDHPNFG.....
AT2G24990_AtIDDa .....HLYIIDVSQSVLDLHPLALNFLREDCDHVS.....
AT3G13810_AtIDD11 .....QNQNNNQPNP.....LLIHQSAS.....
AT3G45260.1_BIB/AtIDD9 .....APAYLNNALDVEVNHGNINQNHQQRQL.....
AT3G50700_AtIDD2 .....NPE.....ILTRKNP.....VPN.....
AT4G02670_AtIDD12 .....SSNLNPN.....
AT5G03150_JKD/AtIDD10 .....I...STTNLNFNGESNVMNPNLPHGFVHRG.....
AT5G22890_STOP2 .....GSSKPPTITLK.....
AT5G37350_AtIDDb .....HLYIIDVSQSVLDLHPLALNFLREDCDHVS.....
AT5G44160_NUC/AtIDD8 .....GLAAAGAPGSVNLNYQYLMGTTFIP...PLQP.....
AT5G60470_EGRET/AtIDD13 .....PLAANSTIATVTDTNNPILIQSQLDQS.....
AT5G66730_ENY/AtIDD1 .....YPE.....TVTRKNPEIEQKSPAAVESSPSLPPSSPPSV.....
Os03g0197800_OsIDD1 .....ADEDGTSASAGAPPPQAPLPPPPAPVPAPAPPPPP.....
Os01g0195000_OsIDD2 .....AAAAVAGQQQHGG...GMLFSQVAD.....
Os09g0555700_OsIDD3 .....VYGGAGN..MTLG.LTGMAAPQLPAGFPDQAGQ.....
Os02g0672100_OsIDD4 .....HLYGSAGANMALS..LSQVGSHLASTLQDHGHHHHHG.....
Os07g0581366_OsIDD5 .....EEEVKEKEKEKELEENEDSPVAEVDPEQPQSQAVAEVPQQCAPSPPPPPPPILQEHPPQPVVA.....
Os08g0554400_OsIDD6 .....LYAAAGAG.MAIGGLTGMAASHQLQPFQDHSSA.....
Os02g0518500_OsIDD7 .....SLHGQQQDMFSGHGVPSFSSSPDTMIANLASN.....
Os01g0242200_OsIDD8 .....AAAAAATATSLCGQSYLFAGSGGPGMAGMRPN.....
Os01g0935000_OsIDD9 .....AVTSALQGG...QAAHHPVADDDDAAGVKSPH.....
Os04g0566400_OsIDD10 .....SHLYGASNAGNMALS..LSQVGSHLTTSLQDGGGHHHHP.....
Os01g0572300_OsIDD11 .....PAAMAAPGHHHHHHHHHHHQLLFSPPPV.....
Os08g0467100_OsIDD12 .....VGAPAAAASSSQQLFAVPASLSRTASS.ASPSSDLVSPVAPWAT.....
Os09g0449400_OsIDD13 .....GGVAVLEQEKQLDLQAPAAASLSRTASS.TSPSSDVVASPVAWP.....
Os03g0237250_OsIDD14 .....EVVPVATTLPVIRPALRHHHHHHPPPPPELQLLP.....
Os01g0888700_OsIDDa .....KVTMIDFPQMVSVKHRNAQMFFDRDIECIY.....
Os01g0871200_OsIDDb .....SEQPQGSE.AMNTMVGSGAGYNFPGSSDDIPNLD.....
Os03g0838800_OsIDDC .....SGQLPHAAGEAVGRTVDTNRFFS....DGLMIK.....
Os04g0165200_ART2 .....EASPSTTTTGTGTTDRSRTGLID.....
Os07g0162300_OsIDDe .....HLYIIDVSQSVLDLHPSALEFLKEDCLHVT.....
Os10g0419200_Ehd2 .....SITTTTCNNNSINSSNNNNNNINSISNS.....
Os08g0562300_OsIDDf .....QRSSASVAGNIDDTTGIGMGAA.....
Os02g0572900_STOP1 .....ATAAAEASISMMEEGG.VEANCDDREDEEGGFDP.....
Os12g0170400_DART1 .....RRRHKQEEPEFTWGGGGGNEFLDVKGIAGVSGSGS....

Figure S1. Multiple alignment of *IDD*-like transcription factors in Arabidopsis, Tomato and Rice. highly conserved amino acids are indicated in red characters and boxes.

	200	210
Solyc01g005060_SlIDD12	.....KLAIMPLPKNS.....TNLE	
Solyc01g007120	.....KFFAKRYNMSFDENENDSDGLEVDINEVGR	
Solyc01g099340_SlIDD10	.....NSN.....MKIP...SIPLNMA	
Solyc02g062940_SlIDD17	.....EPLPPPGSP.STAVVSS.....DSPIQHP...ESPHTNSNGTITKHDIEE	
Solyc02g085580_SlIDD1	.....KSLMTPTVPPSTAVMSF.....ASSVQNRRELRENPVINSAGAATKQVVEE	
Solyc03g098070	.....STLLK.....KLSSAAAAANP.....NMVKSCTNKNHLE	
Solyc03g121660_SlIDD11	.....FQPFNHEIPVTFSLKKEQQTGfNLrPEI	
Solyc04g008500_SlIDD4	.....KTTTTTTTTTSG..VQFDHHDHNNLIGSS...TT.TTTTTNNPF	
Solyc04g056320_SlIDDb	.....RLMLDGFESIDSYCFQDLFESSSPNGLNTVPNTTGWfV...	
Solyc04g080130_SlIDD18	.....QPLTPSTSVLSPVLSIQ.....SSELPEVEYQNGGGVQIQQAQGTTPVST	
Solyc05g054030_SlIDD5	.....NLDLELFTSPN.....YFNQN	
Solyc06g062670_SlIDD2	.....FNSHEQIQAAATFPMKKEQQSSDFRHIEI	
Solyc06g065440	.....NTIP.....WPNFIINTPN...AMIK....EHNLE	
Solyc06g072360_SlIDD9	.....GSLFRPEFMGLG.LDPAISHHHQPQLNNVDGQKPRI	
Solyc06g075250_SlIDD7	.....LFKPVSNNN.....NNNNNENSDPMRR.....NQLSL	
Solyc07g053570_SlIDD8	.....TSHHLLNHTLQNF.....QMKQEQQQ	
Solyc08g063040_SlIDD16	.....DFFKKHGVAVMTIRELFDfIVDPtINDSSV	
Solyc08g080850	.....TSFAQDFTSMTTVN..PLHQHQ.QKPRL	
Solyc09g007550_SlIDD13	.....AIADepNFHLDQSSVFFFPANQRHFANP	
Solyc09g065670_SlIDD15	.....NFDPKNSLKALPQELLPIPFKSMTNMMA	
Solyc09g074780_SlIDD3	.....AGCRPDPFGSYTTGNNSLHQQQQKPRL	
Solyc10g084180_SlIDD14	.....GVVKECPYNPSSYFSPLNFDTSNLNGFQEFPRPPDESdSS	
Solyc11g017140	.....SGNIS..QLMGLGSLDPSN.....QLNLDHGQKSRL	
Solyc11g066420	.....SFPFGPPQPQ.....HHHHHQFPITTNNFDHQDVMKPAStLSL	
Solyc11g069240_SlIDD6	.....FTPLAAAGYNLN.....RSSSDKFEDFVPQA...TNPNGPT.NFL	
AT1G03840_MGP/AtIDD3	.....P.LLHGfPLLR.PP.....RPSNQHS	
AT1G14580_BfJ/AtIDD6	.....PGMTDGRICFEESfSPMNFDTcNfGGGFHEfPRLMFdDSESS	
AT1G25250_FAL/AtIDD16	.....PHHHHQQTQONIGfSSSS.....QNIIS	
AT1G34370_AtSTOP1	.....PILPGHPLQRQs.....PPSEQQP	
AT1G55110_AtIDD7	.....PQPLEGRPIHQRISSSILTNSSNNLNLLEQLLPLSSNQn.....PNQENQQ	
AT1G68130_AtIDD14	.....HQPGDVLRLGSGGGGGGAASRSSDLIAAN...ASGYfMQENPS	
AT2G01940_SGR5/AtIDD15	.....FNPL..VGYNLN...IASSDNRDFIPQS...SNPN.....fL	
AT2G02070_RVN/AtIDD5	.....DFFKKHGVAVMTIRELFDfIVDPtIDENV	
AT2G02080_IME/AtIDD4	.....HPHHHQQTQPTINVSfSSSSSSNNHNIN	
AT2G24990_AtIDDa	.....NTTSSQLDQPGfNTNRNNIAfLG...QTL	
AT3G13810_AtIDD11	.....PVPAP.VDTESAKIKS.....SSTLTIK...QS...ESPkTPPEIVQE	
AT3G45260.1_BfB/AtIDD9	.....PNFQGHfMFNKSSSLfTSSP.LfIEP	
AT3G50700_AtIDD2	.....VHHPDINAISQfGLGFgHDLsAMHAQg	
AT4G02670_AtIDD12	.....FVPQPQTNPn.....HHHQHFQPTS.....SSLSL	
AT5G03150_UKD/AtIDD10	.....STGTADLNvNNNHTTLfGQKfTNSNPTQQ	
AT5G22890_STOP2	.....AIAPAPAIsvETESVKIIS.....SSVLPIQ...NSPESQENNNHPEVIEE	
AT5G37350_AtIDDb	.....AAAPAPAAQPEQRD.RD...AALDQfATPAPAP...APPVfTAPP	
AT5G60470_EGREt/AtIDD13	.....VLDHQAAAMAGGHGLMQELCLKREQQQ	
AT5G66730_ENY/AtIDD1	.....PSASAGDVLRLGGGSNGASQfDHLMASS...SGSSMFERSQG..	
Os03g0197800_OsIDD1	.....ASPDLLRFGGSGGG.....AMAARLEHLLSSS...SASAFRPLPPP	
Os01g0195000_OsIDD2	.....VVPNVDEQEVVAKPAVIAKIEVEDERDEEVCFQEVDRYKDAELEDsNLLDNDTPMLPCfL	
Os09g0555700_OsIDD3	.....ITTA...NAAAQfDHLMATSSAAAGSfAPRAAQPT	
Os02g0672100_OsIDD4	.....OSt2g0518500_OsIDD7	.....DHNSDSHLRS...LSPYALVTRNTTLf
Os07g0581366_OsIDD5	.....OSt01g0242200_OsIDD8	.....MMMPfPQDAA...QLSWLYGN.....
Os08g0554400_OsIDD6	.....OSt01g0935000_OsIDD9	.....VAAATAGNPLLP...VAAATAGNPLLP
Os02g0518500_OsIDD7	.....OSt04g0566400_OsIDD10	.....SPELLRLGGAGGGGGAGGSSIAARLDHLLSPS...GASAFRP.PQP
Os01g0242200_OsIDD8	.....OSt01g0572300_OsIDD11	.....MAHHQELAAfLQEQ...QQQQHHQDVMQs
Os01g0935000_OsIDD9	.....OSt08g0467100_OsIDD12	.....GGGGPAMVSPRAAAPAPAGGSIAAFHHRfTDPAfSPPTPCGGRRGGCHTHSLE
Os04g0566400_OsIDD10	.....OSt09g0449400_OsIDD13	.....GAGAPSMPSPKAAA...FRGRf.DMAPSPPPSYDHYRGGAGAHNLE
Os01g0572300_OsIDD11	.....OSt03g0237250_OsIDD14	.....ASTTAPLAAAFS...ASTTAPLAAAFS
Os08g0467100_OsIDD12	.....OSt01g0888700_OsIDDa	.....KFFRKRfHLSSEKCE.EQDGSIDIDDENSR
Os09g0449400_OsIDD13	.....OSt01g0871200_OsIDDb	.....MKMADD...PRYfSPLSfDPC.FGGLDDfTRPGfDISENP
Os03g0237250_OsIDD14	.....OSt03g0838800_OsIDDC	.....GSMEDE...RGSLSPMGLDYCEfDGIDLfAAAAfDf....
Os01g0888700_OsIDDa	.....OSt04g0165200_ART2	.....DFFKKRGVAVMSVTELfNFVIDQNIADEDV
Os01g0871200_OsIDDb	.....OSt07g0162300_OsIDDe	.....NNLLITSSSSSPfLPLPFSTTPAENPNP
Os03g0838800_OsIDDC	.....OSt10g0419200_Ehd2	.....KFFQEWMEELRG...GAVAPN..WSAPSEAGH...GGGDEffS..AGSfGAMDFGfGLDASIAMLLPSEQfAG..
Os04g0165200_ART2	.....OSt08g0562300_OsIDdf	
Os07g0162300_OsIDDe	.....OSt02g0572900_STOP1	
Os09g0449400_OsIDD13	.....OSt12g0170400_DART1	
Os03g0237250_OsIDD14		
Os01g0888700_OsIDDa		
Os01g0871200_OsIDDb		
Os03g0838800_OsIDDC		
Os04g0165200_ART2		
Os07g0162300_OsIDDe		
Os10g0419200_Ehd2		
Os08g0562300_OsIDdf		
Os02g0572900_STOP1		
Os12g0170400_DART1		

Figure S1. Multiple alignment of *IDD*-like transcription factors in Arabidopsis, Tomato and Rice. highly conserved amino acids are indicated in red characters and boxes.

Solyc01g005060_SlIDD12
 Solyc01g007120
 Solyc01g099340_SlIDD10
 Solyc02g062940_SlIDD17
 Solyc02g085580_SlIDD1
 Solyc03g098070
 Solyc03g121660_SlIDD11
 Solyc04g008500_SlIDD4
 Solyc04g056320_SlIDDb
 Solyc04g080130_SlIDD18
 Solyc05g054030_SlIDD5
 Solyc06g062670_SlIDD2
 Solyc06g065440
 Solyc06g072360_SlIDD9
 Solyc06g075250_SlIDD7
 Solyc07g053570_SlIDD8
 Solyc08g063040_SlIDD16
 Solyc08g080850
 Solyc09g007550_SlIDD13
 Solyc09g065670_SlIDD15
 Solyc09g074780_SlIDD3
 Solyc10g084180_SlIDD14
 Solyc11g017140
 Solyc11g066420
 Solyc11g069240_SlIDD6
 AT1G03840_MGP/AtIDD3
 AT1G14580_BLJ/AtIDD6
 AT1G25250_FAL/AtIDD16
 AT1G34370_AtSTOP1
 AT1G55110_AtIDD7
 AT1G68130_AtIDD14
 AT2G01940_SGR5/AtIDD15
 AT2G02070_RVN/AtIDD5
 AT2G02080_IME/AtIDD4
 AT2G24990_AtIDDa
 AT3G13810_AtIDD11
 AT3G45260.1_BIB/AtIDD9
 AT3G50700_AtIDD2
 AT4G02670_AtIDD12
 AT5G03150_JKD/AtIDD10
 AT5G22890_STOP2
 AT5G37350_AtIDDb
 AT5G44160_NUC/AtIDD8
 AT5G60470_EGRET/AtIDD13
 AT5G66730_ENY/AtIDD1
 Os03g0197800_OsIDD1
 Os01g0195000_OsIDD2
 Os09g0555700_OsIDD3
 Os02g0672100_OsIDD4
 Os07g0581366_OsIDD5
 Os08g0554400_OsIDD6
 Os02g0518500_OsIDD7
 Os01g0242200_OsIDD8
 Os01g0935000_OsIDD9
 Os04g0566400_OsIDD10
 Os01g0572300_OsIDD11
 Os08g0467100_OsIDD12
 Os09g0449400_OsIDD13
 Os03g0237250_OsIDD14
 Os01g0888700_OsIDDa
 Os01g0871200_OsIDDb
 Os03g0838800_OsIDDC
 Os04g0165200_ART2
 Os07g0162300_OsIDDe
 Os10g0419200_Ehd2
 Os08g0562300_OsIDDf
 Os02g0572900_STOP1
 Os12g0170400_DART1
 LGLKSS.....
 PQFSEINKNSGFLD.....
 .GSMFSSSSG.....
 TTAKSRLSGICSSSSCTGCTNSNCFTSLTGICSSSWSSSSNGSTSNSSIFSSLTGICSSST
 AAVVASLTGNCSSS.....
 LQLLTT.....
 PPWLLVGGGGGPGP.....
 FLQDTNQDHYN.....
 .....
 TPVITISTAAASGP.....
 THNFSS.....
 PPWLITNSQPFQL.....
 .....
 LQLLTT.....
 PLWLDN.NMNPNGND.....
 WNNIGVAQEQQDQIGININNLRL.....
 NNDLS.SQLFIQNP.....
 DSYLEKVQERILAR.....
 SLWLINQANNMMS.....
 PPPQLPISAAATGV.....
 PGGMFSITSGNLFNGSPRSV.....
 SLWLDQQAANHNPN.....
 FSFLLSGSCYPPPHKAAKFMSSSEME.....
 .....
 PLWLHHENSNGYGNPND.....
 WSGGNINHHQQVT.....
 MQCSPNQGLLAQ.....
 PAFAYPF.....
 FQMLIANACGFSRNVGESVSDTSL.....
 .....
 STLLYPF.....
 QKVKEP.....
 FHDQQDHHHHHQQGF.....
 IQSASSQGMLNTT.....
 DSYLEEVQRKVIER.....
 SLHFDTNNGNTNNS.....
 PTNVFASSSSPSPR.....
 APKPTSIN.VVTS.....
 ...SLSTAALSTPP.....
 LSEMVMMASTGNHH.....
 .....
 DSYLEEVQRKVIER.....
 WMG.....
 QPNALALSSPPSPR.....
 ASRTIGFN.VSSSD.....
 PPPVAAPNDCVSSS.....
 QQQFAPSWLTAQQQ.....
 .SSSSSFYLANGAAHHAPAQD.....
 QQQPPAPFLLGAAP.....
 PSPSEAIGTDGSST.....
 SSSSSPFYLG.....
 SNQISPKESG.....
 .....
 .....
 AFFLNAAAAAATG.....
 PHQHQQQQQQRQQL.....
 LQLMPPTTTTCAG.....
 LQLMP.....FNA.....
 TTGSSS.....
 PSFLSIQKAAGSLD.....
 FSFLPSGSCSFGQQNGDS.....
 .....
 DHYLEKIQQKMLEN.....
 NQLLFLQQHQAHA.....
 .....
 .....
 .....DHQEENGDK.....

Figure S1. Multiple alignment of *IDD*-like transcription factors in Arabidopsis, Tomato and Rice. highly conserved amino acids are indicated in red characters and boxes.

```

Solyc01g005060_SlIDD12
Solyc01g007120
Solyc01g099340_SlIDD10
Solyc02g062940_SlIDD17
Solyc02g085580_SlIDD1
Solyc03g098070
Solyc03g121660_SlIDD11
Solyc04g008500_SlIDD4
Solyc04g056320_SlIDDb
Solyc04g080130_SlIDD18
Solyc05g054030_SlIDD5
Solyc06g062670_SlIDD2
Solyc06g065440
Solyc06g072360_SlIDD9
Solyc06g075250_SlIDD7
Solyc07g053570_SlIDD8
Solyc08g063040_SlIDD16
Solyc08g080850
Solyc09g007550_SlIDD13
Solyc09g065670_SlIDD15
Solyc09g074780_SlIDD3
Solyc10g084180_SlIDD14
Solyc11g017140
Solyc11g066420
Solyc11g069240_SlIDD6
AT1G03840_MGP/AtIDD3
AT1G14580_BIJ/AtIDD6
AT1G25250_FAL/AtIDD16
AT1G34370_AtSTOP1
AT1G55110_AtIDD7
AT1G68130_AtIDD14
AT2G01940_SGR5/AtIDD15
AT2G02070_RVN/AtIDD5
AT2G02080_IME/AtIDD4
AT2G24990_AtIDDa
AT3G13810_AtIDD11
AT3G45260.1_BIB/AtIDD9
AT3G50700_AtIDD2
AT4G02670_AtIDD12
AT5G03150_JKD/AtIDD10
AT5G22890_STOP2
AT5G37350_AtIDDb
AT5G44160_NUC/AtIDD8
AT5G60470_EGRET/AtIDD13
AT5G66730_ENY/AtIDD1
Os03g0197800_OsIDD1
Os01g0195000_OsIDD2
Os09g0555700_OsIDD3
Os02g0672100_OsIDD4
Os07g0581366_OsIDD5
Os08g0554400_OsIDD6
Os02g0518500_OsIDD7
Os01g0242200_OsIDD8
Os01g0935000_OsIDD9
Os04g0566400_OsIDD10
Os01g0572300_OsIDD11
Os08g0467100_OsIDD12
Os09g0449400_OsIDD13
Os03g0237250_OsIDD14
Os01g0888700_OsIDDa
Os01g0871200_OsIDDb
Os03g0838800_OsIDDC
Os04g0165200_ART2
Os07g0162300_OsIDDe
Os10g0419200_Ehd2
Os08g0562300_OsIDDf
Os02g0572900_STOP1
Os12g0170400_DART1

```

Figure S1. Multiple alignment of *IDD*-like transcription factors in Arabidopsis, Tomato and Rice. highly conserved amino acids are indicated in red characters and boxes.

```

How the deposited data were processed for this re-analysis (not part of the article)

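Transcripts of 22 target genes (18 SlIDD genes, SlIDD-like1, SlSTOP1, CRF5 and STF4) and of ubiquitin were measured by SYBR Green qRT-PCR in roots and shoots of tomato seedlings, 2 h and 24 h after salt, low pH or flood treatment and in controls (16 groups). The authors ran the reactions on a T100 Thermocycler system and analysed them in CFX Maestro. The Ct values deposited by the authors are PCR cycles per well before any normalization, as the name of the sheet and the values show. The ratio values in the authors' other sheets were made by the authors before deposit, by the 2^-ddCt method against ubiquitin, as the methods of the paper state: the normalized sheet holds relative quantities scaled within each pair of groups, seen from the values, and the fold change sheet the fold changes of treated over control, as its header shows. The paper's Tables S8 to S10 hold the same fold changes.

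Stress and tissue follow the sample titles and source names; the characteristics fields name other treatments or tissues for some of the same samples and were not used, and the column headings of the fold sheet conflict with the titles as well, so that tissue there follows the paper's tables. The labels place 2 h on the first plate and 24 h on the second. Instead, well rows A to D were read as 2 h and E to H as 24 h on both plates, with 11 targets on the first plate and 11 on the second. This layout, and the handling of wells with irregular names, was chosen after seeing the files, by matching the fold changes of Tables S8 to S10; 74 of 130 root values and 117 of 128 shoot values then lay within 0.05 log2 of the tables, which is no independent evidence. Of 1536 wells, 1425 had a value and 1403 were used; 24 wells with irregular names were left out because their place on the plate is unclear. CRF5 and STF4 have no values in low pH shoots. In the fold sheet SlIDD9 and SlSTOP1 carry the same locus name, and they were kept as separate assays.

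Each stress was compared with the control of the same tissue and time (12 comparisons, up to 4 wells per gene and group and up to 8 for ubiquitin). The wells cannot be tied to plants, so each entered singly; p is too small where wells share a plant, as ubiquitin wells do when they outnumber the 4 samples that the paper states. Minus delta Ct was computed with the group mean of ubiquitin over both plates, and fitted per comparison with limma 3.58.1 (lmFit, eBayes) in R 4.3.3; the error of the ubiquitin means was added to that of the gene, with Satterthwaite degrees of freedom, and p was two-sided and adjusted by Benjamini-Hochberg over the genes of a comparison, at a threshold of 0.05. Differences between tissues or times were tested as limma interactions in the same way, and the change of ubiquitin itself by an exact permutation test of its Ct. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

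Genes named for a comparison are those that the text of the paper names for that stress and tissue, and the 5 with the largest absolute log2 fold change among those past the threshold; this gave 135 values. The values of Tables S8 to S10 had been read when this rule and the lists of genes were written. The lists are the phylogenetic groups and the sets by response that the paper names. Correlations of log2 fold changes between stresses were set against 1000 simulations of unchanged groups that share the controls.

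The fit was tested on simulated data with the group sizes and spreads of 4 comparisons (100 draws of 22 genes). Of genes with a true change of 1, 2 and 4 on the log2 scale it called, in salt roots at 2 h 42.3%, 85.0% and 98.3%, with 6.49% of calls false; in salt shoots at 24 h 33.3%, 85.7% and 100%, with 9.13% of calls false; in low pH roots at 24 h 15.0%, 56.7% and 99.0%, with 3.03% of calls false; and in flood shoots at 24 h 25.0%, 84.7% and 100%, with 3.97% of calls false. In the salt comparisons the share of false calls thus lay above the nominal level of 5%. Each simulated well was drawn independently, those of ubiquitin included, with no shift shared by a plate and no shared plants. These shares therefore do not cover such errors. In low pH roots at 24 h, for example, ubiquitin changed by -3.97 cycles on the first plate and 0.05 on the second.

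Alternatives set before the files were seen were the global mean of the targets or no gene as the reference, one fit over all groups, the well row as a block, each replicate left out, the exact permutation test, adjustment over all comparisons, an unadjusted p, a ratio of arithmetic means and the authors' fold changes. Added after seeing the data were ubiquitin of the same plate, ubiquitin of the same plate and row, irregular wells in plate order or left out on both plates, genes and times as labelled, and each plate alone for ubiquitin. Not run were a comparison of averaged with single wells, since wells cannot be tied to samples, a limit of Ct at 35, since 0 wells lie above it (range 13.65 to 32.65), and the authors' normalized sheet, since its scale differs between pairs of groups. The test behind the paper's P could not be identified from its text, so its P served only to count calls. Phylogeny, gene structure and promoter elements were not analysed here.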

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

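The comparison of target genes with ubiquitin between the plates was set before its result was seen; every other test in this part (of the ubiquitin transcript, of CRF5 and STF4, of SlIDD12, and of other splits of the wells) was chosen after the result was seen. Wells stand for samples in all of them, so splits of treated and control wells bear on chance among wells only. If wells share plants, which the labels leave open, chance among plants is not tested.

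Under low pH, ubiquitin changed differently on the 2 plates: by over 1 cycle and over 2 standard errors in 3 of 4 comparisons, and by 4.02 cycles (standard error 0.23) in roots at 24 h. The same bar was passed outside low pH at 24 h, in salt roots (1.38, standard error 0.20), salt shoots (-1.70, standard error 0.28) and flood roots (1.51, standard error 0.15). Control wells at 24 h also differed by plate, so the pattern is not particular to low pH. A change of the ubiquitin transcript alone would appear alike on both plates, so these differences argue against it as the whole cause. Less cDNA on the second plate would shift its target genes as far as its ubiquitin; over the 12 comparisons the slope of the plate difference of the targets on that of ubiquitin was 0.40 (standard error 0.19, n = 12), between the bounds set beforehand, which would have decided. Unequal cDNA and a cause within the ubiquitin wells therefore cannot be told apart, because each plate holds its own target genes. No biological explanation was tested beyond a change of the transcript.

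CRF5 and STF4, which the text of the paper does not discuss, moved apart in flood roots: CRF5 by 3.18 at 2 h and 4.53 at 24 h on the log2 scale, STF4 by -3.14 and -4.07. A change of ubiquitin is excluded as the cause, since CRF5 less STF4 at 24 h came to 8.60 and no reference alters that value. With the names of the assays exchanged on the flood root plate, the largest of the 4 values by size was 0.38, as an exchange of the assays needs. An opposite response of the genes to flood in roots stays open as an untested hypothesis.

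SlIDD12 was higher in roots at 2 h under all 3 stresses, by 6.86 (salt), 6.56 (low pH) and 6.40 (flood) on the log2 scale, against the same control wells. Poor cDNA in those control wells would shift the other targets of the plate alike; their median change of Ct was 1.34 cycles (n = 8 genes) where that of SlIDD12 was 7.55, which excludes it. A single deviating control well is excluded too, since with 1 control well left out the lowest value was 5.55. An exchange of the control plates of roots and shoots cannot be told apart from the labels as given: by the other targets of the plate, 8 of 12 treated groups lay nearer to the control of the other tissue, and few genes set that profile. Such an exchange would bear on every gene of the second plate and on each contrast of roots with shoots that rests on it. An exchange of tissues on the first plate was not tested. A response of SlIDD12 shared by the stresses stays open and is untested apart from these controls.

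In 7 of 162 groups of wells, 1 well lay far from the others by Dixon's criterion, which chance meets in about 1 in 20 groups: SlIDD1 in low pH root 24 h (Ct 19.9), SlIDD1 in low pH shoot 2 h (Ct 23.4), SlIDD12 in low pH root 24 h (Ct 21.3), SlIDD13 in low pH root 2 h (Ct 18.6), SlIDD15 in low pH shoot 2 h (Ct 22.5), SlIDD15 in salt shoot 2 h (Ct 20.0) and SlIDD3 in control root 2 h (Ct 24.2).

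The response of many genes differed between shoots and roots by the limma interaction at adjusted p under 0.05; beside each count stands the highest count among other splits of the same wells (100 splits with the real one). The counts were salt 2 h 9 (highest other 8), salt 24 h 15 (highest other 9), low pH 2 h 6 (highest other 9; 2 without replicate 1 and 2 without replicate 3), low pH 24 h 11 (highest other 8), flood 2 h 15 (highest other 11) and flood 24 h 14 (highest other 9). The real split alone gave a count as large (1 split), by a margin of 1 gene under salt at 2 h. Low pH at 2 h was the exception, where 3 of 100 splits gave a count as large and another split exceeded the real one. The splits exchanged wells between roots and shoots, within treated and within control wells. Differences between the tissues themselves thus enter the other splits, which therefore cannot exclude chance as the source of these counts.

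Between 2 h and 24 h the response differed, by the same test and number of splits, for salt shoots 4 (highest other 2; 2 without replicate 1, 0 without replicate 2 and 1 without replicate 3), low pH roots 3 (highest other 0; 0 without replicate 2 and 0 without replicate 3), low pH shoots 5 (highest other 3; 2 without replicate 1, 0 without replicate 2 and 2 without replicate 3), flood roots 4 (highest other 3; 2 without replicate 1, 0 without replicate 3 and 2 without replicate 4) and flood shoots 8 (highest other 3; 3 without replicate 1, 0 without replicate 2 and 3 without replicate 3). The real split alone gave a count as large in these (1 of 100). Wells were here exchanged between the times, so differences between the times themselves enter the other splits and chance is not excluded. Each count also fell to 0 in at least 1 fit without a replicate, so these counts are not robust. For salt roots limma called 0 (3 at an unadjusted p under 0.05; highest other 2; 1 without replicate 4), and a count of 0 is reached by every split (100 of 100), so the splits say nothing there.

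Among genes that the paper contrasts, the limma interaction was past the threshold for shoots less roots (log2) in SlIDD1 salt 24 h 2.24 (not past with no reference -0.074), SlIDD2 salt 24 h 3.20, SlIDD15 salt 2 h 4.98, SlIDD18 salt 2 h 3.06, SlIDD9 salt 2 h -8.07, SlIDD3 salt 2 h -4.13, SlIDD15 low pH 24 h 3.86, SlIDD17 low pH 24 h 2.91 (not past with no reference 0.044, not past with ubiquitin of the same plate 0.79), SlIDD2 flood 24 h 6.00 and SlIDD12 flood 2 h -5.01; for 24 h less 2 h it was past the threshold in SlIDD6 low pH shoots 3.22 (3 of 4 fits with a replicate left out) and SlIDD12 low pH roots -4.04 (1 of 4 fits with a replicate left out, not past with the global mean of the targets -2.43, not past with no reference -2.21).

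Outside the genes that the paper discusses, and beyond the control wells by limma, CRF5 also changed in salt shoots at 24 h (3.61) and in flood shoots at 24 h (3.03), and STF4 in salt shoots at 24 h (1.75) and in flood shoots at 2 h (1.18) and 24 h (1.27). With the global mean of the targets as the reference the values were 2.40 and 0.54 in salt shoots, which passed, and 1.00 for CRF5 and -0.14 and -0.76 for STF4 in flood shoots, which did not, those of STF4 with the sign turned. With a replicate left out STF4 passed in 3 of 4 fits in salt shoots, and in 3 of 4 at 2 h and 1 of 4 at 24 h in flood shoots.

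The number of changed genes was set against all 35 splits of the treated and control wells of a comparison. The real split gave the highest count for salt root 2 h 8 (highest other 1; 3 without replicate 3), salt root 24 h 6 (highest other 1; 3 without replicate 3 and 2 without replicate 4), salt shoot 2 h 8 (highest other 1; 5 without replicate 4), salt shoot 24 h 17 (highest other 1; 10 without replicate 1 and 6 without replicate 2), low pH root 2 h 6 (highest other 0; 3 without replicate 4), low pH shoot 2 h 7 (highest other 0; 3 without replicate 1 and 2 without replicate 3), low pH shoot 24 h 16 (highest other 1), flood root 2 h 9 (highest other 1), flood root 24 h 5 (highest other 0), flood shoot 2 h 14 (highest other 1; 9 without replicate 3) and flood shoot 24 h 21 (highest other 1; 13 without replicate 2), each with 1 split as large, the real one. With 35 splits the smallest share that can be reached is 0.0286 for each comparison, not corrected over the 12 comparisons. These counts thus argue against chance among wells in each comparison taken alone and do not exclude it. In low pH roots at 24 h limma called 0 genes (9 at an unadjusted p under 0.05; highest other 0), and a count of 0 is reached by every split (35 of 35), so the splits say nothing there.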

How the results depend on the processing

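Alternatives with ubiquitin of the same plate, with the wells of irregular name, with genes and times as labelled, and with each plate alone were chosen after seeing the data; the others were set before the data were examined. The cause of each shift below was not tested, unless stated. Fits treat wells as replicates. Planned but not run: leaving out Ct over 35 (0 wells lie above it), single wells in place of averages per biological sample (wells cannot be tied to samples, so each already counts singly), and the authors' normalized matrix, which is scaled within pairs of groups. In simulated data with the same spread, changes of 1 on the log2 scale were called in 15.0% to 42.3% of genes, depending on the comparison. Genes that miss the threshold are thus not shown to be unchanged. The simulated wells were independent, without shifts shared by a plate or shared plants.

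With the global mean of the targets in place of ubiquitin, the median of all genes shifted by -2.03 to 0.29 log2 across the comparisons, and 83 of 135 values of named genes kept direction and side of the threshold, 15 fell below it, 19 passed it, 18 reversed. Changed genes, with higher/lower and the counts with ubiquitin in parentheses: salt root 2 h 13 (4/9; 8, 6/2); salt root 24 h 10 (4/6; 6, 4/2); salt shoot 24 h 8/7 (14/3); low pH root 2 h 12 (5/7; 6, 6/0); low pH root 24 h 13 (6/7; 0, 0/0); low pH shoot 2 h 3/4 (5/2); low pH shoot 24 h 7/4 (15/1); flood root 2 h 6/7 (7/2); flood root 24 h 3/4 (3/2); flood shoot 2 h 7 (3/4; 14, 13/1); flood shoot 24 h 12 (6/6; 21, 20/1). Reversed: SlIDD11 salt shoot 24 h -0.88 (from 0.33); SlIDD2 low pH root 2 h -1.25 (from 0.077); SlIDD17 low pH shoot 24 h -0.27 (from 1.53); SlIDD2 low pH shoot 24 h -0.80 (from 1.01); SlIDD11 low pH shoot 24 h -0.22 (from 1.58); SlIDD7 flood shoot 2 h -0.037 (from 1.29); SlIDD7 flood shoot 24 h -0.78 (from 1.25); SlIDD13 flood shoot 24 h -1.13 (from 0.90); SlIDD11 flood shoot 24 h -0.33 (from 1.70); and, past the threshold with neither setting, SlIDD4 salt root 2 h -0.070 (from 0.67); SlIDD13 salt root 24 h -0.20 (from 0.20); SlIDD12 salt shoot 2 h -0.23 (from 0.12); SlIDD7 salt shoot 2 h -0.21 (from 0.14); SlIDD16 salt shoot 2 h -0.20 (from 0.15); SlIDD1 low pH root 2 h -0.19 (from 1.13); SlIDD4 low pH root 2 h -0.090 (from 1.23); SlIDD17 low pH shoot 2 h -0.39 (from 0.59); SlIDD13 flood shoot 2 h -0.71 (from 0.61). Other results: genes that differ between 2 h and 24 h, flood root 9 (from 4); changed calls over 12 comparisons, SlIDD4 2 (from 5); changed calls over 12 comparisons, SlIDD16 7 (from 3); changed SlIDD calls at 2 h and 24 h, salt root 22 (from 14); changed SlIDD calls at 2 h and 24 h, low pH root 22 (from 6); median absolute log2 fold change of SlIDD genes, low pH shoot 0.72 (from 1.76); changed SlIDD calls at 2 h and 24 h, flood root 16 (from 10); changed SlIDD calls at 2 h and 24 h, flood shoot 18 (from 30); median absolute log2 fold change of SlIDD genes, flood shoot 0.77 (from 1.92). A shift of all genes together cannot show under this setting by its construction; beyond that the cause was not tested.

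With no reference gene, the median of all genes shifted by -0.83 to 2.13, and 98 of 135 values of named genes kept direction and side of the threshold, 4 fell below it, 15 passed it, 18 reversed. Changed genes, given in the same way: salt root 2 h 15 (15/0; 8, 6/2); salt root 24 h 20 (19/1; 6, 4/2); salt shoot 24 h 10/4 (14/3); low pH root 24 h 17 (17/0; 0, 0/0); low pH shoot 24 h 14/3 (15/1); flood root 2 h 17 (15/2; 9, 7/2); flood root 24 h 21 (19/2; 5, 3/2). Reversed: SlIDD1 salt root 2 h 0.42 (from -1.08); SlIDD15 salt root 2 h 1.31 (from -0.19); SlIDD1 salt root 24 h 0.86 (from -0.62); SlIDD7 salt root 24 h 0.083 (from -1.40); SlIDD10 salt root 24 h 0.91 (from -0.57); SlIDD15 salt root 24 h 1.04 (from -0.44); SlIDD13 low pH root 24 h 0.59 (from -1.54); SlIDD17 low pH root 24 h 0.76 (from -1.38); SlIDD2 low pH root 24 h 1.60 (from -0.53); SlIDD18 flood root 2 h 0.97 (from -0.18); SlIDD6 flood root 24 h 1.14 (from -0.49); and, past the threshold with neither setting, SlIDD7 salt root 2 h 0.65 (from -0.85); SlIDD10 salt root 2 h 0.78 (from -0.71); SlIDD11 salt shoot 24 h -0.50 (from 0.33); SlIDD17 low pH root 2 h 0.032 (from -0.27); SlIDD-like1 low pH root 24 h 0.083 (from -2.05); SlIDD15 low pH root 24 h 0.14 (from -1.99); SlIDD16 low pH root 24 h 0.43 (from -1.70). The construction adds the change of ubiquitin to every gene of a comparison.

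With ubiquitin of the same plate as the gene, the median of all genes shifted by -0.48 to 0.51, and 99 of 135 values of named genes kept direction and side of the threshold, 5 fell below it, 11 passed it, 20 reversed. Changed genes, given in the same way: salt root 24 h 13 (7/6; 6, 4/2); low pH root 2 h 14 (10/4; 6, 6/0); low pH root 24 h 13 (5/8; 0, 0/0); low pH shoot 2 h 7/1 (5/2); flood root 24 h 9 (6/3; 5, 3/2). Reversed: SlIDD10 salt shoot 24 h 1.11 (from -0.016); SlIDD2 low pH root 2 h -1.57 (from 0.077); SlIDD8 low pH root 24 h -0.72 (from 1.12); SlIDD1 low pH root 24 h -1.77 (from 0.072); and, past the threshold with neither setting, SlIDD15 salt root 24 h 0.25 (from -0.44); SlIDD12 salt shoot 2 h -0.16 (from 0.12); SlIDD16 salt shoot 2 h -0.13 (from 0.15); SlIDD4 salt shoot 2 h 0.073 (from -0.24); SlIDD-like1 low pH root 2 h 0.99 (from -0.72); SlIDD15 low pH root 2 h 1.05 (from -0.66); SlIDD16 low pH root 2 h 1.31 (from -0.40); SlIDD17 low pH root 2 h 1.44 (from -0.27); SlIDD1 low pH root 2 h -0.52 (from 1.13); SlIDD4 low pH root 2 h -0.42 (from 1.23); SlIDD-like1 low pH root 24 h 0.13 (from -2.05); SlIDD13 low pH root 24 h 0.63 (from -1.54); SlIDD15 low pH root 24 h 0.19 (from -1.99); SlIDD16 low pH root 24 h 0.48 (from -1.70); SlIDD17 low pH root 24 h 0.80 (from -1.38); SlIDD18 flood root 2 h 0.087 (from -0.18). Other results: genes that differ between 2 h and 24 h, salt root 4 (from 0); genes that differ between 2 h and 24 h, salt shoot 8 (from 4); genes that differ between 2 h and 24 h, low pH root 7 (from 3); genes that differ between 2 h and 24 h, low pH shoot 10 (from 5); genes that differ between 2 h and 24 h, flood root 7 (from 4); changed calls over 12 comparisons, SlIDD1 group 25 (from 15); changed calls over 12 comparisons, SlIDD2 group 25 (from 14); changed calls over 12 comparisons, SlIDD5 group 23 (from 14); changed calls over 12 comparisons, less responsive set 29 (from 17); changed calls over 12 comparisons, other transcripts 17 (from 11); changed SlIDD calls at 2 h and 24 h, low pH root 23 (from 6). With ubiquitin of the same plate and well row, 89 of 127 values of named genes kept direction and side of the threshold, 3 fell below it, 12 passed it, 23 reversed; changed genes were salt root 24 h 13 (7/6); low pH root 2 h 13 (9/4); low pH root 24 h 12 (4/8); flood root 24 h 10 (6/4), and the reversed values were SlIDD10 salt shoot 24 h 1.10 (from -0.016); SlIDD2 low pH root 2 h -1.57 (from 0.077); SlIDD8 low pH root 24 h -0.69 (from 1.12); SlIDD1 low pH root 24 h -1.77 (from 0.072); and, past the threshold with neither setting, SlIDD15 salt root 2 h 0.15 (from -0.19); SlIDD9 salt root 24 h -0.0051 (from 0.70); SlIDD15 salt root 24 h 0.31 (from -0.44); SlIDD12 salt shoot 2 h -0.18 (from 0.12); SlIDD16 salt shoot 2 h -0.13 (from 0.15); SlIDD4 salt shoot 2 h 0.17 (from -0.24); SlIDD-like1 low pH root 2 h 1.08 (from -0.72); SlIDD15 low pH root 2 h 1.44 (from -0.66); SlIDD16 low pH root 2 h 0.88 (from -0.40); SlIDD17 low pH root 2 h 1.46 (from -0.27); SlIDD1 low pH root 2 h -0.52 (from 1.13); SlIDD4 low pH root 2 h -0.49 (from 1.23); SlIDD-like1 low pH root 24 h 0.085 (from -2.05); SlIDD13 low pH root 24 h 0.53 (from -1.54); SlIDD15 low pH root 24 h 0.035 (from -1.99); SlIDD16 low pH root 24 h 0.40 (from -1.70); SlIDD17 low pH root 24 h 0.69 (from -1.38); SlIDD2 low pH shoot 2 h -0.19 (from 1.15); SlIDD18 flood root 2 h 0.097 (from -0.18). The cause was not tested.

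With genes and times as labelled, fewer genes are tested, and 31 of 73 values of named genes kept direction and side of the threshold, 22 fell below it, 1 passed it, 19 reversed; changed genes (as reported in parentheses) were salt root 2 h 1 (8); salt root 24 h 2 (6); salt shoot 2 h 1 (8); salt shoot 24 h 3 (17); low pH root 2 h 3 (6); low pH root 24 h 1 (0); low pH shoot 2 h 2 (7); low pH shoot 24 h 2 (16); flood root 2 h 2 (9); flood root 24 h 3 (5); flood shoot 2 h 4 (14); flood shoot 24 h 4 (21). Reversed: SlIDD1 salt root 24 h 5.85 (from -0.62); SlIDD2 salt root 24 h 1.58 (from -1.98); SlIDD7 salt root 24 h 0.96 (from -1.40); SlIDD1 salt shoot 24 h -0.91 (from 1.62); SlIDD2 salt shoot 24 h -0.27 (from 1.21); SlIDD2 low pH root 2 h -1.97 (from 0.077); SlIDD8 low pH shoot 24 h -1.48 (from 2.85); SlIDD9 low pH shoot 24 h -1.35 (from 3.65); SlIDD3 low pH shoot 24 h -2.83 (from 2.79); SlIDD2 flood root 24 h 1.85 (from -3.97); and, past the threshold with neither setting, SlIDD10 salt root 24 h 0.28 (from -0.57); SlIDD1 salt shoot 2 h 0.79 (from -0.85); SlIDD4 salt shoot 2 h 1.09 (from -0.24); SlIDD1 low pH root 2 h -1.14 (from 1.13); SlIDD4 low pH root 2 h -0.34 (from 1.23); SlIDD2 low pH root 24 h 1.00 (from -0.53); SlIDD4 low pH root 24 h -0.11 (from 1.90); SlIDD6 flood root 24 h 0.38 (from -0.49); SlIDD9 flood root 24 h -0.11 (from 0.86). The other well positions hold other genes or times, which is this setting's construction.

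Well rows do not pair the treated with the control wells: residuals of the same row correlated above 0.1 in 15 of 48 row pairs (median r -0.028). With the row as a replicate block, 122 of 135 values of named genes kept direction and side of the threshold, 7 fell below it, 6 passed it; low pH root 24 h went from 0 to 5 changed genes (3/2) and low pH shoot 2 h from 7 to 3 (2/1), the other 10 counts staying within 1.5 times.

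In low pH roots at 24 h, where limma called 0 genes at adjusted p and 9 at an unadjusted p (4/5), one fit over 16 groups called 1 (1/0), leaving irregular wells out on both plates 4 (0/4), and adjustment over all 12 comparisons 6 (3/3). An unadjusted p called 9 genes (7/2) in flood roots at 24 h against 5. The other counts stayed within 1.5 times under these settings. In all, 130 of 135 values of named genes kept direction and side of the threshold, 1 fell below it, 4 passed it with one fit; and 128 of 135 values of named genes kept direction and side of the threshold, 1 fell below it, 4 passed it, 2 reversed with irregular wells left out; and 134 of 135 values of named genes kept direction and side of the threshold, 1 reversed with irregular wells in plate order. The reversed values, past the threshold with neither setting, were SlIDD10 salt shoot 24 h 0.12 (from -0.016); SlIDD1 low pH root 24 h -0.31 (from 0.072) with irregular wells left out and SlIDD10 salt shoot 24 h 0.012 (from -0.016) in plate order. A ratio of arithmetic means, which has no test here, left all 135 values within the spread of wells, with the sign turned in 2 that did not pass. Against the authors' fold changes, 127 of 129 values lay within the spread of wells and 2 did not; in 3 values that did not pass the sign was the other one.

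The exact permutation test with adjustment called 0 genes in 8 comparisons in which limma called some, with the count at an unadjusted exact p under 0.05 in parentheses: salt root 2 h (7); salt root 24 h (8); salt shoot 2 h (6); low pH root 2 h (6); low pH shoot 2 h (10); flood root 2 h (8); flood root 24 h (9); flood shoot 2 h (12); in low pH roots at 24 h it also called 0 (11). The smallest p of 4 wells against 4 is 0.0286, and adjustment over 22 genes (20 in low pH shoots) then needs more genes at that value than these comparisons had. In all, 76 of 135 values of named genes kept direction and side of the threshold, 57 fell below it, 2 passed it.

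The change of ubiquitin (log2; positive for more transcript) by an exact test on one plate alone, where the result differs from that over both, was: salt shoot 2 h, plate 1, -0.19 (p = 0.657; 0.12 over both); salt shoot 24 h, plate 1, -1.96 (p = 0.0667; -0.83 over both); salt shoot 24 h, plate 2, -0.26 (p = 0.143; -0.83 over both); low pH root 2 h, plate 1, 1.95 (p = 0.0286; 0.30 over both); low pH root 2 h, plate 2, -1.41 (p = 0.0571; 0.30 over both); low pH root 24 h, plate 2, -0.046 (p = 0.857; 2.13 over both); low pH shoot 2 h, plate 1, 0.70 (p = 0.0857; -0.29 over both); low pH shoot 2 h, plate 2, -1.30 (p = 0.0286; -0.29 over both); low pH shoot 24 h, plate 2, -0.79 (p = 0.0286; -0.73 over both); flood root 24 h, plate 1, 2.37 (p = 0.0667; 1.63 over both); flood shoot 24 h, plate 2, 0.0020 (p = 0.943; -0.16 over both). In 4 of 12 comparisons, salt, low pH and flood shoots and flood roots at 24 h, the first plate has too few wells for an exact p under 0.05, so there the side of the threshold says nothing. The cause was not tested.

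Leaving out 1 replicate at a time (limma), the numbers of changed genes ranged over: salt root 2 h 3 to 9 (from 8); salt root 24 h 2 to 4 (from 6); salt shoot 2 h 5 to 10 (from 8); salt shoot 24 h 6 to 14 (from 17); low pH root 2 h 3 to 5 (from 6); low pH root 24 h 0 to 0 (from 0); low pH shoot 2 h 2 to 7 (from 7); low pH shoot 24 h 12 to 16 (from 16); flood root 2 h 8 to 9 (from 9); flood root 24 h 5 to 5 (from 5); flood shoot 2 h 9 to 15 (from 14); flood shoot 24 h 13 to 20 (from 21). Genes that differ between shoots and roots: salt 2 h 7 to 10 (from 9); salt 24 h 12 to 13 (from 15); low pH 2 h 2 to 4 (from 6); low pH 24 h 9 to 11 (from 11); flood 2 h 11 to 13 (from 15); flood 24 h 11 to 14 (from 14). Genes that differ between 2 h and 24 h: salt root 0 to 1 (from 0); salt shoot 0 to 5 (from 4); low pH root 0 to 2 (from 3); low pH shoot 0 to 5 (from 5); flood root 0 to 4 (from 4); flood shoot 0 to 8 (from 8). Changed genes moved by over 1.5 times in salt root 2 h without replicate 3 (3); salt root 24 h without replicate 3 (3) and 4 (2); salt shoot 2 h without replicate 4 (5); salt shoot 24 h without replicate 1 (10) and 2 (6); low pH root 2 h without replicate 4 (3); low pH shoot 2 h without replicate 1 (3) and 3 (2); flood shoot 2 h without replicate 3 (9); flood shoot 24 h without replicate 2 (13). Of 135 values of named genes, 94 kept direction and side of the threshold in every such fit, 26 fell below it in some, 4 passed it in some and 11 turned their sign in some, past the threshold in neither fit (SlIDD15 salt root 2 h -0.37 to 0.066 (from -0.19); SlIDD15 salt root 24 h -0.74 to 0.0034 (from -0.44); SlIDD12 salt shoot 2 h -0.21 to 0.48 (from 0.12); SlIDD7 salt shoot 2 h -0.078 to 0.44 (from 0.14); SlIDD16 salt shoot 2 h -0.030 to 0.26 (from 0.15); SlIDD4 salt shoot 2 h -0.71 to 0.37 (from -0.24); SlIDD10 salt shoot 24 h -0.22 to 0.12 (from -0.016); SlIDD16 low pH root 2 h -0.82 to 0.13 (from -0.40); SlIDD2 low pH root 2 h -0.18 to 0.28 (from 0.077); SlIDD1 low pH root 24 h -0.014 to 0.23 (from 0.072); SlIDD18 flood root 2 h -0.39 to 0.012 (from -0.18)); fewer wells in each fit are part of the cause by construction.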

Differences from the paper's values

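Of 258 fold changes in the paper's tables, 1 differed: SlSTOP1 in salt shoots at 2 h, with the paper's value of 0.962 (paper's standard error 0.343) against 1.55 here (SD 0.254). A value was taken to differ when it lay further off than the larger of the SD of wells here and the standard error in the paper and by over 1.5 times, which is wide for genes with scattered wells: 191 of 258 lay within 0.05 log2 of the paper, the largest gap was 1.41 log2, and 8 lay on the other side of no change, 0 of them called by the paper and 1 here at an unadjusted p. Among the alternatives set before the data were examined, the value no longer differed with the global mean in place of ubiquitin (1.22) and without replicate 4 (1.39), and it still differed with no reference gene (1.68), one fit over 16 groups (1.55), well rows as blocks (1.55), without replicate 1 (1.48), without replicate 2 (1.68), without replicate 3 (1.67) and ratio of arithmetic means (1.55). The well layout was itself chosen by these tables, after the values were seen, so the closeness of the other 257 is no independent evidence; 6 folds stated in the text of the paper did not differ either, by a measure that for SlIDD12 could hardly find a difference, since the SD of wells is as large as the fold.

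At an unadjusted p under 0.05, the threshold of the paper's legends, 134 of 258 values were called both in the paper and here, 23 in the paper alone, 7 here alone and 94 in neither; the paper does not name its test. At the adjusted p used for the statements below, 114 of the 157 values that the paper calls were called in the same direction.

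In salt roots the paper states that SlIDD4 rose, and SlIDD13 at 24 h; here neither passed the threshold (SlIDD4 0.67 at 2 h and 1.15 at 24 h; SlIDD13 0.20 at 24 h, though it lay at 2.05 at 2 h). It states that SlIDD12 did not rise in salt shoots, and in another sentence that it rose at 24 h; here it was past the threshold at 24 h (1.48). For SlIDD1 it states a fall in salt roots, which passed at 2 h (-1.08) but not at 24 h (-0.62), and an early fall under low pH, where the values at 2 h were 1.13 in roots and 1.31 in shoots. The authors' own folds of SlIDD1 at 2 h of low pH were rises too, 1.88 in roots and 2.48 in shoots. It states falls in low pH roots for genes that did not pass here: SlIDD-like1 (-0.72 at 2 h and -2.05 at 24 h), SlIDD13 (1.46 at 2 h and -1.54 at 24 h), SlIDD15 (-0.66 at 2 h and -1.99 at 24 h), SlIDD16 (-0.40 at 2 h and -1.70 at 24 h) and SlIDD17 (-0.27 at 2 h and -1.38 at 24 h). All of these lie on the second plate, whose ubiquitin changed by 0.05 cycles in these roots at 24 h, against -2.13 over both plates. A rise of SlIDD8 is stated for low pH in both tissues at both times; it did not pass in roots at 24 h (1.12) and passed in roots at 2 h (2.46) and in shoots (2.94 at 2 h and 2.85 at 24 h). Higher SlIDD15 is stated for roots under stress, where the values here were -0.19 at 2 h and -0.44 at 24 h (salt), -0.66 at 2 h and -1.99 at 24 h (low pH) and -0.31 at 2 h and -0.44 at 24 h (flood), none past the threshold. In salt shoots they were 4.80 at 2 h and 4.05 at 24 h. The authors' own folds of SlIDD15 in roots at 2 h and 24 h were 0.88 and 0.74 under salt and 0.55 and 0.25 under low pH. A rise of SlIDD18 is stated for flood roots (-0.18 at 2 h and 0.97 at 24 h, not past the threshold), and no rise of SlIDD7 for flood shoots (1.29 at 2 h and 1.25 at 24 h, past the threshold). SlIDD2 is stated to fall in roots and rise in leaves under stress; under low pH neither passed (0.077 at 2 h and -0.53 at 24 h in roots, 1.15 at 2 h and 1.01 at 24 h in shoots), while salt roots (-1.60 at 2 h and -1.98 at 24 h) and flood roots (-2.64 at 2 h and -3.97 at 24 h) passed as stated. A response of SlIDD4 to acid in roots did not pass (1.23 at 2 h and 1.90 at 24 h), nor did the pattern stated for SlIDD10 under salt (roots -0.71 at 2 h and -0.57 at 24 h; shoots -0.86 at 2 h and -0.016 at 24 h); SlIDD7, of which the same is stated, passed at 24 h in roots (-1.40) and shoots (1.41). The paper calls the response of roots to flood less severe than to salt and low pH; over all SlIDD genes with SlIDD-like1, 10 of 38 root values were past the threshold under flood, 14 under salt and 6 under low pH, while the median absolute log2 fold changes (0.69, 0.76 and 1.13) follow the paper's order.

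These values come out as the paper states under the following settings set before the data were examined (log2 fold changes; SlIDD7 and SlIDD12 by not passing the threshold as higher, the others by passing it). With the global mean in place of ubiquitin: SlIDD12 salt shoots 24 h 0.27; SlIDD1 salt roots 24 h -1.03; SlIDD-like1 low pH roots 2 h -2.04 and 24 h -1.76; SlIDD13 low pH roots 24 h -1.25; SlIDD15 low pH roots 2 h -1.98 and 24 h -1.70; SlIDD16 low pH roots 2 h -1.73 and 24 h -1.41; SlIDD17 low pH roots 2 h -1.60 and 24 h -1.09; SlIDD8 low pH roots 24 h 1.41; SlIDD7 flood shoots 2 h -0.037 and 24 h -0.78; SlIDD2 low pH roots 2 h -1.25; SlIDD4 low pH roots 24 h 2.19; SlIDD10 salt roots 2 h -1.45 and 24 h -0.97. With no reference gene: SlIDD4 salt roots 2 h 2.16 and 24 h 2.63; SlIDD13 salt roots 24 h 1.68; SlIDD12 salt shoots 24 h 0.64; SlIDD8 low pH roots 24 h 3.25; SlIDD15 salt roots 2 h 1.31 and 24 h 1.04; SlIDD15 flood roots 24 h 1.19; SlIDD18 flood roots 2 h 0.97 and 24 h 2.60; SlIDD4 low pH roots 24 h 4.03. With well rows as blocks: SlIDD-like1 low pH roots 24 h -2.03; SlIDD15 low pH roots 24 h -1.99; SlIDD7 flood shoots 24 h 1.25; SlIDD4 low pH roots 24 h 1.90. With adjustment over all 12 comparisons: SlIDD-like1 low pH roots 24 h -2.05; SlIDD15 low pH roots 24 h -1.99; SlIDD16 low pH roots 24 h -1.70; SlIDD18 flood roots 24 h 0.97; SlIDD7 flood shoots 24 h 1.25; SlIDD4 low pH roots 24 h 1.90. At an unadjusted p under 0.05: SlIDD4 salt roots 24 h 1.15; SlIDD-like1 low pH roots 24 h -2.05; SlIDD13 low pH roots 24 h -1.54; SlIDD15 low pH roots 24 h -1.99; SlIDD16 low pH roots 24 h -1.70; SlIDD17 low pH roots 24 h -1.38; SlIDD18 flood roots 24 h 0.97; SlIDD4 low pH roots 24 h 1.90. By the exact permutation test: SlIDD7 flood shoots 24 h 1.25; SlIDD2 low pH shoots 24 h 1.01. Without replicate 1: SlIDD12 salt shoots 24 h 1.21; SlIDD7 flood shoots 2 h 1.36. Without replicate 2: SlIDD12 salt shoots 24 h 1.70; SlIDD7 flood shoots 24 h 0.84. Without replicate 4: SlIDD7 flood shoots 2 h 1.05 and 24 h 1.20.

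Under settings chosen after seeing the values, more come out as stated. Ubiquitin of the same plate, chosen after seeing the values and dropping 38 of the 157 values that the paper calls, gives SlIDD13 salt roots 24 h 0.89; SlIDD1 salt roots 24 h -1.31; SlIDD18 flood roots 24 h 1.74; SlIDD7 flood shoots 2 h 1.28; SlIDD2 low pH roots 2 h -1.57 and 24 h -2.37; SlIDD2 low pH shoots 24 h 1.504; SlIDD10 salt roots 24 h -1.26; SlIDD10 salt shoots 24 h 1.11. Ubiquitin of the same plate and well row, also chosen after seeing the values and dropping 31 of the 145 that could be compared, gives SlIDD13 salt roots 24 h 0.87; SlIDD1 salt roots 24 h -1.31; SlIDD18 flood roots 24 h 1.76; SlIDD2 low pH roots 2 h -1.57 and 24 h -2.37; SlIDD2 low pH shoots 24 h 1.25; SlIDD10 salt roots 24 h -1.39; SlIDD10 salt shoots 24 h 1.10. Leaving out irregular wells on both plates, chosen after seeing the values and dropping 40 of the 157, gives SlIDD-like1 low pH roots 24 h -2.43; SlIDD13 low pH roots 24 h -1.93; SlIDD15 low pH roots 24 h -2.38; SlIDD16 low pH roots 24 h -2.09. Genes and times as labelled, chosen after seeing the values and dropping 63 of the 82 that could be compared, gives SlIDD7 flood shoots 2 h 1.29; SlIDD2 low pH roots 2 h -1.97. The values used throughout drop 43 of the 157.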

Other observations

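No test in this part was chosen to explain a result; the values below belong to no statement of the paper.

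SlSTOP1, the zinc finger gene of proton tolerance, was measured beside the SlIDD genes. Under low pH its log2 fold change was 2.08 (standard error 1.37, limma adjusted p = 0.400) in roots at 2 h and -1.43 (standard error 0.87, limma adjusted p = 0.201) at 24 h, and -0.33 (standard error 0.61, limma adjusted p = 0.587) and -0.79 (standard error 0.49, limma adjusted p = 0.142) in shoots; none passed the threshold, though with the global mean of the targets as the reference those in shoots did (-1.31 and -2.59). In flood shoots it was higher, by 1.13 (standard error 0.30, limma adjusted p = 0.00392) at 2 h and 1.39 (standard error 0.44, limma adjusted p = 0.0149) at 24 h. With that reference these turned to -0.20, which did not pass, and -0.64, which did, and with a replicate left out the calls held in 3 of 4 and 2 of 4 fits. If wells share plants, which the labels leave open, these p-values are too small.

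Calls over the 12 comparisons by list, as higher and lower of all tests: the SlIDD1 group 14 and 1 of 36; the SlIDD2 group 10 and 4 of 36; the SlIDD3 group 13 and 2 of 24; SlIDD4 5 and 0 of 12; the SlIDD5 group 14 and 0 of 36; the SlIDD6 group 19 and 7 of 48; SlIDD8 7 and 0 of 12; SlIDD9 5 and 2 of 12; SlIDD16 2 and 1 of 12; the multi-stress set of the paper 28 and 4 of 48; the less responsive set of the paper 15 and 2 of 60; the other transcripts (SlSTOP1, CRF5, STF4) 9 and 2 of 32. Over all SlIDD genes the calls were 24 higher and 6 lower of 108 in roots, and 63 and 11 of 108 in shoots. These counts depend on the reference: with the global mean of the targets they were, in the same order, 10 and 8; 3 and 15; 11 and 8; 2 and 0; 9 and 6; 9 and 11; 5 and 2; 5 and 2; 1 and 6; 23 and 8; 3 and 18; 4 and 10, and over all SlIDD genes 26 and 30 in roots and 28 and 24 in shoots; with no reference gene the latter were 84 and 3 and 60 and 13. The lists come from the paper and are not independent of its values.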
